# Tissue-wide genetic and cellular landscape shapes the execution of sequential PRC2 functions in neural stem cell lineage progression

**DOI:** 10.1126/sciadv.abq1263

**Published:** 2022-11-02

**Authors:** Nicole Amberg, Florian M. Pauler, Carmen Streicher, Simon Hippenmeyer

## Abstract

The generation of a correctly sized cerebral cortex with all-embracing neuronal and glial cell–type diversity critically depends on faithful radial glial progenitor (RGP) cell proliferation/differentiation programs. Temporal RGP lineage progression is regulated by Polycomb repressive complex 2 (PRC2), and loss of PRC2 activity results in severe neurogenesis defects and microcephaly. How PRC2-dependent gene expression instructs RGP lineage progression is unknown. Here, we use mosaic analysis with double markers (MADM)–based single-cell technology and demonstrate that PRC2 is not cell-autonomously required in neurogenic RGPs but rather acts at the global tissue-wide level. Conversely, cortical astrocyte production and maturation is cell-autonomously controlled by PRC2-dependent transcriptional regulation. We thus reveal highly distinct and sequential PRC2 functions in RGP lineage progression that are dependent on complex interplays between intrinsic and tissue-wide properties. In a broader context, our results imply a critical role for the genetic and cellular niche environment in neural stem cell behavior.

## INTRODUCTION

The mammalian neocortex is composed of a rich variety of cell types and regulates critical cognitive and behavioral functions in the brain. Most neocortical cells include distinct excitatory and inhibitory neuronal classes and glial cell types (*1*). During cortical development, excitatory projection neurons and glial cells are generated from radial glial progenitors (RGPs) in a temporal sequential manner (*2*–*6*). RGP lineage progression in the developing embryonic cortex occurs in three major consecutive stages: (i) symmetric expansion of RGP pool, (ii) asymmetric neurogenic phase, and (iii) initiation of glial cell production (*6*, *7*). RGPs also generate a variety of distinct postnatal lineages (besides glial cells) including ependymal cells or postnatal neural stem cells (*8*). Recent quantitative single RGP cell lineage tracing by using mosaic analysis with double markers (MADM) revealed that overall RGP proliferation behavior is stereotyped and predictable to a large extent (*9*–*12*). In other words, RGPs undergo a defined series of symmetric proliferative divisions before switching to asymmetric neurogenic division. Once in asymmetric division mode, individual neurogenic RGPs generate a unitary output of about eight to nine neurons before transiting to glia production with about one in six RGPs proceeding to generate glial cells (*2*, *13*). Although the above inaugural quantitative framework has been established at the single-cell level, the precise cellular and molecular mechanisms regulating the orderly RGP lineage progression are not well understood.

At the individual cell level, RGPs appear to undergo a series of molecular identity and/or transcriptional state changes correlating with lineage progression and the generation of correctly specified progeny (*14*–*16*). In general, the transcriptional landscape in stem cell lineage progression is tightly regulated by epigenetic mechanisms (*17*) including Polycomb repressive complex 2 (PRC2)–mediated posttranslational chromatin modifications. PRC2 consists of three core subunits that are essential for proper catalytic activity and transcriptional repression in vivo: embryonic ectoderm development (EED), enhancer of zeste 2 (EZH2) or its homolog EZH1, and suppressor of zeste 12 (SUZ12) (*18*). Both EZH2 and EZH1 contain a conserved SET domain capable of catalyzing the mono-, di-, and trimethylation of lysine-27 of histone H3 (H3K27) (*18*). H3K27me3 is recognized by PRC1, which catalyzes the monoubiquitinylation of lysine-119 of histone H2A (H2AK119ub) and thereby ultimately induces transcriptional silencing (*19*, *20*). Ablation of any one of the PRC2 core components *Eed*, *Ezh2*, or *Suz12* results in complete disruption of the complex and subsequent loss of H3K27me3 (*21*, *22*), disrupting embryonic development (*23*). In effect, full gene knockout of either, *Eed*, *Ezh2*, or *Suz12* results in early embryonic lethality (*18*).

PRC2 activity is critical for the orchestration of cortical projection neuron and glial cell generation (*16*, *24*–*27*). Conditional loss [conditional knockout (cKO)] of PRC2 function by ablation of *Ezh2* (*26*) or *Eed* (*16*) in *Emx1^+^* RGPs results in marked thinning of the developing cortical wall with concomitant microcephaly. In correlation with the strong microcephaly observed in *Eed* cKO, RGPs seem to show accelerated temporal progression with shortened neurogenic period (*16*). At later developmental stages, the absence of PRC2 in RGPs was shown to affect the neurogenic-to-gliogenic switch (*25*, *26*). However, the exact function of PRC2 in astrocyte generation is still under debate because Hirabayashi *et al.* (*25*) observed delayed gliogenesis in *Ezh2* cKO, whereas Pereira *et al.* (*26*) reported precocious onset of gliogenesis. The discrepancy of the above findings may reflect a putative dual role for PRC2 in regulating major transitions in RGPs at both neurogenic and gliogenic competence levels, albeit concrete evidence for such mode of PRC2 action is currently lacking (*16*, *25*, *26*). In summary, on the basis of whole-tissue ablation, PRC2 has been proposed to exert several critical roles in cortical RGPs. How PRC2 regulates RGP proliferation behavior at the individual cell level in distinct stages along their lineage progression remains unknown.

Because of its cell-intrinsic mode of action, PRC2 activity is generally thought to be a cell-autonomous one. Yet, individual RGPs in vivo are embedded within the neocortical ventricular stem cell niche and thus operate in a complex cellular environment. Whether global tissue-wide properties shape the cell-autonomous PRC2 requirement or function in individual RGPs is currently unclear. Previous studies mainly used experimental paradigms with global and/or whole tissue-wide loss of PRC2 function, and analysis of RGP lineage progression lacked single-cell resolution. To overcome this limitation, here, we used MADM technology to analyze the functional requirement of PRC2 at the individual RGP cell level. MADM enables the generation of sparse mutant clones (*28*–*30*) and thus the study of true cell-autonomous PRC2 requirement. We contrasted the sparse PRC2 elimination with whole-tissue ablation paradigm and genetically dissected the interplay of PRC2 cell-autonomous and global tissue requirement. Contrary to its predicted essential function in embryonic neurogenic RGPs, we could show that PRC2 is not cell-autonomously required in the control of neurogenesis but rather plays a critical role at the global tissue-wide level. In contrast, at postnatal stages, PRC2 was cell-autonomously required for astrocyte production and maturation. Together, our data revealed distinct sequential, cell-autonomous, and global tissue-wide functional PRC2 requirements in RGP lineage progression during cortical development.

## RESULTS

### Global but not sparse KO of PRC2 results in diminished cortical projection neuron production and microcephaly

To obtain insights of PRC2 function in RGPs with single-cell resolution, we combined a floxed allele of the core subunit *Eed* [*Eed*-flox; (*31*)] with MADM cassettes located on chr.7 (MADM-7) (fig. S1) (*32*). In a first experiment, we conditionally removed *Eed* in a global tissue-wide manner and generated *Eed* cKO mice, with concomitant sparse MADM labeling, in combination with *Emx1*-Cre (*33*) (*MADM-7^GT,Eed/TG,Eed^;Emx1^Cre/+^*, abbreviated cKO-*Eed*-MADM). As expected and previously reported (*16*, *26*), cKO-*Eed*-MADM mice at postnatal day (P) 21 showed a strong decrease of neocortical thickness when compared to control-MADM (*MADM-7^GT/TG^;Emx1^Cre/+^*) animals (Fig. 1, A and B, D to G, J, and L). In both control-MADM (all cells *Eed*^+/+^) and cKO-*Eed*-MADM (all cells *Eed*^−/−^), the green [green fluorescent protein–positive (GFP^+^)] to red [tandem dimer tomato-positive (tdT^+^)] (g/r) ratio was ~1 reflective of the identical genotypes in GFP^+^ and tdT^+^ MADM-labeled cells (Fig. 1, K and M). The marked thinning of the neocortex in cKO-*Eed*-MADM reflects a decrease of neuron production, presumably because of accelerated lineage progression of neurogenic RGPs (*16*). Thus, assuming a purely cell-autonomous function of PRC2 in proliferating RGPs, we predicted a marked loss of *Eed* mutant cells in comparison to wild-type cells when analyzed in a sparse genetic mosaic as provided by the MADM system (Fig. 1C). To test the above, we generated mosaic *Eed*-MADM (*MADM-7^GT/TG,Eed^;Emx1^Cre/+^*) mice with sparse green GFP^+^ homozygous *Eed*^−/−^ mutant cells, yellow (GFP^+^/tdT^+^) heterozygous *Eed*^+/−^, and red (*tdT*^+^) *Eed*^+/+^ wild-type cells in an otherwise unlabeled heterozygous background (Fig. 1, C, H, and I, and fig. S1, D and E) (*34*). Contrary to our expectation, we found no reduction of green *Eed*^−/−^ mutant when compared to red *Eed*^+/+^ control neurons and thus a g/r ratio of ~1 at P21 (Fig. 1O). To validate the specificity of PRC2 activity elimination in green *Eed*^−/−^ mutant but not red *Eed*^+/+^ control cells in mosaic *Eed*-MADM mice, we stained for the PRC2-catalyzed histone mark H3K27me3 in E12.5 cortex (fig. S2). H3K27me3 signal, and thus PRC2 activity, was abolished in individual green *Eed*^−/−^ but not red *Eed*^+/+^ cells in mosaic *Eed*-MADM brains (fig. S2, C to F). In contrast and as expected, H3K27me3 was completely eliminated in all cells in cKO-*Eed*-MADM (fig. S2, G to J).

**Fig. 1.**
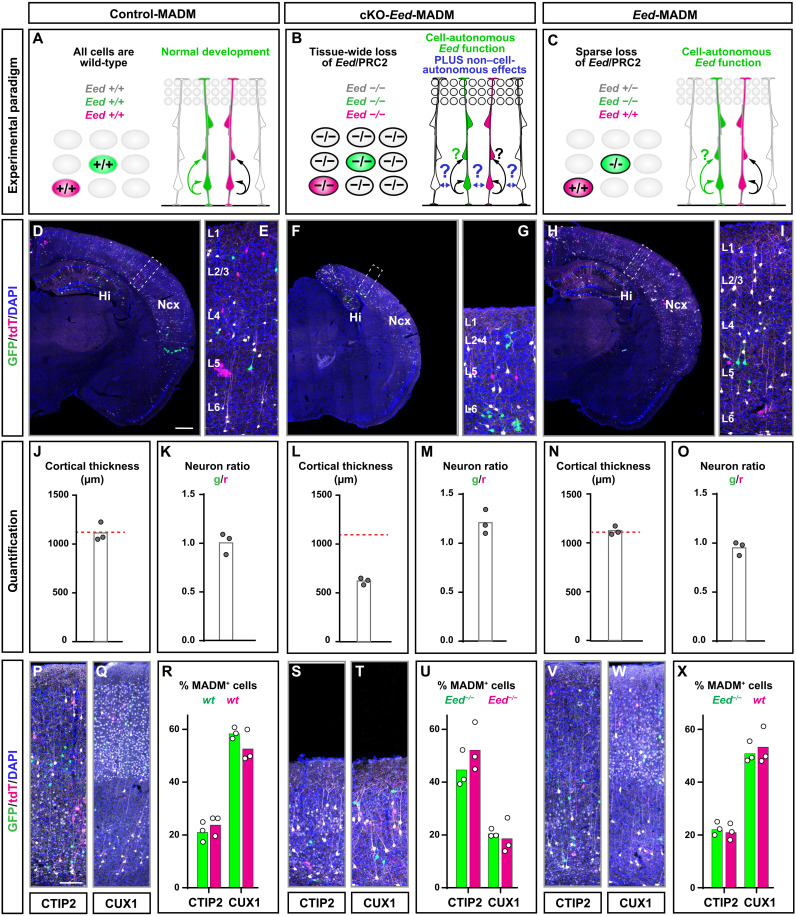
*Eed*/PRC2 is not cell-autonomously required in cortical neurogenesis. See also figs. S1 and S2. (**A** to **C**) Schematic overview of experimental paradigm and genotype of MADM-labeled cells in (A) wild-type MADM (control-MADM), (B) cKO of *Eed* in all cortical projection neurons (cKO-*Eed*-MADM), and (C) sparse genetic mosaic with *Eed* mutant cells labeled in green color (*Eed*-MADM). (**D** to **I**) Overview of MADM-labeling pattern in somatosensory cortex in (D) control-MADM, (F) cKO-*Eed*-MADM, and (H) *Eed*-MADM mice at P21. (E), (G), and (I) depict higher-resolution images of boxed areas in (D), (F), and (H) with indication of cortical layers. (**J** to **O**) Quantification of cortical thickness and g/r neuron ratio, respectively, in (J to K) control-MADM, (L and M) cKO-*Eed*-MADM, and (N and O) *Eed*-MADM. (**P** to **X**) Histological stainings of P21 brains for lower-layer marker CTIP2 and for upper-layer marker CUX1 and quantification of the percentage (%) of green and red MADM-labeled CTIP2^+^ and CUX1^+^ cells in (P to R) control-MADM, (S to U) cKO-*Eed*-MADM, and (V to X) *Eed*-MADM mice. Each individual data point represents one experimental animal. Data indicate mean ± SEM. Scale bars, 500 μm (D, F, and H) and 60 μm (E, G, I, P, Q, S, T, V, and W).

Next, we analyzed the generation of CTIP2^+^ (primarily lower layer V) relative to CUX1^+^ (upper layer IV-II) neurons. While we found very similar relative fractions of CTIP2^+^ and CUX1^+^ MADM-labeled cells in control-MADM and mosaic *Eed*-MADM (Fig. 1, P to R and V to X), the relative abundance of CTIP2^+^ MADM-labeled cells was significantly increased when compared to CUX1^+^ cells in cKO-*Eed*-MADM, in agreement with previous studies (Fig. 1, S to U) (*16*). We conclude that global KO of *Eed* in cKO-*Eed*-MADM leads to marked microcephaly because of significant reduction of upper layer IV-II relative to lower layer V projection neurons. In contrast, sparse deletion of *Eed* in genetic mosaic *Eed*-MADM paradigm did not affect projection neuron production and thus cortical size. Together, the above data suggested that *Eed* is not cell-autonomously required in cortical RGPs during neurogenic phase but rather at the global tissue-wide level.

### PRC2 function is not cell-autonomously required in cortical RGP-mediated projection neuron production

While the above analysis at the population level already provided an indication about cell-autonomy of *Eed* gene function based on sparseness of the genetic mosaic, conclusive assessment of PRC2 function at the individual RGP level is only possible using clonal analysis. Thus, we carried out MADM-based clonal analysis (*28*) to probe cell-autonomous PRC2 function at true single RGP cell level. To determine the neurogenic potential of individual mutant *Eed*^−/−^ RGPs, we pursued two MADM assays in combination with tamoxifen (TM)–inducible *Emx1^CreER^* driver (*35*).

First, we analyzed RGPs in their symmetric proliferative mode (*9*). In the MADM context, the two daughter cells (and resulting subclones) from such symmetric proliferative RGP divisions will be labeled in different colors (red and green) and may inherit distinct genotypes (*28*). We first validated the approach because MADM clones using MADM-7 in combination with *Emx1^CreER^* driver had not been much analyzed previously. We thus first generated control *MADM-7^GT/TG^;Emx1^CreER^* and injected TM at embryonic day 11.5 (E11.5) when most RGPs still divide symmetrically (*9*). We quantified the cell numbers in the two red and green (both wild-type) subclones at E13.5 across the developing cortical wall (Fig. 2, A to C) and at E16.5, when most neurons have been generated (Fig. 2, G to I). As expected, the numbers of green and red wild-type cells at both E13.5 and E16.5 and in all analyzed zones was not significantly different (Fig. 2, C and I). Next, we generated *Eed*-MADM clones (*MADM-7^GT/TG,Eed^;Emx1^CreER^*) with similar TM injection/analysis regime as above but with the red subclone containing wild-type and the green subclone *Eed*^−/−^ mutant cells, respectively. At both E13.5 and E16.5 analysis time points, we counted similar cell numbers like in the above control-MADM clones. We could not detect significantly different numbers of red wild-type compared to green *Eed*^−/−^ mutant cells (Fig. 2, D to L). Thus, the proliferation potential of mutant *Eed*^−/−^ and wild-type subclones emerging from a single symmetrically dividing RGP appeared identical.

**Fig. 2.**
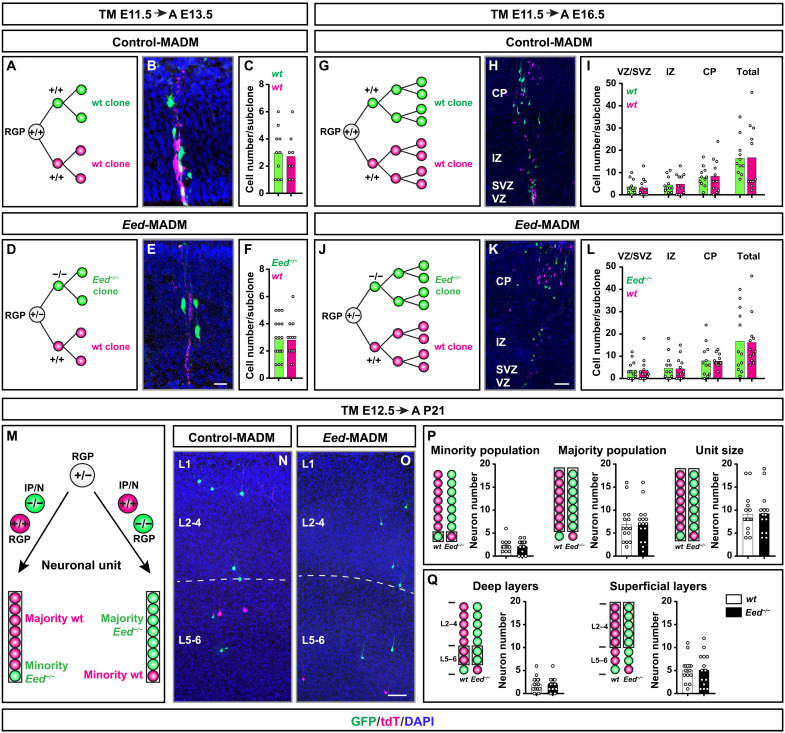
Functional analysis of *Eed*/PRC2 function during neurogenesis at single RGP clone level. (**A** to **F**) Experimental setup for embryonic MADM clones induced at E11.5 and analyzed at E13.5 with representative images and corresponding quantifications in (A to C) control-MADM and (D to F) *Eed*-MADM mice. (**G** to **L**) Experimental setup for embryonic MADM clones induced at E11.5 and analyzed at E16.5 with representative images and corresponding quantifications in (G to I) control-MADM and (J to L) *Eed*-MADM mice. (**M**) Experimental setup for MADM clones induced at E12.5 and analyzed at P21 to determine the neuronal unit size. Upon a MADM event in asymmetrically dividing RGPs, one daughter cell will become an intermediate progenitor or neuron (IP/N) and thus constitute the minority population of the clone, while the other daughter cell will remain RGP identity and produce the majority population of the clone. (**N** and **O**) Representative images of clones in (N) control-MADM and (O) *Eed*-MADM mice. (**P**) Quantification of the average neuron number within the minority population (left), the majority population (middle), and the total unit size (right) emerging from wild-type and *Eed*^−/−^ RGPs. (**Q**) Quantification of the average number of deep layer neurons (left) and superficial layer neurons (right) in wild-type and *Eed*^−/−^ MADM clones. Each individual data point represents one MADM clone. Data indicate mean ± SEM. Significance was determined using unpaired *t* test (C, F, P, and Q) or one-way ANOVA with Turkey’s multiple comparisons (I and L) using *P* < 0.05 as cut-off. Scale bars, 20 μm (B and E) and 50 μm (H, K, N, and O).

In the second assay, we quantified absolute neuron output of individual RGPs once they switched to asymmetric neurogenic proliferation mode (*9*). Previous MADM analysis, using MADM-11, has demonstrated unitary output of about eight to nine neurons from a single RGP (*9*, *10*, *36*). We injected TM at E12.5 and analyzed MADM clone composition at P21 (Fig. 2, M to O). We analyzed total unit size, majority population (larger subclone) and minority population (smaller subclone) (Fig. 2P), and distribution of MADM-labeled neurons in deep (VI-V) and superficial (IV-II) cortical layers (Fig. 2Q). In all quantifications, we could not detect a significant difference in the numbers of *Eed*^−/−^ mutant when compared to *Eed*^+/+^ control neurons, and the total unit size was about eight to nine neurons for each genotype. On the basis of the above results from single MADM clone analysis, we conclude that PRC2 function is not cell-autonomously required for cortical RGP-mediated neuron production.

### Distinct tissue-wide genetic environment in mosaic and global KO triggers differential ectopic gene expression in *Eed*^−/−^ mutant cells

Although *Eed*^−/−^ cells in *Eed*-MADM and cKO-*Eed*-MADM paradigms had identical genotypes, they existed in distinct genetic and cellular environments. While in *Eed*-MADM the genetic background predominantly was *Eed*^+/−^ heterozygous with phenotypically regular sized cortex (Fig. 1N), the vast genetic landscape in cKO-*Eed*-MADM is *Eed*^−/−^ with massively diminished neuron numbers and much smaller overall cortex size (Fig. 1L). Given the marked phenotypic difference in individual MADM-labeled *Eed*^−/−^ mutant cells depending on their genetic and cellular environment, we measured global tissue-wide deregulation of gene expression to identify molecular correlates hinting at deregulated biological processes because of PRC2 loss of function. We used an established fluorescence-activated cell sorting (FACS)–based approach (*37*, *38*) to isolate GFP-labeled *Eed*^+/+^, *Eed*^+/−^, and *Eed*^−/−^ mutant cells in a time course at E12.5 (onset of neurogenesis), E13.5 (early neurogenesis), E16.5 (end of neurogenesis), and P0 (start of gliogenesis) (Fig. 3, A to D). Next, we performed small sample Smart-Seq2–based bulk RNA sequencing (RNA-seq) followed by transcriptome analysis. 

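Bulk Smart-Seq2 copies polyadenylated RNA from a small number of sorted cells into full-length cDNA before sequencing, so that each library stands for one sorted sample. The authors deposited, for 116 libraries, the number of reads that STAR counted on each of 53379 genes, without normalization. Green cells account for 68 of the libraries and red or yellow cells for the other 48. In control-MADM all 3 colors carry *Eed*+/+, in cKO-*Eed*-MADM all carry *Eed*-/-, and in *Eed*-MADM green cells are *Eed*-/-, yellow cells *Eed*+/- and red cells *Eed*+/+ in a heterozygous tissue. The sample labels give the embryonic time points as days 12, 13 and 16, where the paper gives E12.5, E13.5 and E16.5, and the paper's names are used. Cells of E12.5 were sorted into lysis buffer and those of the later time points into RNA extraction buffer, so that E12.5 and the way of collection cannot be separated. In the order control-MADM, *Eed*-MADM and cKO-*Eed*-MADM, the green libraries numbered 5, 9 and 5 at E12.5, 4, 8 and 5 at E13.5, 3, 5 and 4 at E16.5, and 7, 9 and 4 at P0. Of these, 55 were used: 5, 8 and 4 at E12.5, 2, 2 and 4 at E13.5, 3, 5 and 4 at E16.5, and 5, 9 and 4 at P0. In every group but *Eed*-MADM at E12.5 these are as many as the paper's own supplementary values. Values above 0 identify their samples. In these groups, values of 0 name no library and occur in *Eed*-MADM at E16.5 and in cKO-*Eed*-MADM at E13.5, E16.5 and P0. The samples without a matched value there were taken because they pass the paper's limits on uniquely aligned reads. In *Eed*-MADM at E12.5 the paper's n is 4 and its samples were only partly identified. The paper's values thus cover 4 of the 8 libraries used, although all 8 pass its depth limits. Its other reasons for leaving samples out are low correlation with replicates and reads in the deleted region. Inefficient recombination therefore stays open for the libraries that it left out. Reads counted on genes at E12.5 ranged from 865832 to 2061348 per control-MADM sample (median 1465547), from 1189620 to 2359317 per *Eed*-MADM sample (median 1586763) and from 1590784 to 1931293 per cKO-*Eed*-MADM sample (median 1796878). At E13.5 the same 3 groups had 5032714 to 6350596 (median 5691655), 4921672 to 5281302 (median 5101487) and 4459314 to 5943733 (median 4777572) reads. At E16.5 they had 3654056 to 7249098 (median 4883737), 4519150 to 6505451 (median 5425375) and 4949382 to 5956306 (median 5039612). At P0 they had 4987522 to 6275743 (median 6020111), 3278984 to 5808077 (median 5053992) and 2784557 to 5613471 (median 5095072). Between 15720 and 22465 genes had at least 1 read in a used sample. The unstranded counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test, with the green samples of the 3 paradigms of a time point in one fit and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called DEGs. Counts per 1000000 reads on genes, scaled by TMM (CPM), are given as mean ± SD between samples. The median biological coefficient of variation, the spread between samples of a group beyond counting error, was 0.615 at E12.5, 0.365 at E13.5, 0.281 at E16.5 and 0.272 at P0. With 200 genes changed by known factors in simulated counts, the test of cKO-*Eed*-MADM against control-MADM recovered 31.5% of them at E12.5, 48% at E13.5, 63.5% at E16.5 and 74% at P0, with 1 to 12 false calls in any contrast. Of the genes changed 2-fold, the same contrast recovered 11.9% at E13.5, against 78.8% of those changed 8-fold, so that small changes were mostly not detectable with the 2 control samples of E13.5. Smart-Seq2 reads carry no molecular identifiers, so that limits from counts of 0, taken as 3 counts over the group, cover counting error only.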

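*Eed* (ENSMUSG00000030619) lies on chromosome 7 from 89954654 to 89980983 (mm10). Its annotated transcript has 12 exons, of which the deleted region from 89969506 to 89972357 covers exons 3 to 6, 367 of 2067 exonic bases (17.8%). The deposited counts are of the whole gene, so that reads from exons outside the deletion remain in them. In green cells, *Eed* had 105 ± 32.6 CPM (n = 5) in control-MADM, 60.3 ± 19.3 CPM (n = 8) in *Eed*-MADM and 42.1 ± 4.41 CPM (n = 4) in cKO-*Eed*-MADM at E12.5, which is 57.1% and 39.9% of the control mean. At E13.5 it had 62.9 ± 7.31 (n = 2), 38.7 ± 16.0 (n = 2) and 20.3 ± 3.96 CPM (n = 4), at E16.5 39.5 ± 8.97 (n = 3), 17.0 ± 4.14 (n = 5) and 17.9 ± 5.67 CPM (n = 4), and at P0 30.0 ± 2.92 (n = 5), 15.6 ± 3.17 (n = 9) and 11.6 ± 3.38 CPM (n = 4). At E13.5, E16.5 and P0 every mutant sample used lay below every control sample. At E12.5 this held for 4 of 4 cKO-*Eed*-MADM samples and for 6 of 8 *Eed*-MADM samples. Against control-MADM, 2-sided exact permutation tests gave p = 0.00544 for *Eed*-MADM and p = 0.00794 for cKO-*Eed*-MADM at E12.5. At E16.5 the exact permutation tests gave p = 0.0179 and p = 0.0286, and at P0 p = 0.0005 and p = 0.00794. At E13.5 exact permutation gave p = 0.333 and p = 0.0667, where 2 samples against 2 cannot go below 0.333 and 4 against 2 cannot go below 0.0667. Among all genes tested, the log2 fold change of *Eed* in *Eed*-MADM was −0.81 at E12.5 (SE 0.24, edgeR adjusted p = 1), −0.69 at E13.5 (SE 0.44, edgeR adjusted p = 0.886), −1.22 at E16.5 (SE 0.29, edgeR adjusted p = 0.0889) and −0.93 at P0 (SE 0.20, edgeR adjusted p = 0.0132). In cKO-*Eed*-MADM it was −1.34 at E12.5 (SE 0.30, edgeR adjusted p = 0.282), −1.64 at E13.5 (SE 0.37, edgeR adjusted p = 0.0933), −1.10 at E16.5 (SE 0.31, edgeR adjusted p = 0.0314) and −1.32 at P0 (SE 0.25, edgeR adjusted p = 0.000378). With DESeq2 the adjusted p fell under 0.05 in cKO-*Eed*-MADM at E12.5 (0.0333) and E13.5 (0.00504) and in *Eed*-MADM at E16.5 (0.0137) as well. In *Eed*-MADM at E12.5, where the paper used 4 samples, the 8 samples held 84.1 CPM in replicate 1, 55.8 in replicate 2, 46.4 in replicate 3, 32.3 in replicate 5, 52.5 in replicate 6, 88.1 in replicate 7, 51.3 in replicate 8 and 71.8 in replicate 9. Replicates 1 and 7 were those not below the lowest control (80.1 CPM). Neither is among replicates 2, 5 and 6, which were identified as samples of the paper.

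**Figure D1:**
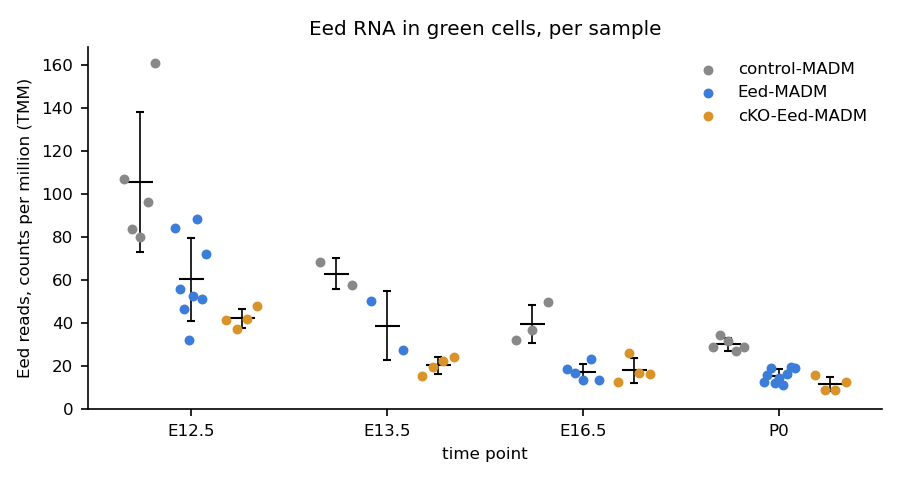
*Eed* reads in green cells as TMM-normalized CPM (vertical axis) in each sample used, by time point and paradigm (horizontal axis). Each point is one sample, and the black bars are the mean ± SD. The means fall from 105 CPM in control-MADM at E12.5 to 11.6 CPM in cKO-*Eed*-MADM at P0.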

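Over all 68 green samples, including the 13 that were not used, *Eed* had 106 ± 32.8, 61.3 ± 18.2 and 40.2 ± 5.40 CPM in control-MADM, *Eed*-MADM and cKO-*Eed*-MADM at E12.5. At E13.5 the values were 40.5 ± 37.0, 25.5 ± 23.5 and 21.1 ± 5.06 CPM, a difference from control-MADM that did not exceed the spread between samples (exact permutation tests, p = 0.394 for *Eed*-MADM and p = 0.317 for cKO-*Eed*-MADM). At P0 they were 27.7 ± 6.58, 15.7 ± 3.15 and 11.7 ± 3.40 CPM (exact permutation tests, p = 0.000699 and p = 0.00606), and 3 of 9 *Eed*-MADM and 3 of 4 cKO-*Eed*-MADM samples lay below the lowest control sample. At E16.5 all green samples were used. The paper names a low share or number of uniquely aligned reads, low correlation with replicates and reads in the deleted region as its reasons for leaving samples out. The unused samples of E12.5 were replicate 1 of cKO-*Eed*-MADM (33.2 CPM from 30 reads) and replicate 4 of *Eed*-MADM (72.0 CPM from 38 reads). At E13.5 they were the library labelled control-MADM replicate 2 (0 CPM), replicate 4 of control-MADM (19.1 CPM from 1 read), replicate 4 of cKO-*Eed*-MADM (15.2 CPM from 1 read), and replicates 1 (28.9 CPM from 1 read), 3, 4 and 5 (0 CPM each), 7 (52.2 CPM from 2 reads) and 8 (33.9 CPM from 1 read) of *Eed*-MADM. At P0 they were replicates 3 (13.8 CPM from 1 read) and 7 (29.0 CPM from 8 reads) of control-MADM. The other unused E13.5 samples have 0 to 2 reads on *Eed* and hold few reads in all, so that their values do not tell the genotypes apart. The library labelled control-MADM replicate 2 has no *Eed* read among 2147793 reads on genes, where the level of the used controls would give 136 reads. The targeted gene goes against the label there. Only 5098 genes had a read in this library, and of the 4654 other genes within 2-fold of the level of *Eed* in the used controls, 62.8% had no read in it either, so that the missing reads do not show its genotype. It is part of every value given over all green samples of E13.5.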

We confirmed that *Eed* expression was efficiently depleted in *Eed*^−/−^ mutant cells in *Eed*-MADM and cKO-*Eed*-MADM at all time points (fig. S3, A and B). We then aimed to directly test whether variable global gene expression in mutant *Eed*^−/−^ cells correlated with the genetic/cellular environment and determined the quantitative difference in sparse mutant *Eed*-MADM when compared to the global tissue cKO-*Eed*-MADM. We identified differentially expressed genes (DEGs) of *Eed*^−/−^ cells between *Eed*-MADM and cKO-*Eed*-MADM. 

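Between green cells of cKO-*Eed*-MADM and *Eed*-MADM at E12.5, edgeR called no DEG among 18100 genes (n = 4 and 8). An unadjusted p under 0.05 was found for 1307 genes, where 905 are expected by chance, and DESeq2 called 1 gene. At E13.5 it called 3 DEGs among 13448 genes, 2 higher and 1 lower in cKO-*Eed*-MADM (n = 4 and 2), with 672 genes at an unadjusted p under 0.05 and 672 expected, while DESeq2 called 56. At E16.5 there were 940 DEGs among 13359 genes, 595 higher and 345 lower (n = 4 and 5), and at P0 2758 among 14161 genes, 1589 higher and 1169 lower (n = 4 and 9). DESeq2 called 1293 and 3028 at these time points. Over all green samples the counts were 0 at E12.5, 8 at E13.5 and 2486 at P0, so that the increase with time held over both sample sets. The alternative that moved the E12.5 count most was leaving out the filter on low counts, with 175 DEGs. It gave 38 at E13.5, so that the count fell between these time points. The count also fell with the replicate number as a block (5 to 2). It fell as well with the likelihood ratio test (70 to 50) and the newer quasi-likelihood test (94 to 1), both chosen after seeing the data. Under each of these the counts at E16.5 and P0 were higher. The count at E13.5 rested on few samples and ranged from 0 to 4 when single samples were left out, and at P0 it was 1807 without cKO-*Eed*-MADM replicate 4. Genes are named by the size of the fitted log2 fold change among DEGs whose samples did not overlap between the groups. Against a group with no read this fitted value is not a bound, so that the order of such genes is not settled. The largest fitted increases at E16.5 were in *Hoxb7* (ENSMUSG00000038721.8, chromosome 11, 96286623 to 96290162), with 31.7 ± 15.0 CPM in cKO-*Eed*-MADM and no read in *Eed*-MADM (at least 281-fold higher, edgeR adjusted p = 5.19e-06), *Hoxa2* (ENSMUSG00000014704.10, chromosome 6, 52162417 to 52164831), with 20.6 ± 3.25 CPM and no read (at least 182-fold higher, edgeR adjusted p = 9.2e-06), and *Gata4* (ENSMUSG00000021944.15, chromosome 14, 63198922 to 63271692), with no read in *Eed*-MADM (at least 146-fold higher, edgeR adjusted p = 5.89e-05). At P0 they were in *Hand2* (ENSMUSG00000038193.4, chromosome 8, 57320983 to 57324633), with 13.7 ± 7.69 CPM in cKO-*Eed*-MADM and 0.0608 ± 0.127 CPM in *Eed*-MADM (edgeR adjusted p = 3.41e-07), and *Gata4*, with 30.9 ± 5.22 and 0.261 ± 0.41 CPM (edgeR adjusted p = 2.48e-07). Decreases at P0 included the unclassified transcript *Gm4081* (ENSMUSG00000104310.1, chromosome 1, 56976803 to 56978640), with no read in cKO-*Eed*-MADM and 3.79 ± 1.88 CPM in *Eed*-MADM (at least 24.4-fold lower, edgeR adjusted p = 0.000746), and *Fam160a1* (ENSMUSG00000051000.17, chromosome 3, 85660061 to 85817291), with 0.0491 ± 0.0981 against 6.02 ± 3.13 CPM (edgeR adjusted p = 1.64e-05). These genes were called under each alternative that tested them.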

A relatively low number of DEGs was found at E12.5 (8) and E13.5 (95), but increasing numbers of DEGs were present at E16.5 (1564) and P0 (3324). 

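Of 13111 genes tested at both E16.5 and P0, 922 were DEGs between cKO-*Eed*-MADM and *Eed*-MADM at E16.5 and 2524 at P0. They shared 554 genes, 60.1% of the E16.5 DEGs and 21.9% of the P0 DEGs, where 177 would be shared by chance, and 534 of the shared genes changed in the same direction. The shared genes made up 19.2% of the genes called at either time point. With DESeq2, 711 of 1272 E16.5 DEGs (55.9%) were also among 2775 P0 DEGs, and over all green samples 540 of 915 (59.0%). Of the 3 DEGs at E13.5, 2 were also DEGs at E16.5 and 3 at P0, 2 of these in the same direction. DESeq2 called more genes at E13.5 and found 24 of 52 again at E16.5 and 31 of 53 at P0. Of these, 21 of the 24 and 22 of the 31 changed in the same direction. No overlap with E12.5 could be measured, since edgeR called no gene there.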

DEGs showed temporal developmental specificity with limited overlap between the different time points (fig. S3C).

**Fig. 3.**
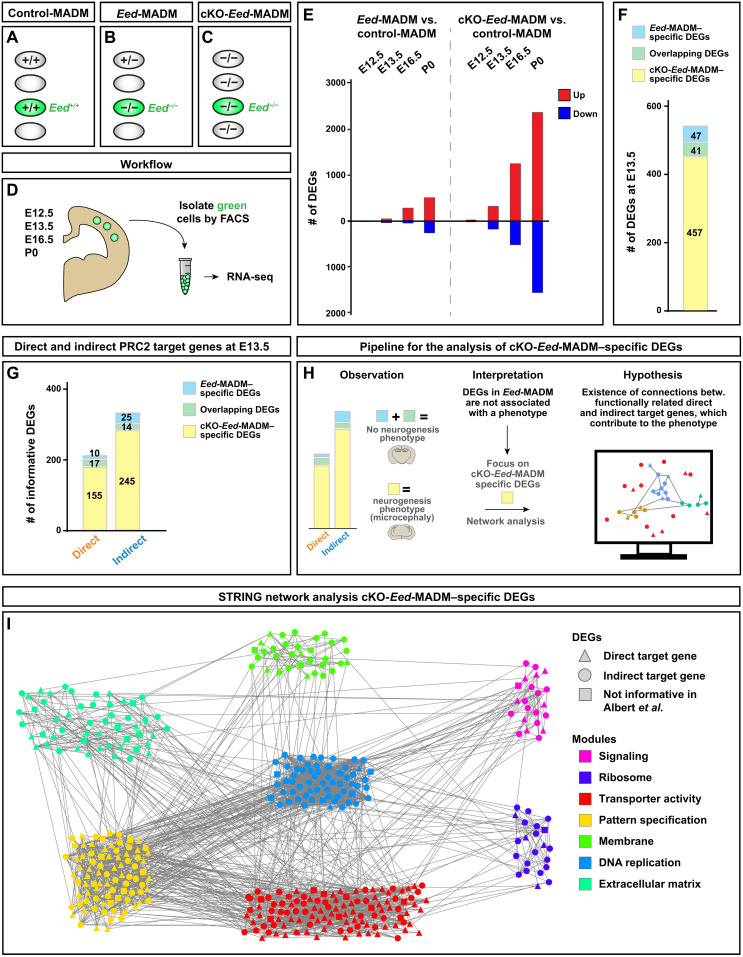
Deregulated genes specific to cKO-*Eed*-MADM are functionally connected and converge on cell cycle regulatory modules. See also figs. S3 and S4. (**A** to **C**) Schematic overview of experimental MADM paradigms and genotype of GFP^+^ cells in (A) control-MADM, (B) *Eed*-MADM, and (C) cKO-*Eed*-MADM. (**D**) Schematic overview of workflow for RNA-seq experiments at E12.5, E13.5, E16.5, and P0. (**E**) Number of DEGs (*P*_adj_ < 0.1, DESeq2) upon comparison of *Eed*^−/−^ mutant (*Eed*-MADM and cKO-*Eed*-MADM) cells to *Eed*^+/+^ cells in control-MADM at different developmental time points (E12.5, E13.5, E16.5, and P0). “Up” refers to genes up-regulated in *Eed*^−/−^ mutant cells, while “Down” refers to genes down-regulated in *Eed*^−/−^ mutant cells when compared to *Eed*^+/+^ cells. (**F**) Detailed analysis of E13.5 DEGs. Number of DEGs specific to *Eed*^−/−^ cells from *Eed*-MADM (light blue), specific to *Eed*^−/−^ cells from cKO-*Eed*-MADM (light yellow), and genes shared between both paradigms (light green). (**G**) Overlap analysis of E13.5 DEGs [same as in (F)] with H3K27me3 data (*39*). Number of direct and indirect PRC2 target genes specific to *Eed*^−/−^ cells from *Eed*-MADM (light blue), specific to *Eed*^−/−^ cells from cKO-*Eed*-MADM (light yellow), and genes shared between both paradigms (light green). Note that only genes informative in both datasets have been included in the analysis. For details, see text and Materials and Methods. (**H**) Schematic illustration of hypothesis-based STRING network analysis of cKO-*Eed*-MADM–specific DEGs. (**I**) STRING network showing protein-protein interactions of cKO-*Eed*-MADM–specific DEGs at E13.5. Triangles: direct PRC2 target genes, circles: indirect PRC2 target genes [same as in (G)], squares: genes not informative in (*39*). Note that DEGs group into functionally distinct modules as indicated by color code. For details, see text and Materials and Methods.

To gain more detailed insights into gene expression changes in mutant cells relative to control, we compared *Eed*^−/−^ cells from *Eed*-MADM and cKO-*Eed*-MADM with *Eed*^+/+^ cells in control-MADM. Similar to the initial analysis, we found increasing numbers of DEGs from E12.5 to P0 (Fig. 3E). 

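In *Eed*-MADM against control-MADM, edgeR called 0 DEGs at E12.5, 0 at E13.5, 34 at E16.5 (32 up and 2 down) and 248 at P0 (215 up and 33 down). In cKO-*Eed*-MADM against control-MADM it called 0 DEGs at E12.5, 5 at E13.5 (4 up and 1 down), 1146 at E16.5 (823 up and 323 down) and 3427 at P0 (2010 up and 1417 down). At E12.5, 689 genes in *Eed*-MADM and 1292 in cKO-*Eed*-MADM had an unadjusted p under 0.05. At E13.5 these were 824 and 1384. DESeq2 called 0 and 6 DEGs at E12.5, 40 and 287 at E13.5, 231 and 1543 at E16.5, and 608 and 3665 at P0. Over all green samples edgeR called 0 and 0 at E12.5, 415 and 243 at E13.5, and 315 and 3291 at P0. In *Eed*-MADM the increase with time therefore did not hold over this set from E13.5 to P0. The set adds libraries that fail the depth limits, and only 2 of its 4 controls of E13.5 pass them. Without control-MADM replicate 3, 1 of the 2 controls of E13.5, the E13.5 counts were 77 and 407. Without the other, replicate 1, they were 0 and 0. In *Eed*-MADM the largest fitted increases at E16.5 were in *Myo7a* (ENSMUSG00000030761.15, chromosome 7, 98051060 to 98119524), with 16.7 ± 8.77 CPM and no read in control-MADM (at least 87.0-fold higher, edgeR adjusted p = 0.0292), and *Atf3* (ENSMUSG00000026628.13, chromosome 1, 191170296 to 191218039), with 4.89 ± 3.77 CPM and no read (at least 25.4-fold higher, edgeR adjusted p = 0.0239). Both passed the threshold in part of the alternatives, *Myo7a* in 15 of 21 and *Atf3* in 14 of 21. The 2 genes that decreased were *F2r* (ENSMUSG00000048376.6, chromosome 13, 95601803 to 95618487), with 75.8 ± 15.5 against 159 ± 21.5 CPM (log2 fold change −1.06, SE 0.21, edgeR adjusted p = 0.0307), and *Scd2* (ENSMUSG00000025203.5, chromosome 19, 44293674 to 44306864), with 328 ± 24.3 against 536 ± 34.4 CPM (log2 fold change −0.71, SE 0.14, edgeR adjusted p = 0.0431), called in 14 and 11 of 21 alternatives. At P0 the largest fitted increases were in *Slc30a3* (ENSMUSG00000029151.14, chromosome 5, 31086106 to 31108237), with 18.0 ± 10.7 CPM and no read in control-MADM (at least 168-fold higher, edgeR adjusted p = 1.13e-06), and *Hoxb13* (ENSMUSG00000049604.3, chromosome 11, 96194316 to 96197447), with 17.9 ± 5.97 CPM and no read (at least 167-fold higher, edgeR adjusted p = 1.09e-08). The largest decrease among DEGs whose samples did not overlap was in *Gmnn* (ENSMUSG00000006715.11, chromosome 13, 24751845 to 24761923), with 8.24 ± 2.73 against 21.3 ± 8.20 CPM (log2 fold change −1.36, SE 0.31, edgeR adjusted p = 0.0219), called in 15 of 18 alternatives.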

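The largest fitted increases in cKO-*Eed*-MADM at E16.5 were in *Tal1* (ENSMUSG00000028717.12, chromosome 4, 115056426 to 115071755), with 164 ± 23.7 CPM and no read in control-MADM (at least 851-fold higher, edgeR adjusted p = 0.000146), and *Hoxc9* (ENSMUSG00000036139.6, chromosome 15, 102976439 to 102985099), with 159 ± 34.3 CPM and no read (at least 826-fold higher, edgeR adjusted p = 1.52e-07). At P0 they were in *Hoxb13*, with 160 ± 68.2 CPM and no read (at least 1487-fold higher, edgeR adjusted p = 8.79e-12), and *Hoxa7* (ENSMUSG00000038236.8, chromosome 6, 52214491 to 52221854), with 84.3 ± 16.9 CPM and no read (at least 786-fold higher, edgeR adjusted p = 9.25e-12). Decreases included transcripts of low abundance that are not annotated as protein-coding. The unclassified transcript *A730013G03Rik* (ENSMUSG00000047384.3, chromosome 1, 192833118 to 192835214) had no read at E16.5 against 5.38 ± 4.13 CPM in control-MADM (at least 39.0-fold lower, edgeR adjusted p = 0.00249). The processed pseudogene *Gm4366* (ENSMUSG00000107383.1, chromosome 7, 116824510 to 116825851) had 0.244 ± 0.385 against 10.5 ± 1.31 CPM at E16.5 (edgeR adjusted p = 0.00704). The noncoding *3110099E03Rik* (ENSMUSG00000085582.7, chromosome 2, 115493513 to 115527744) had no read at P0 against 5.01 ± 2.40 CPM (at least 32.2-fold lower, edgeR adjusted p = 0.000234). The protein-coding *Fam160a1* had 0.0491 ± 0.0981 against 7.17 ± 4.19 CPM at P0 (edgeR adjusted p = 9.97e-06). Reads were counted without regard to strand, so that reads of an overlapping or antisense gene cannot be told from those of a transcript of this kind. Of the genes at the *Hox* clusters, 24 of 24 tested were higher and called in cKO-*Eed*-MADM at both E16.5 and P0 (fry, a rotation test of a gene list, adjusted p = 2.37e-06 and 1.75e-10). In *Eed*-MADM, 20 of 24 were higher and 1 was called at E16.5 (fry adjusted p = 0.0311), and 24 of 24 were higher and 18 called at P0 (fry adjusted p = 5.83e-07).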

Consistent with the well-described function of PRC2 in transcriptional repression, most DEGs were composed of up-regulated genes (Fig. 3E and fig. S3C) (*19*). 

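Up-regulated genes made up 94.1% of the DEGs of *Eed*-MADM and 71.8% of those of cKO-*Eed*-MADM at E16.5, and 86.7% and 58.7% at P0. In the comparison of cKO-*Eed*-MADM with *Eed*-MADM, 63.3% of the E16.5 DEGs and 57.6% of the P0 DEGs were higher in cKO-*Eed*-MADM. Of the 5 DEGs of cKO-*Eed*-MADM at E13.5, 80% were up-regulated, but over all green samples the share at E13.5 was 14.8% of 243 DEGs. The direction at this time point therefore did not hold over both sample sets. The libraries added in the second set fail the depth limits, so that it does not decide the direction. With DESeq2 the shares were 89.6% and 73.0% at E16.5, and 79.4% and 61.1% at P0. At E13.5 DESeq2 called 198 up- and 89 down-regulated genes in cKO-*Eed*-MADM. In *Eed*-MADM it called 17 and 23 there, so that most were not up-regulated. Over all green samples edgeR called 40 up- and 375 down-regulated genes in *Eed*-MADM at E13.5. Normalization with DESeq2's size factors gave 62.9% for cKO-*Eed*-MADM at P0.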

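The ratio of the DEG counts of cKO-*Eed*-MADM to those of *Eed*-MADM was 33.7 at E16.5 (n = 4 and 5 against 3 controls) and 13.8 at P0 (n = 4 and 9 against 5 controls). DESeq2 gave 6.68 and 6.03. With a threshold of 0.1 it gave 5.15 and 4.57, the lowest ratios among the alternatives other than leaving out single samples. The highest of these were 70.3 at E16.5, with the newer quasi-likelihood test, and 35.3 at P0, with equal numbers of samples in the mutant groups. With *Eed*-MADM drawn down to the 4 samples of cKO-*Eed*-MADM, and the controls kept, the median ratio over draws of samples was 44.9 at E16.5 and 35.3 at P0, and with all libraries thinned once, at random, to one depth the ratios were 36.4 and 15.6. The ratio at E16.5 is uncertain because its smaller count depends on single samples, and it ranged from 10.8 without *Eed*-MADM replicate 1 to 361.5 without control-MADM replicate 2. At E12.5 both counts of edgeR were 0 and at E13.5 its count in *Eed*-MADM was 0, so that no ratio was formed. At E13.5 DESeq2 called 287 genes in cKO-*Eed*-MADM and 40 in *Eed*-MADM, and 430 and 64 with a threshold of 0.1. In a further fit with 3 lists of genes of other cell types as covariates the order turned at P0, with 57 DEGs in cKO-*Eed*-MADM and 137 in *Eed*-MADM. Covariate and paradigm cannot be told apart there. Over all green samples more genes were called in *Eed*-MADM than in cKO-*Eed*-MADM at E13.5. In that set only 2 of 8 *Eed*-MADM and 2 of 4 control-MADM libraries pass the depth limits. Across the DEGs of cKO-*Eed*-MADM, the log2 fold changes in *Eed*-MADM had a slope of 0.421 on those in cKO-*Eed*-MADM at E16.5 and 0.432 at P0, and 84.8% and 85.7% of these genes changed in the same direction in both. Their median absolute log2 fold change was 1.69 in cKO-*Eed*-MADM and 0.58 in *Eed*-MADM at E16.5, and 1.16 and 0.34 at P0. These genes were selected by their calls in cKO-*Eed*-MADM, which by itself favors larger changes there and a lower slope. Both sets of fold changes share the control samples, which by itself makes them go together. Their correlation across all genes tested, which are not independent replicates, was 0.72 at E16.5 and 0.777 at P0, where 50 simulations of unchanged groups against the same controls gave at most 0.629 and 0.554. Among the 100 genes with the lowest p in each contrast, 24 were shared at E16.5, which 9 of the 50 simulations reached. At P0, 34 were shared, where the simulations gave at most 22. At E16.5 these measures therefore disagree. No simulation gave a gene called in both contrasts, where 32 genes were called in both at E16.5. Unlike the shared top genes, these calls go beyond the simulations.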

The number of DEGs was significantly higher in *Eed*^−/−^ cells from cKO-*Eed*-MADM than from *Eed*-MADM at any given developmental time point (10-fold higher at E12.5 and ~5-fold higher at E13.5, E16.5, and P0) (Fig. 3E).

To test whether the progressive and strong increase of DEGs in cKO-*Eed*-MADM correlated with the phenotype in vivo, we performed a time-course analysis of the embryonic progenitor pool and neuronal output in control-MADM, *Eed*-MADM, and cKO-*Eed*-MADM by staining for progenitor markers SOX2 and TBR2 and immature neuron marker NEUROD2, respectively (fig. S4, A to O). Assessment of complete cortical thickness and ventricular zone thickness (fig. S4P) did not reveal differences between the three genetic paradigms at E12.5 and E13.5 (fig. S4, A to F, Q, and R). In accordance with a previous study reporting altered RGP behavior in *Eed* cKO mice (*16*), we found a significantly reduced ventricular zone thickness in cKO-*Eed*-MADM cortices from E14.5 onward (fig. S4, G to O and Q), followed by a significantly diminished overall cortical thickness from E15.5 (fig. S4, J to O and R).

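The 3 genes that differed between cKO-*Eed*-MADM and *Eed*-MADM at E13.5 were *Lbx1*, *Hoxc9* and *Slc34a2*. *Lbx1* (ENSMUSG00000025216.9, chromosome 19, 45232684 to 45235812) had 27.6 ± 20.9 CPM (n = 4) in cKO-*Eed*-MADM and no read in *Eed*-MADM (n = 2; at least 94.1-fold higher, edgeR adjusted p = 0.0401). *Hoxc9* had 20.8 ± 6.28 CPM and no read (at least 71.0-fold higher, edgeR adjusted p = 0.0227). *Slc34a2* (ENSMUSG00000029188.14, chromosome 5, 53038081 to 53071664) had 1.97 ± 0.942 CPM against 53.0 ± 10.1 CPM in *Eed*-MADM (log2 fold change −4.74, SE 0.52, edgeR adjusted p = 0.00217). They were called in 9, 8 and 14 of 17 alternatives, and over all green samples the log2 fold change of *Hoxc9* was −0.82. Against control-MADM (n = 2), the 5 DEGs of cKO-*Eed*-MADM included both *Lbx1* (at least 106-fold higher, edgeR adjusted p = 0.0476) and *Hoxc9* (at least 79.9-fold higher, edgeR adjusted p = 0.0377), each with no read in the controls. *Hoxd9* (ENSMUSG00000043342.9, chromosome 2, 74697727 to 74700208) had 16.6 ± 6.52 CPM and no read (at least 63.8-fold higher, edgeR adjusted p = 0.0476), and the microRNA gene *Mir6236* (ENSMUSG00000098973.1, chromosome 9, 110281287 to 110281409) 367 ± 62.6 against 52.9 ± 24.9 CPM (log2 fold change 2.79, SE 0.44, edgeR adjusted p = 0.0476). Reads of Smart-Seq2 on so short a gene can belong to an overlapping or near-identical transcript. *Fgfr3* (ENSMUSG00000054252.17, chromosome 5, 33721674 to 33737068) had 93.0 ± 25.5 against 310 ± 25.3 CPM (log2 fold change −1.74, SE 0.28, edgeR adjusted p = 0.0476). These were called in 13 (*Lbx1* and *Hoxc9*), 11, 12 and 9 of 17 alternatives. Of the genes at the *Hox* clusters, 7 were tested at E13.5 and 7 of 7 were higher in cKO-*Eed*-MADM than in control-MADM, 2 of them called and 7 when adjusted over the list alone (fry adjusted p = 0.00413, or 0.0667 without control-MADM replicate 1). In *Eed*-MADM 2 of the 7 were higher (fry adjusted p = 0.573). *Cdkn2a* (ENSMUSG00000044303.6) had 8.87 CPM in cKO-*Eed*-MADM and no read in *Eed*-MADM or control-MADM (at least 34.1-fold higher than in control-MADM, edgeR adjusted p = 0.0743).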

On the basis of the above findings, we focused further gene expression analysis on E13.5, which is before the onset of a histological phenotype, while transcriptomic differences between *Eed*-MADM and cKO-*Eed*-MADM are already strongly evident. 

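Against control-MADM at E13.5, edgeR called 5 genes in cKO-*Eed*-MADM only, 0 in *Eed*-MADM only and 0 in both (n = 4 and 2 against 2 controls). DESeq2 called 268, 21 and 19, and with its threshold at an adjusted p of 0.1 it called 400, 34 and 30, with 19 of 19 and 30 of 30 shared genes changed in the same direction. Over all green samples edgeR called 44 genes in cKO-*Eed*-MADM only, 216 in *Eed*-MADM only and 199 in both. In that set only 2 of 8 *Eed*-MADM and 2 of 4 control-MADM libraries pass the depth limits. Its reversed order therefore does not decide which paradigm had more specific DEGs. Without control-MADM replicate 3 the counts were 335, 5 and 72. Without replicate 1, the other control, they were 0, 0 and 0. Both contrasts use the same control samples, which makes genes appear in both by chance. Among the 100 genes with the lowest p in each contrast, 29 were shared, and in 50 simulations of unchanged groups against the same controls the median was 18 and the highest value 28. The correlation of the log2 fold changes across genes, which are not independent replicates, was 0.63, where the simulations gave a median of 0.582 and at most 0.601.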

Overlap analysis of E13.5 DEGs revealed that 457 DEGs were specifically deregulated in cKO-*Eed*-MADM, while only 47 DEGs were specific to *Eed*-MADM and 41 DEGs were shared between both paradigms (Fig. 3F).

PRC2 is a direct transcriptional repressor via deposition of the H3K27me3 marks. We therefore sought to identify deregulation of genes directly caused by the lack of PRC2 (direct target genes) and gene expression changes caused downstream of direct targets (indirect targets). To this end, we used a published H3K27me3 chromatin immunoprecipitation–sequencing (ChIP-seq) dataset from purified cortical progenitor cells from E14.5 cortex (*39*). Genes reported to contain H3K27me3 marks and showing significant up-regulation were classified as direct target genes. All other significantly deregulated genes were classified as indirect targets (fig. S5A). Such analysis identified four times more direct target genes in *Eed*^−/−^ cells from cKO-*Eed*-MADM (172) than from *Eed*-MADM (27) (Fig. 3G). In line with the function of PRC2 as a transcriptional repressor, we found a larger number of up-regulated genes when direct target genes were compared to indirect targets (fig. S5B). Up-regulated DEGs were much more abundant in direct than in indirect targets (fig. S5B, 27 versus 11 in *Eed*-MADM and 172 versus 104 in cKO-*Eed*-MADM). Yet, we found a greater overlap of DEGs classified as direct PRC2 target genes (17 of 27 or 63% in *Eed*-MADM versus 17 of 155 or 11% in cKO-*Eed*-MADM) compared to indirect target genes (14 of 39 or 36% in *Eed*-MADM and 14 of 259 or 6% in cKO-*Eed*-MADM) (Fig. 3G). Together, our results demonstrate that the genetic constitution of the cellular environment strongly influences the amount of transcriptionally silenced direct PRC2 target genes.

### Whole-tissue KO of *Eed* leads to deregulation of strongly connected but functionally diverse gene modules

The above data suggested that cKO-*Eed*-MADM–specific DEGs alone could cause cKO-*Eed*-MADM–specific phenotypes for two reasons: (i) The number of specific direct target genes is more than six times higher in a mutant environment (172 in cKO-*Eed*-MADM versus 27 in *Eed*-MADM) (Fig. 3G) and (ii) *Eed*^−/−^ cells in cKO-*Eed*-MADM but not in *Eed*-MADM showed neurogenesis deficits. Signaling complexes perform their biological activity in the context of larger modules consisting of functionally related and interacting proteins (*40*). We thus tested whether cKO-*Eed*-MADM–specific DEGs contained modules that were sufficient to explain the altered RGP behavior and microcephaly phenotype. To do so, we made use of the rich information of protein-protein interactions (PPI) in the STRING databases (*40*). We used the 88 *Eed*-MADM–specific plus overlapping DEGs and the 457 cKO-*Eed*-MADM–specific DEGs as two separate inputs to the STRING analysis (Fig. 3H and fig. S5C). Notably, only proteins associated with our list of cKO-*Eed*-MADM–specific DEGs, but not sparse *Eed*-MADM–specific DEGs, formed a highly significant and densely connected network (PPI enrichment *P* value < 1 × 10^−16^) (fig. S5C). For further analysis, we focused on the largest cKO-*Eed*-MADM–specific connected subnetwork, consisting of 400 genes (see Materials and Methods). Clustering analysis of this network identified seven main modules of strongly connected genes (Fig. 3I). Gene Ontology (GO) analysis of genes in each of these seven modules revealed significant enrichment of diverse terms (data table S1). The top three enriched GO terms were used to label each module (Fig. 3I and fig. S5, D to F). One module held the potential to directly explain the microcephaly phenotype: “DNA replication.” We therefore considered this as a core module of the network. Note that the remaining six modules covered a broad range of biological processes and showed a varying degree of connection to the core module, indicating functional relationship (Fig. 3I and fig. S5D). The proportion of direct PRC2 target genes in each module was also diverse (fig. S5E). The core module contained the least proportion of direct PRC2 targets, whereas transporter activity, extracellular matrix, and pattern specification contained a high number of direct PRC2 target genes (Fig. 3I and fig. S5E). In summary, we concluded that a subset of highly connected cKO-*Eed*-MADM–specific DEGs were sufficient to explain the microcephaly phenotype.

### Whole-tissue but not sparse KO of *Eed* leads to progenitor proliferation defects through deregulation of multiple redundant gene modules

The STRING network suggested DNA replication as core module that was deregulated because of tissue-wide PRC2 deficiency. 

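A list of 49 DNA replication genes was fixed before the deposited counts were examined, since the paper's own module lists were not analysed here. At E13.5, 48 of them were tested and 41 were lower in cKO-*Eed*-MADM than in control-MADM (7 were higher), with a mean log2 fold change of −0.69 (fry adjusted p = 0.049 over the lists tested). None was called over all genes and 13 were when adjusted over the list alone. The lowest p were those of *Mcm5* (ENSMUSG00000005410.6), with 95.7 against 329 CPM (log2 fold change −1.78, SE 0.30, edgeR adjusted p = 0.0525), *Cdt1* (ENSMUSG00000006585.3), with 43.0 against 144 CPM (log2 fold change −1.75, SE 0.32, edgeR adjusted p = 0.0605), and *Mcm3* (ENSMUSG00000041859.10), with 89.6 against 299 CPM (log2 fold change −1.74, SE 0.33, edgeR adjusted p = 0.0612). They were called in 7, 5 and 4 of 17 alternatives. In *Eed*-MADM 19 of the 48 genes were higher, with a mean log2 fold change of −0.14 (fry adjusted p = 0.738). The result in cKO-*Eed*-MADM lay at the threshold. Over all green samples the list moved the other way (fry adjusted p = 0.831), and with single samples left out its adjusted p ranged from 0.0312 to 0.196 and stayed under 0.05 only without cKO-*Eed*-MADM replicate 3. At E16.5 the list was not past the threshold in cKO-*Eed*-MADM (12 of 46 higher, mean log2 fold change −0.21, fry adjusted p = 0.118) or in *Eed*-MADM (12 of 46 higher, −0.25, fry adjusted p = 0.174). At P0 it was lower in cKO-*Eed*-MADM (6 of 48 higher, −0.49, 14 called, fry adjusted p = 0.000583) and, less far, in *Eed*-MADM (8 of 48 higher, −0.28, 1 called, fry adjusted p = 0.0201). At P0 *Rrm2* (ENSMUSG00000020649.11) had 46.3 against 127 CPM (log2 fold change −1.45, SE 0.19, edgeR adjusted p = 3.52e-06) and *Mcm7* (ENSMUSG00000029730.16) 136 against 228 CPM (log2 fold change −0.75, SE 0.14, edgeR adjusted p = 0.000246) in cKO-*Eed*-MADM. From the interactions among the E13.5 DEGs specific to cKO-*Eed*-MADM, the paper reasons that DNA replication could directly explain the microcephaly and takes it as the core module, and it tests this with EdU incorporation.

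**Figure D2:**
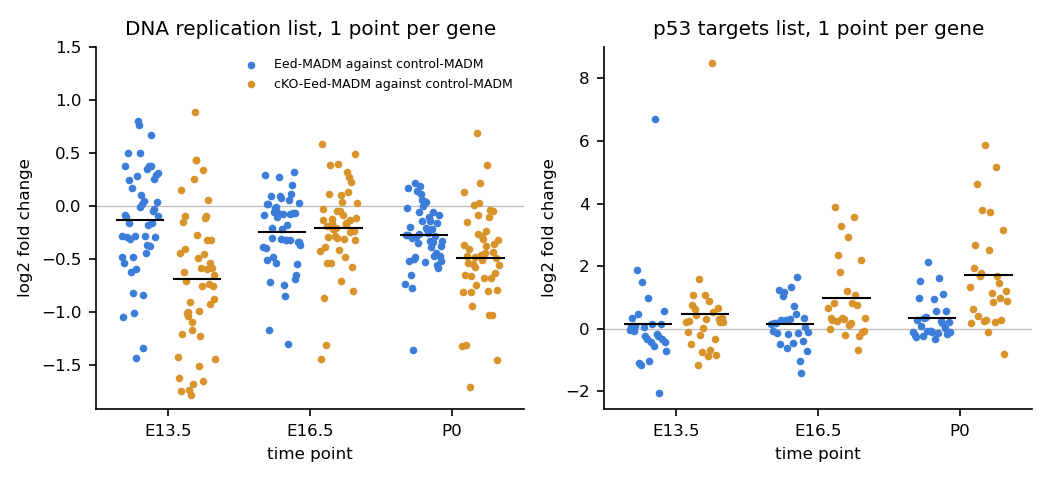
Log2 fold changes against control-MADM (vertical axis) of each gene of the DNA replication list (left) and of the list of p53 targets (right) at E13.5, E16.5 and P0 (horizontal axis), in *Eed*-MADM (blue) and cKO-*Eed*-MADM (orange). Each point is one gene and the black line is the mean. The mean of the DNA replication list in cKO-*Eed*-MADM is −0.69 at E13.5 and −0.49 at P0, and that of the p53 targets is 1.71 at P0; the highest p53 point at E13.5, in both paradigms, is a gene with no read in the controls, whose fitted value is not a bound.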

To directly test this possibility, we investigated progenitor proliferation potential in control-MADM, *Eed*-MADM, and cKO-*Eed*-MADM. We performed 24-hour Ethynyl deoxyuridine (EdU) pulse-chase experiments by injecting EdU into pregnant dams at E14.5 and analyzed the developing cortex at E15.5. Quantification of EdU^+^/GFP^+^ MADM-labeled cells showed that green RGPs in *Eed*-MADM (*Eed*^−/−^) displayed similar proliferation rates like green RGPs in control-MADM (*Eed*^+/+^) (Fig. 4, A to F and J). In contrast, green RGPs from cKO-*Eed*-MADM (*Eed*^−/−^) cortices showed 2.5-fold reduction in EdU incorporation (Fig. 4, G to J). Thus, our results confirm the findings from the STRING network analysis and identify progenitor proliferation as a core module in the microcephaly phenotype.

**Fig. 4.**
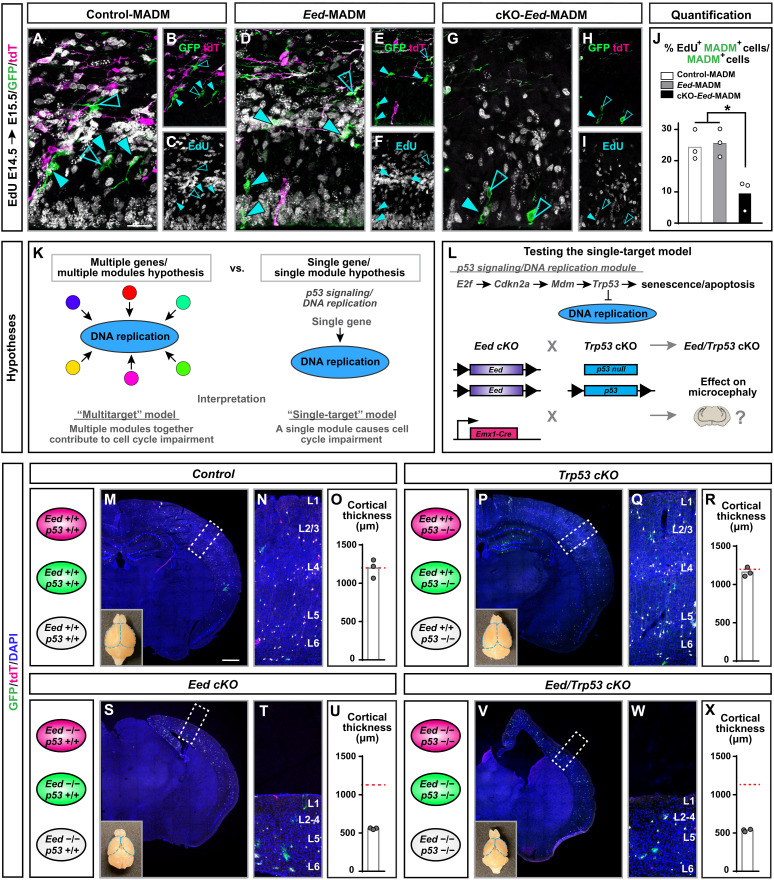
Proliferation deficits in *Eed*^−/−^ RGPs upon global tissue-wide loss of PRC2 activity occur independently of *Trp53* expression. See also fig. S5. (**A** to **I**) Immunofluorescence images of EdU staining after a 24-hour EdU pulse administered at E14.5 to (A to C) control-MADM, (D to F) *Eed*-MADM, and (G to I) cKO-*Eed*-MADM mice. (**J**) Percentage of EdU^+^ green MADM-labeled cells in (white) control-MADM, (gray) *Eed*-MADM, and (black) cKO-*Eed*-MADM. (**K**) Schematic summary of two hypotheses arising from STRING network analysis. (**L**) Schematic illustration of experimental approach to address the single module hypothesis by creating *Eed/Trp53* double cKO to genetically inactivate the p53 signaling/cell cycle module. (**M** to **X**) Schematics of cellular genotypes in respective experimental MADM paradigms and analysis of cortical thickness in (M to O) control, (P to R) *Trp53* cKO, (S to U) *Eed* cKO, and (V to X) *Eed/Trp53* double cKO mice at P21. (M, P, S, and V) Overview of MADM-labeling pattern in somatosensory cortex. (N), (Q), (T), and (W) depict higher-magnification images of boxed areas in (M), (P), (S), and (V) with indications of cortical layers. Lower left insets in (M), (P), (S), and (V) show macrographs of whole brains with respective genotypes at P21. (O, R, U, and X) Quantification of cortical thickness in (O) control, (R) *Trp53* cKO, (U) *Eed* cKO, and (X) *Eed/Trp53* double cKO mice. Each individual data point in (J), (O), (R), (U), and (X) represents one experimental animal. Statistics: (J) one-way ANOVA with Turkey’s multiple comparisons; *P < 0.05; **P < 0.01; ***P < 0.001. Data indicate mean ± SEM. Scale bars, 25 μm (A, D, and G), 50 μm (B, C, E, F, H, and I), 500 μm (M, P, S, and V), and 60 μm (N, Q, T, and W).

The topology of STRING network suggested a complex relationship of multiple deregulated gene modules culminating in proliferation defects. Following from this topology, it was possible that multiple modules operated redundantly (multiple module hypothesis; Fig. 4K, left). Such model implied that removal of a single module would not alter the overall phenotype. Alternatively, it was possible that a single module had a dominant effect on the phenotype (single module hypothesis; Fig. 4K, right). Removal of such predominant module was thus expected to rescue the microcephaly phenotype. Multiple lines of evidence supported the single-module hypothesis. For example, a number of genetic mutations in human and mouse lead to microcephaly because of cell cycle dysregulation and apoptosis. Defects in cell cycle can originate from the impairment of a plethora of different biological processes, including DNA replication that we also identified as a core module in the STRING network. Despite the diverse genetic causes, microcephaly phenotypes often converge to trigger p53 activation and apoptosis in dividing RGPs and/or nascent neurons. In such cases, genetic deletion of *Trp53* rescues the microcephaly phenotype (*41*–*44*). 

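Of a list of 30 p53 targets, fixed in the same way, 27 were tested at E13.5. In cKO-*Eed*-MADM 18 were higher than in control-MADM, with a median log2 fold change of 0.25 (fry adjusted p = 0.248), and none was called over all genes. Adjusted over the list alone, 1 was called, *Pmaip1* (ENSMUSG00000024521.7), with 8.61 CPM and no read in control-MADM (at least 33.1-fold higher, edgeR adjusted p = 0.0612). *Cdkn1a* (ENSMUSG00000023067.13) had 72.3 against 34.2 CPM (log2 fold change 1.08, SE 0.40, edgeR adjusted p = 0.341). In *Eed*-MADM 12 of the 27 were higher, with a median of −0.08 where the mean was 0.15 (fry adjusted p = 0.997). There 2 were called when adjusted over the list alone, among them *Cdkn1a*, with 126 against 34.2 CPM (log2 fold change 1.88, SE 0.45, edgeR adjusted p = 0.565). At E16.5 the list was higher in cKO-*Eed*-MADM (21 of 27, median 0.35, 6 called, fry adjusted p = 0.000462) and was not past the threshold in *Eed*-MADM (15 of 27, median 0.15, fry adjusted p = 0.696). *Cdkn1a* then had 176 against 11.9 CPM (log2 fold change 3.88, SE 0.37, edgeR adjusted p = 2.53e-06) and *Phlda3* (ENSMUSG00000041801.5) 85.6 against 11.2 CPM (log2 fold change 2.92, SE 0.34, edgeR adjusted p = 1.46e-05) in cKO-*Eed*-MADM. At P0, 26 of 28 were higher in cKO-*Eed*-MADM (median 1.26, 17 called, fry adjusted p = 9.66e-09), with the lowest p in *Phlda3*, with 281 against 21.2 CPM (log2 fold change 3.74, SE 0.31, edgeR adjusted p = 1.04e-08), and a larger change in *Cdkn1a*, with 631 against 25.5 CPM (log2 fold change 4.64, SE 0.42, edgeR adjusted p = 1.28e-07), and 16 of 28 in *Eed*-MADM (median 0.12, 1 called, fry adjusted p = 0.0553, or 0.0349 over all green samples). *Trp53* (ENSMUSG00000059552.13) itself had 271 against 298 CPM in cKO-*Eed*-MADM at E13.5 (log2 fold change −0.14, SE 0.24, edgeR adjusted p = 0.916) and 145 against 211 CPM at P0 (log2 fold change −0.55, SE 0.13, edgeR adjusted p = 0.00414). *Cdkn2a*, a cell cycle inhibitor upstream of p53, had 18.6 CPM in cKO-*Eed*-MADM and no read in control-MADM at E16.5 (at least 96.6-fold higher, edgeR adjusted p = 0.00259), and 31.9 CPM in cKO-*Eed*-MADM and 2.81 CPM in *Eed*-MADM with no read in control-MADM at P0 (at least 297-fold and 26.2-fold higher, edgeR adjusted p = 3.82e-08 and 0.000171).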

We noted the presence of p53-related GO terms in several modules of the STRING network (data table S1). We thus considered p53 signaling as a strong candidate for the single-module hypothesis (Fig. 4L).

To directly assay for apoptosis, we performed active caspase-3 stainings at E14.5 to determine the level of cell death. We detected a significant increase in the number of apoptotic cells (independent of MADM labeling) in cKO-*Eed*-MADM but not in *Eed*-MADM when compared to control-MADM cortices (fig. S6, A to G). We concluded that global tissue-wide KO of *Eed*, and thus loss of PRC2 activity, not only translated to reduced proliferative potential in RGPs but also increased apoptosis. In contrast, sparse or clonal ablation of *Eed* did not lead to RGP proliferation and/or survival deficits.

We proceeded with testing the “single-target hypothesis” by pursuing genetic epistasis experiments to inactivate the p53 signaling pathway in cKO-*Eed*-MADM cortices (Fig. 4L). We used cKO-Eed-MADM paradigm and *Trp53* deficiency models—*Trp53*-flox (*45*) and *Trp53* null allele (*46*)—to generate conditional whole-tissue (using *Emx1*-Cre) *Eed/Trp53* double mutants (cKO-*Eed*-MADM;*Trp53*-cKO, abbreviated *Eed*/*Trp53* cKO) (Fig. 4L). We first confirmed that *Trp53* deletion abolished apoptosis (i.e., presence of caspase-3^+^ cells) in developing cortex in *Eed*/*Trp53* cKO mice (Fig. S6, I to K). If microcephaly emerged in a predominantly p53-dependent manner in whole-tissue *Eed* cKO, we expected a partial or full rescue of microcephaly in *Eed*/*Trp53* cKO. Cortical thickness and severity of microcephaly in both *Eed* cKO and *Eed/Trp53* cKO mice, however, showed similar reduction (Fig. 4, M to X) when compared to control and *Trp53* cKO, respectively (Fig. 4, M to R). We stained for CUX1 and noticed that, in both *Eed* cKO and *Eed/p53* double cKO mice, CUX1^+^ upper layer neurons were similarly reduced (fig. S6, L and P). Together, our results indicated that elimination of the single *Trp53* gene module did not rescue the proliferation defect observed in *Eed* cKO mice. The data therefore support the multiple module hypothesis, where microcephaly originates from multiple, functionally redundant, deregulated gene modules.

### PRC2 cell-autonomously regulates astrocyte production and maturation in developing neocortex

Upon neurogenesis, RGPs obtain gliogenic potential and PRC2-mediated transcriptional repression has been implicated in cortical astrocyte generation, albeit controversial findings have been reported (*25*, *26*). We first determined whether PRC2 is active in developing astrocytes by performing H3K27me3 staining in immature astrocytes in control-MADM at P4, using *Eed*-MADM as negative control. We found that developing astrocytes in control-MADM mice showed pronounced H3K27me3 staining, while green *Eed*^−/−^ astrocytes in *Eed*-MADM cortices showed no detectable H3K27me3 signal (fig. S7, A to D).

In a first analysis, we quantified absolute numbers (per square centimeter) of mature cortical MADM-labeled green (GFP^+^) astrocytes in control-MADM (*Eed*^+/+^), *Eed*-MADM (*Eed*^−/−^), and cKO-*Eed*-MADM (*Eed*^−/−^) at P21. We observed significantly reduced numbers of *Eed*^−/−^ astrocytes in all cortical layers of *Eed*-MADM when compared to *Eed*^+/+^ astrocytes in control-MADM (Fig. 5, A to F, and fig. S7, E to H and K). The number of *Eed*^−/−^ astrocytes was even further diminished in cKO-*Eed*-MADM (fig. S7, I to K). The stronger decrease of astrocytes in cKO-*Eed*-MADM most probably reflects the combination of a cell-autonomous requirement of *Eed* for astrocyte production and the premature depletion of the progenitor pool during embryonic development (fig. S4).

**Fig. 5.**
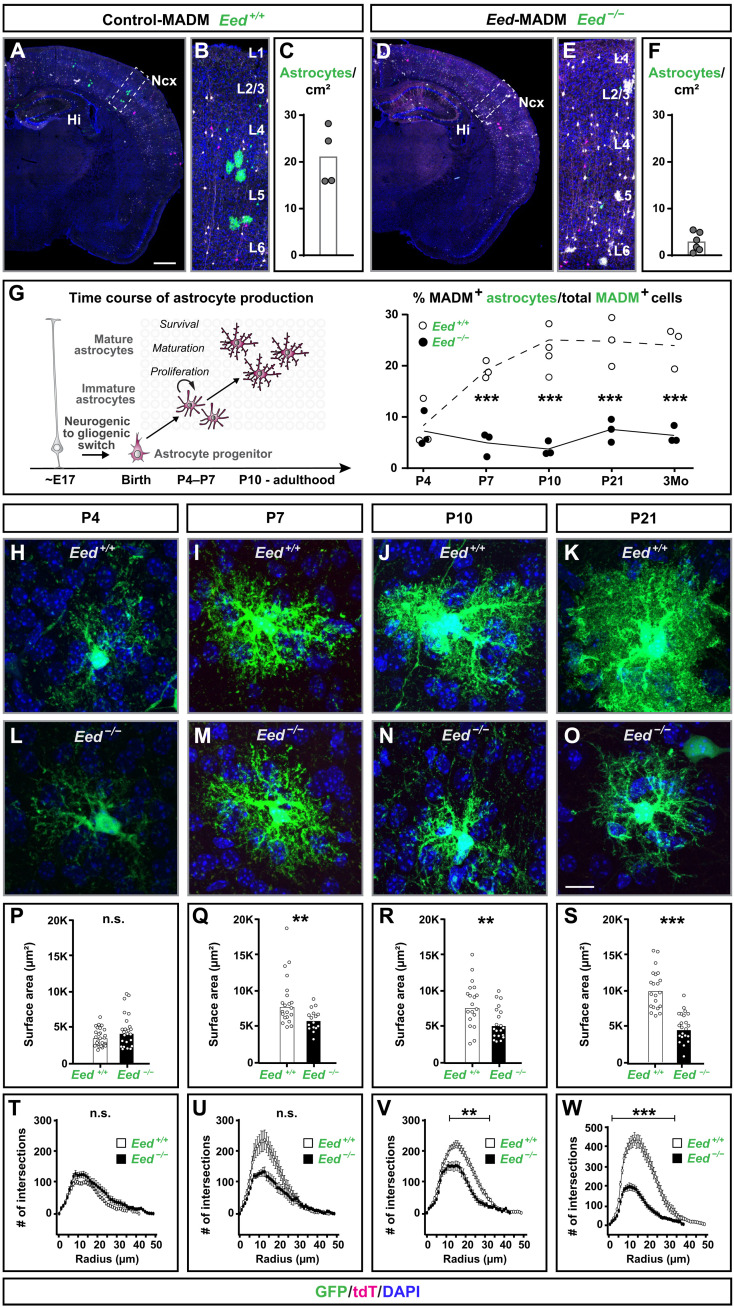
*Eed* is cell-autonomously required for cortical astrocyte production and maturation. See also fig. S6. (**A** to **F**) Overview of MADM-labeling pattern in the cortex in (A) control-MADM and (D) *Eed*-MADM mice at P21. (B and E) Boxed areas in (A) and (D) illustrating higher-resolution insets of the cortex with layer indications. (C and F) Quantification of astrocyte numbers with green MADM-labeled astrocytes/cm^2^ in (C) control-MADM and (F) *Eed*-MADM mice. (**G**) Percentage of green astrocytes in control-MADM (white) and *Eed*-MADM (black) at P4, P7, P10, P21, and 3 months. (**H** to **O**) High-resolution images of individual astrocytes from (H to K) control-MADM and (L to O) *Eed*-MADM. (**P** to **W**) Quantification of (P to S) surface area and (T to W) Sholl analysis of *Eed*^+/+^ (white) and *Eed*^−/−^ (black) astrocytes at (H, L, P, and T) P4, (I, M, Q, and U) P7, (J, N, R, and V) P10, and (K, O, S, and W) P21. (C, F, and G) Each individual data point represents one experimental animal. Data show mean ± SEM. (P to S) Each data point represents one individual astrocyte. Data show mean ± SEM. (T to W) Graphs show mean ± SEM. The number of astrocytes used for this analysis is equivalent to the number of astrocytes used in the respective surface area analysis. Statistics for (G) percentage of green astrocytes: two-way ANOVA with Sidak’s multiple comparisons test; *P < 0.05; **P < 0.01; ***P < 0.001. Statistics for (P to S) surface area: unpaired *t* test with *P < 0.05; **P < 0.01; ***P < 0.001. Statistics for (T to W) Sholl analysis: multiple *t* tests using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli with *Q* = 1%; *P < 0.05; **P < 0.01; ***P < 0.001. Scale bars, 500 μm (A and D), 60 μm (B and E), and 10 μm (H to O).

To further address the role of PRC2 in gliogenic RGP lineage progression in more detail, we used mosaic *Eed*-MADM enabling the clear assessment of the cell-autonomous *Eed* function at the single-cell level. We performed time-course analysis (Fig. 5G, left) to determine whether reduced numbers of *Eed*^−/−^ astrocytes in *Eed*-MADM arise from an impairment in (i) neurogenic-to-gliogenic switch in RGPs, (ii) proliferation of astrocyte progenitors, or (iii) survival of astrocytes. We quantified GFP^+^ astrocytes in control-MADM and *Eed*-MADM mice at ages P4, P7, P10, P21, and 3 months (Fig. 5G, right). We detected comparable numbers of *Eed*^+/+^ and *Eed*^−/−^ nascent astrocytes at P4, indicating that the neurogenic-to-gliogenic switch in RGPs was not compromised upon loss of PRC2 activity. However, *Eed*^+/+^ control astrocytes underwent substantial expansion by proliferation in the first two postnatal weeks, indicated by increasing astrocyte numbers from P4 to P10. This observation was in agreement with recent findings (*47*), using lineage tracing at the clonal level to show that astrocytes mostly expand during the first postnatal week. In contrast, the proportion of *Eed*^−/−^ astrocytes remained rather constant from P4 onward and throughout the entire time course until 3 months (Fig. 5G, right). Thus, PRC2 cell-autonomously controls proliferation in astrocyte progenitors and/or promotes the survival rate of immature astrocytes.

Previous studies have shown that astrocytes undergo a morphological maturation phase from the first until the third postnatal week (*48*). We thus performed high-resolution imaging of individual green *Eed*^+/+^ and *Eed*^−/−^ astrocytes in time-course analysis (Fig. 5, H to O). We determined the total surface area (Fig. 5, P to S) and the extent of astrocyte process branching using Sholl analysis (Fig. 5, T to W). While the surface area and ramification of processes in *Eed*^+/+^ and *Eed*^−/−^ astrocytes were comparable at P4 (Fig. 5, P, Q, T, and U), we found that *Eed*^−/−^ astrocytes showed significant impairment in surface expansion from P7 and ramification of complex processes from P10 onward (Fig. 5, R, S, V, and W). We concluded that cell-autonomous PRC2 activity, besides controlling cortical astrocyte production, also fulfilled essential function in astrocyte maturation and branching.

### Transcriptomic signature of sparse immature *Eed*^−/−^ astrocytes correlates with their reduced proliferation potential

To more comprehensively assess the phenotype of *Eed*^−/−^ astrocytes, we used a strategy that allowed us to isolate ultrapure astrocyte populations in MADM context (*37*, *38*). Briefly, we crossed *Eed*-MADM mice with transgenic *lacZ* reporter mice [*XGFAP-lacZ*; (*49*)], expressing *lacZ* under the control of the human *GFAP* promoter and thus highly specifically in cortical astrocytes. By using FACS, we purified MADM-labeled astrocytes (GFP^+^/lacZ^+^) and neurons (GFP^+^/lacZ^−^) from control-MADM and *Eed*-MADM mice at P4, when the numbers and morphology of green *Eed*^+/+^ and *Eed*^−/−^ astrocytes were comparable, and subjected respective samples to RNA-seq (Fig. 6A and data table S2). We confirmed the purity of isolated neuron and astrocyte populations by probing for the expression of specific cell identity markers. As expected, *Aqp4* and *Gfap* were highly enriched in astrocyte populations, while expression of *Lrrn3* and *Npm1* was much higher in neuron populations, independent of the *Eed* genotype (fig. S8, A and B). Next, we validated efficient *Eed* deletion in *Eed*^−/−^ FACS-isolated astrocytes (fig. S8C). To assess whether loss of PRC2 activity affects astrocyte identity, we analyzed the expression of a previously defined set of astrocyte-specific genes (*50*) in Eed^+/+^ and *Eed*^−/−^ astrocytes, respectively. We did not find consistent differences in marker gene expression for different astrocyte populations in *Eed*^+/+^ and *Eed*^−/−^ astrocytes. Thus, *Eed* deficiency seems to not alter astrocyte cell identity (fig. S8D). Upon comparison of the transcriptional profiles in *Eed*^+/+^ and *Eed*^−/−^ astrocytes, we identified 317 DEGs, of which most were down-regulated (Fig. 6B). Gene set enrichment analysis (GSEA) identified mitotic cell cycle process as a significantly enriched GO term, with most genes being down-regulated (Fig. 6, C and D). These results imply a cell-autonomous proliferation phenotype in *Eed*^−/−^ astrocytes.

**Fig. 6.**
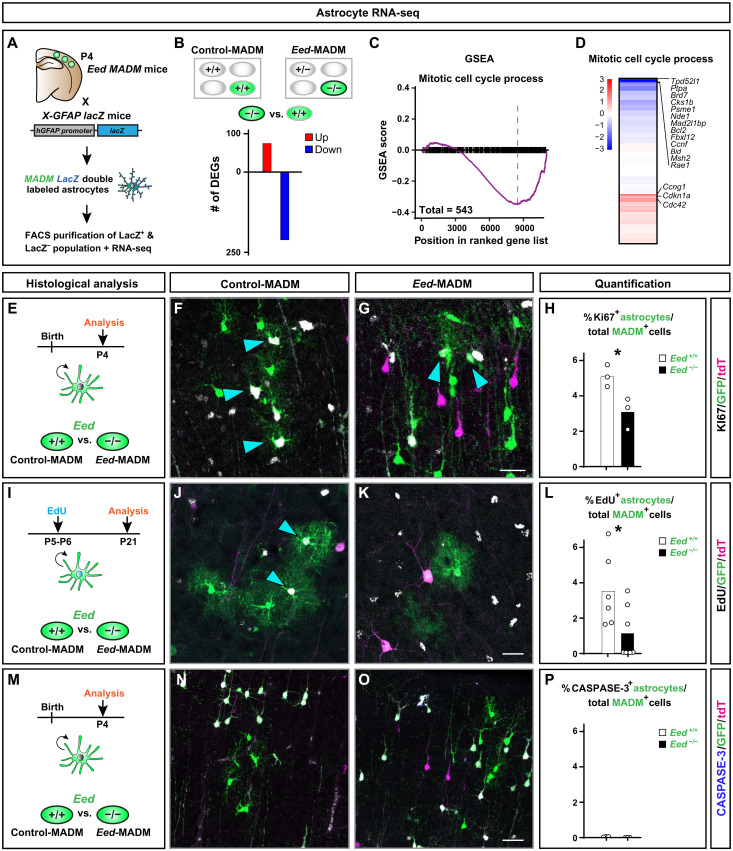
Cell-autonomous loss of *Eed* results in DEGs associated with mitotic cell cycle process, proliferation deficits, but no increase in apoptosis in developing cortical astrocytes. See also fig. S6. (**A**) Schematic overview of genetic strategy using the *X-GFAP lacZ* transgene in combination with MADM to isolate highly pure GFP^+^/lacZ^+^ astrocytes by FACS at P4 for RNA-seq. GFP^+^/lacZ^+^ astrocytes were sorted from control-MADM and *Eed*-MADM, respectively. (**B**) Number of DEGs (*P*_adj_ < 0.2, DESeq2) upon comparison of green *Eed*^−/−^ (*Eed*-MADM) and *Eed*^+/+^ (control-MADM) astrocytes. (**C**) Running score plot for the term mitotic cell cycle process determined by GSEA. (**D**) Heatmap representing gene expression of cell cycle genes in the term mitotic cell cycle process. Selected genes are indicated. (**E** to **H**) Proliferation analysis of cortical astrocytes at P4 using Ki67 staining. (E) Schematic overview of the experimental setup. (F to G) Representative images of GFP^+^ astrocytes in (F) control-MADM and (G) *Eed*-MADM. (H) Percentage of Ki67^+^ proliferating green *Eed*^+/+^ (white) and *Eed*^−/−^ (black) astrocytes. (**I** to **L**) Proliferation analysis of cortical astrocytes using EdU incorporation. (I) Schematic overview of the experimental setup with EdU injection at P5/P6 and analysis at P21. (J to K) Representative images of GFP^+^ astrocytes in (J) control-MADM and (K) *Eed*-MADM (L). Percentage of EdU^+^ proliferating green *Eed*^+/+^ (white) and *Eed*^−/−^ (black) astrocytes. (**M** to **P**) Cell death analysis of cortical astrocytes using caspase-3 stainings. (M) Schematic overview of the experimental setup with caspase-3 stainings in P4 cortex. (N and O) Representative images of GFP^+^ astrocytes in (N) control-MADM and (O) *Eed*-MADM. (P) Percentage of green *Eed*^+/+^ (white) and *Eed*^−/−^ (black) caspase-3^+^ astrocytes. Each individual data point represents one experimental animal. Statistics: Unpaired two-tailed *t* test with *P < 0.05. Data indicate mean ± SEM. Scale bars, 20 μm (F and G), 50 μm (J and K), and 25 μm (N and O).

To determine the biological significance of our RNA-seq analysis, we evaluated the levels of proliferation in *Eed*^+/+^ and *Eed*^−/−^ astrocytes in vivo. First, we assessed the percentage of Ki67^+^ green *Eed*^+/+^ and *Eed*^−/−^ astrocytes at P4 (Fig. 6E). We found a significant reduction in the proportion of Ki67^+^ *Eed*^−/−^ astrocytes when compared to *Eed*^+/+^ astrocytes (Fig. 6, F to H). Next, we performed EdU injections into pups at age P5 and P6 and analyzed the percentage of EdU^+^ green *Eed*^+/+^ or *Eed*^−/−^ astrocytes at P21 (Fig. 6I). We found reduced amounts of EdU^+^ *Eed*^−/−^ astrocytes when compared to *Eed*^+/+^ astrocytes (Fig. 6, J to L). To evaluate the level of apoptosis (potentially reducing numbers of *Eed*^−/−^ astrocytes), we stained for activated caspase-3 at P4 (Fig. 6M) but did not find any apoptotic figures in *Eed*^+/+^ and *Eed*^−/−^ astrocytes (Fig. 6, N to P). Together, our results demonstrate cell-autonomous requirement of *Eed* and thus PRC2 activity in cortical astrocyte production.

## DISCUSSION

In this study, we genetically dissected the cell type–specific cell-autonomous and global tissue-wide PRC2 functions in RGP lineage progression during neocortical development with unprecedented single-cell resolution. We used sparse and global *Eed* (essential component of PRC2) KO in combination with single-cell MADM-labeling paradigms. Against our prediction based on earlier work (*16*, *25*, *26*), we found that PRC2 activity is not cell-autonomously required in cortical neurogenesis but exerts critical functions rather at the global tissue-wide level. We demonstrated that the sparse loss of *Eed* in an individual RGP surrounded by phenotypically normal cells did not affect embryonic neurogenesis. In contrast, when *Eed* gene function was ablated in an all mutant environment, RGPs were compromised in their capacity to produce the correct number of cortical projection neurons. As a consequence, *Eed* cKO mice showed marked microcephaly. The distinct histological phenotypes of *Eed*^−/−^ mutant cells in *Eed*-MADM (normal cortex size) and cKO-*Eed*-MADM (microcephaly) were mirrored at the global transcriptome level. The mutant cellular environment in cKO-*Eed*-MADM developing cortex induced a unique gene expression pattern in *Eed*^−/−^ cells, which was highly distinct from the one in *Eed*^−/−^ cells upon sparse ablation.

In contrast, H3K27me3, catalyzed by PRC2, was cell-autonomously required for cortical astrocyte production and maturation. Together, our MADM-based analysis revealed distinct and sequential *Eed*/PRC2 functions in RGP lineage progression (Fig. 7). Below, we discuss PRC2 requirement in cortical neurogenesis and astrocyte production in the context of individual cell-autonomous gene function and the interplay with tissue-wide genetic and cellular landscape.

**Fig. 7.**
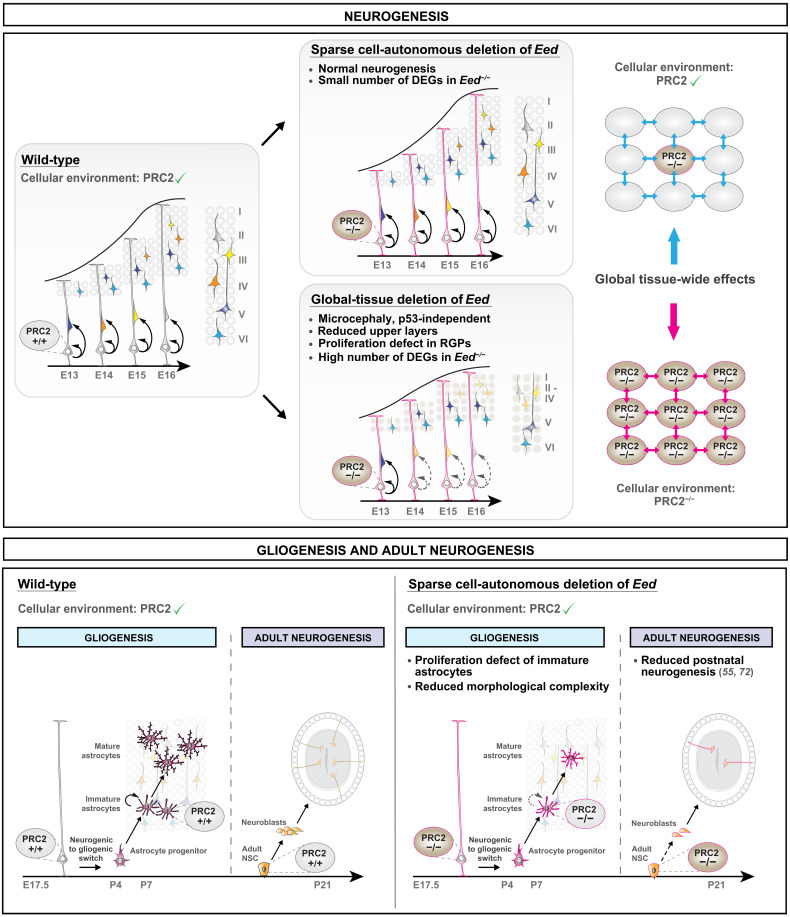
Distinct and sequential functions of PRC2 in neural stem cell lineage progression. Schematic model summarizing the findings of the study. PRC2 function is highly sensitive to the cellular environment during the neurogenic period. PRC2 is not cell-autonomously required to control cortical neurogenesis. Upon completion of RGP-mediated neurogenesis, PRC2 cell-autonomously regulates astrocyte production and maturation. Top: Individual *Eed*^−/−^ RGPs in *Eed*-MADM show a small number of deregulated genes (DEGs) and no deficits in cortical neurogenesis. In contrast, RGPs in cKO-*Eed*-MADM display a high number of DEGs and proliferation defects (*Trp53* independent) with diminished formation of upper layer neurons. Thus, global tissue-wide loss of *Eed* triggers non–cell-autonomous effects and leads to microcephaly. Bottom: *Eed*/PRC2 is cell-autonomously required in postnatal brain development for astrocyte production and maturation and adult neurogenesis. In line with previous studies (*55*, *72*), the sparse loss of *Eed* results in reduced postnatal neurogenesis with lower numbers of *Eed*^−/−^ granule cells in the olfactory bulb.

### RGP proliferation deficits and microcephaly due to global PRC2 KO occurs independent of *Trp53* expression

The MADM system provided the unique opportunity to genetically dissect the level of cell autonomy of PRC2 function and the contribution of non–cell-autonomous tissue-wide genetic and cellular landscape in RGP lineage progression. Gene network analysis of DEGs specific for cKO-*Eed*-MADM has uncovered particular modules composed of functionally related genes. The core module encompasses proliferation-associated genes, correlating with diminished proliferation rates of RGPs in global PRC2 KO. Many primary microcephaly mutants show a strong mechanical impairment of cell division (defective assembly of the mitotic spindle or centromere attachment) (*41*–*45*, *51*, *52*) and a strong correlation between cell cycle mechanisms involved in DNA integrity, mitotic checkpoints, and prevention of DNA damage–induced apoptosis via the p53 pathway. Recent studies have unraveled a similar function for the chromatin remodelers Ino80 and REST. Both remodelers were shown to prevent accumulation of DNA damage and associated p53-dependent microcephaly in the forebrain (*51*, *52*).

On the basis of genetic epistasis experiments, we demonstrated that apoptosis in *Eed* cKO mice is p53 dependent; however, diminished RGP proliferation and associated microcephaly in *Eed* cKO mice could not be rescued by concomitant loss of *Trp53*. These findings point toward a *Trp53*-independent mechanism of progenitor loss and are insofar intriguing because other gene mutations affecting cell cycle progression trigger microcephaly in a *Trp53*-dependent manner (*41*–*45*, *51*, *52*). A recent study using transformed mouse embryonic fibroblasts revealed a PRC2-dependent mechanism to control cell proliferation independent of *Cdkn2a*-*Trp53-Rb1* (*53*). The authors provided evidence that Polycomb complexes actually localized at replication forks to direct progression and symmetry of DNA replication, thereby controlling cell proliferation independent of major cell cycle checkpoint genes and the p53 pathway. It is, however, not clear how cell cycle progression by Polycomb localization to replication forks is controlled at the individual cell level and which role the genetic landscape of the cellular environment plays in this process.

We can also not exclude the possibility that a separate individual deregulated gene other than a key component of the p53 signaling pathway may exist within the whole network, which may dominantly impair RGP proliferation in cKO-*Eed*-MADM. In principle, any single gene in the STRING network could be responsible for the microcephaly phenotype. As such, the phenotype-causing gene would stand out in the network based on the expectation to be a central node, connecting one module to DNA replication. Because we find heavy interconnection of the STRING network within and between modules, this scenario seems unlikely. On the basis of the network topology, we assume that multiple modules and multiple genes within each module act in concert to exert the proliferation phenotype observed in cKO-*Eed*-MADM mice.

### PRC2-dependent regulation of cortical neurogenesis and the relevance of global tissue-wide genetic and cellular environment

Given that the global mutant cellular landscape in cKO*-Eed*-MADM mice is the main driver of microcephaly, it is likely that the brain size alteration because of whole-tissue loss of PRC2 activity involves a complex aggregation or interplay of environmental cues and cell-intrinsic transcriptional responses on the global tissue level. Our data support a two-step process upon loss of PRC2 activity, leading to the terminal observed *Eed*^−/−^ phenotype in cKO-*Eed*-MADM mice. First, PRC2 deficiency triggers the up-regulation of a relatively small set of direct target genes, which in the second step induce deregulation of a much larger number of indirect and/or secondary target genes. The concerted net result of direct and indirect deregulated gene expression in cKO-*Eed*-MADM ultimately results in impaired RGP proliferation dynamics, elevated apoptosis, and global microcephaly. Two scenarios could explain the distinct phenotypic manifestation upon sparse and global KO of PRC2 activity. First, the heterozygous *Eed^+/−^* environment in *Eed*-MADM (sparse deletion) rescued RGPs from proliferation deficits by preventing exuberant deregulation of gene expression because of protective global tissue-wide effects. Second, the concerted loss of PRC2 activity in all cells in cKO-*Eed*-MADM triggers an exacerbated tissue-wide response that ultimately results in much increased ectopic expression of direct PRC2 target genes, thereby inducing secondary waves of ectopic transcription leading to the specific deregulation of genes controlling cell cycle and DNA replication. In other words, our interpretation of the underlying principle is pleiotropy caused by ectopic expression of PRC2 direct target genes, which encounters reciprocal feedback from surrounding mutant cells upon global loss of PRC2 activity. While the resulting secondary waves of gene expression changes are prevented by a normal cellular environment in *Eed*-MADM, the all-mutant environment in cKO-*Eed*-MADM cortices was able to respond to ectopic target gene expression and elicited the expression of further direct and downstream indirect target genes. We speculate that the exuberant gene expression changes in cKO-*Eed*-MADM were propagated through the tissue via environmental cues such as cell-cell interactions, secreted signaling molecules, and other extracellular components, which in turn depended on the altered gene expression profile of mutant cells. The systemic environment-dependent reduction of RGP proliferation in global *Eed* mutant cortex may be similar to the concept of a synthetic defect (i.e., a fitness defect upon whole-tissue loss of PRC2 activity in all cortical progenitor cells through simultaneous deregulation of multiple genes and/or gene modules). In conjunction with the network topology of cKO-specific DEGs, the synthetic defect strengthened our hypothesis of a multiple target model for the development of microcephaly in global tissue PRC2 mutants. Regardless of the precise mechanism, it becomes clear that the genetic and cellular environment is critical for RGP lineage progression and the generation of correctly sized cortex (Fig. 7, top).

### Cell-autonomous function of PRC2 in astrocyte development

A complex interplay of repressive mechanisms (e.g., DNA and histone methylation) and activating mechanisms (e.g., histone acetylation and chromatin remodeling) regulates RGP progression to gliogenesis and the fate choice between astrocyte and oligodendrocyte identity (*17*, *54*–*56*). PRC2 exhibits a highly dynamic spatiotemporal expression pattern during cortical development, with a significant loss of H3K27me3 levels in embryonic RGPs after E12.5 (*16*) and H3K27me3 regain in the early postnatal astrocyte lineage (fig. S7, A and B). On the basis of global tissue deletion studies, PRC2 was previously thought to play an essential role in regulating the neurogenic-to-gliogenic switch of RGPs (*25*, *26*). However, sparse cell-autonomous *Eed* deletion revealed that lineage progression of neurogenic RGPs to astrocyte intermediate progenitor cells (aIPCs) was unaffected, in terms of both numbers and molecular markers. These results underline that astrocyte specification following the neurogenic-to-gliogenic switch is not impaired by PRC2 deficiency at the single-cell level.

Following aIPC identity acquisition, cortical astrocytes are reported to scatter throughout all cortical layers while exhibiting a high proliferation rate during the first postnatal week (P0 to P7) (*47*). This dynamic dispersion and proliferation phase gradually progresses into a maturation phase (P7 to P21), where individual astrocytes increase in volume and process complexity (*47*). While many studies have addressed the function of epigenetic regulation during the onset of gliogenesis (*17*, *54*–*56*), the role of epigenetics in controlling proliferation and maturation of immature astrocytes is still largely unknown. Deposition of activating histone marks on astroglial genes precedes expression of these genes, indicating that transcription of key astroglial genes relies on precisely controlled activation of the respective loci (*57*). These findings imply that removal of repressive marks alone is not sufficient to induce transcription of key astroglial regulatory genes. On the basis of the single-cell resolution provided by our MADM approach, we were able to assess the consecutive steps of astrocyte development both quantitatively and qualitatively. Our results demonstrated that the loss of PRC2 had no effect on proper induction of astrocyte identity and differentiation, thus supporting the above rationale that PRC2-mediated mechanisms are dispensable for the transition of neurogenic-to-gliogenic RGPs. However, astrocyte maturation is accompanied by structural chromatin rearrangements consisting of both newly activated loci and silenced genes (*54*). Given that loss of PRC2 prevents de novo acquisition of H3K27me3-induced transcriptional silencing, ectopically expressed genes interfering with astrocyte maturation cannot be repressed. Thus, correct changes in chromatin accessibility mediated by PRC2 are essential to cell-autonomously safeguard correct astrocyte proliferation and maturation (Fig. 7, bottom).

### The implication of distinct and sequential PRC2 function in RGP lineage progression

Our findings add to several lines of evidence implying that sparse alteration of gene function at the individual cell level affects astrocyte production but is not cell-autonomously required for neurogenesis (*36*, *38*). However, certain genes only cause a significant disruption of faithful neurogenesis upon deletion at the global tissue level (*36*). The predominance of tissue-wide effects causing severe cortical malformations has also been recently reported for genes involved in migration or cell polarity (*58*), thus further underlining that global tissue or non–cell-autonomous systemic effects significantly shape the early steps of cortical development such as neuron production (*59*).

The discovery of distinct and sequential functions of PRC2 in lineage progression will have profound implications for our understanding of diseases arising from postzygotic mutations in individual dividing cells (i.e., somatic cell mosaicism). Somatic cell mosaicism can occur at any point throughout development and is associated with a number of disorders, including neurological diseases and tumorigenesis (*60*, *61*). In the future, it will be of great relevance to investigate the contribution of the cellular environment (i.e., the niche) to cell-autonomous or non–cell-autonomous phenotype manifestations upon acquisition of mutations altering the function of particular epigenetic mechanisms. Somatic glioma-promoting mutations altering the repressive mechanisms mediated by PRC2 were shown to affect H3K27me3 profiles [such as H3 or EZHIP mutations (*62*)]. Such mutations will be interesting candidates for the assessment of disease development originating from a single PRC2 mutant stem cell in a cell type– and environment-dependent manner.

## MATERIALS AND METHODS

A complete list of used reagents, materials, and software packages can be found in table S1.

### Mouse lines

All mouse colonies were maintained in accordance with protocols approved by institutional animal care and use committee, institutional ethics committee, and the preclinical core facility (PCF) at Institute of Science and Technology (IST) Austria. Experiments were performed under a license approved by the Austrian Federal Ministry of Science and Research in accordance with the Austrian and European Union animal law (license numbers: BMWF-66.018/0007-II/3b/2012 and BMWFW-66.018/0006-WF/V/3b/2017). The Austrian Federal Act on the Protection of Animals adheres to Institutional Animal Care and Use Committee (IACUC) guidelines. Mice with specific pathogen–free status according to the Federation of European Laboratory Animal Science Associations (FELASA) recommendations (*63*) were bred and maintained in experimental rodent facilities [room temperature (RT) 21° ± 1°C (mean ± SEM); relative humidity 40 to 55%; photoperiod 12L (12 hours light):12D (12 hours dark)]. Food (V1126, Ssniff Spezialitäten GmbH, Soest, Germany) and tap water were available ad libitum.

Mouse lines with MADM cassettes inserted in Chr. 7 (*32*), *Eed*-flox (*31*), *Trp53*-flox (*45*), *Trp53* null (*46*), *hGFAP-lacZ* (*49*), *Emx1*-Cre (*33*), and *Emx1*-Cre^ERT2^ (*35*) have been described previously. Calculation of recombination probability and recombination of *Eed-flox* allele onto chromosomes carrying the MADM cassettes was performed according to standard techniques. These are described in detail elsewhere (*34*) and are summarized in fig. S1. The MADM technique not only induces fluorescent labeling and thus unambiguous tracing of cells harboring mutations but also generates uniparental chromosome disomies (UPDs) (*38*). Cells harboring UPDs contain two copies of either the maternal chromosome (matUPD) or the paternal chromosome (patUPD). In our study, all mouse matings have been performed by crossing a MADM-7-GT female with a MADM-7-TG male. In this case, the offspring’s green cells will harbor patUPD and red cells will harbor matUPD (so-called forward mating). Mutant analysis can be separated from UPD effects (*29*, *38*) upon comparison of cells of the same UPD. Thus, contrasting the green cells with patUPD from control-MADM with those from *Eed*-MADM mice is the correct comparison to determine cell-autonomous *Eed* function in Eed-MADM cortices.

All MADM-based analyses were carried out in a mixed C57BL/6, CD1 genetic background, in male and female mice without sorting experimental cohorts according to sex. No sex-specific differences were observed under any experimental conditions or in any genotype. On the basis of genotype, experimental groups were randomly assigned. The age of experimental animals is indicated in the respective figures, figure legends, and source data files.

### Tissue isolation and immunostaining

From P4 onward, mice were deeply anesthetized by injection of a ketamine/xylazine/acepromazine solution (65, 13, and 2 mg/kg body weight), and unresponsiveness was confirmed through pinching the paw. The diaphragm of the mouse was opened from the abdominal side to expose the heart. Cardiac perfusion was performed with ice-cold PBS (phosphate-buffered saline) followed immediately by 4% PFA (paraformaldehyde) prepared in PB buffer. Brains were removed and further fixed in 4% PFA overnight to ensure complete fixation. Brains were cryopreserved with 30% sucrose (Sigma-Aldrich) solution in PBS for approximately 48 hours and were then embedded in Tissue-Tek O.C.T. (Sakura).

Pregnant females were sacrificed at the respective time points to obtain E12, E13, E14, E15, and E16 embryonic brain tissue. Embryonic and P0 brains were directly transferred into ice-cold 4% PFA. Cryopreservation was performed in 30% sucrose in PBS, and optimal cutting temperature (OCT) embedding was performed according to standard techniques. For embryonic time points and postnatal P0, 20- to 25-μm coronal frozen sections were directly mounted onto Superfrost glass slides (Thermo Fisher Scientific) and stored at −20°C until further usage.

For adult time points, 30- to 45-μm coronal frozen sections were collected in 24 multiwell dishes (Greiner Bio-One) and stored at −20°C in antifreeze solution [30% (v/v) ethylene glycol, 30% (v/v) glycerol, and 10% (v/v) 0.244 M PO_4_ buffer] until use. Embryonic sections were removed from −20°C and allowed to acquire RT for 15 min, followed by three wash steps (5 min) with PBS. Tissue sections were blocked for 30 min in a blocking buffer [containing 5% horse serum (HS) (Thermo Fisher Scientific) and 1% Triton X-100 in PBS]. Primary antibodies were diluted in staining buffer (5% HS and 0.5% Triton X-100) and incubated overnight at 4°C. Sections were washed three times for 5 min with PBS and incubated with corresponding secondary antibody diluted in staining buffer for 2 hours at RT. Sections were washed three times with PBS. Adult brain sections were transferred to a 24-well plate filled with PBS and stained as floating sections following the abovementioned steps. After the washes following the secondary antibody staining, sections were mounted onto Superfrost glass slides (Thermo Fisher Scientific) and allowed to dry. Nuclear staining of glass-mounted brain sections was performed by 10-min incubation with PBS containing 2.5% DAPI (4′,6-diamidino-2-phenylindole) (Thermo Fisher Scientific). Sections were embedded in mounting medium containing 1,4-diazabicyclooctane (Roth) and Mowiol 4-88 (Roth) and stored at 4°C until imaging.

Primary antibodies used are as follows: chicken anti-GFP (AVES; dilution 1:400), goat anti-mCherry (SICGEN; dilution 1:400), rabbit anti-CTIP (Abcam; dilution 1:400), goat anti-CUX1 (Santa Cruz Biotechnology; dilution 1:100), rabbit anti–caspase-3 (Cell Signaling Technology; dilution 1:500), rabbit anti-H3K27me3 (Diagenode; dilution 1:1000), goat anti-SOX2 (Santa Cruz Biotechnology; dilution 1:500), rat anti-TBR2 (Thermo Fisher Scientific; dilution 1:500), and rabbit anti-NEUROD2 (Abcam; dilution 1:200). Secondary antibodies used are as follows: donkey anti–chicken–fluorescein isothiocyanate (FITC) secondary antibody (Invitrogen; dilution 1:500), donkey anti-goat Alexa Fluor 568 secondary antibody (Molecular Probes; dilution 1:1000), donkey anti-goat Alexa Fluor 647 secondary antibody (Molecular Probes; dilution 1:1000), donkey anti-rabbit Alexa Fluor 647 secondary antibody (Molecular Probes; dilution 1:1000), donkey anti-rat Alexa Fluor 568 secondary antibody (Molecular Probes; dilution 1:1000), and donkey anti-goat Alexa Fluor 488 secondary antibody (Molecular Probes; dilution 1:1000).

### MADM clonal analysis

MADM clone analysis was performed as previously described (*28*). Briefly, timed pregnant females were injected intraperitoneally with TM (Sigma-Aldrich) dissolved in corn oil (Sigma-Aldrich) at E11 or E12 at a dose of 2 to 3 mg per pregnant dam. Live embryos were recovered at E18 and E19 through cesarean section, fostered, and raised for further analysis at P21. For embryonic time point analysis, cesarean section and analysis were performed at either E13 or E16. Brains containing MADM clones were isolated, and tissue sections were processed as described above.

### EdU labeling experiments

Cell cycle experiments were based on the use of a Click-iT Alexa Fluor 647 imaging kit (Thermo Fisher Scientific, C10340). Reagents were reconstituted according to the user manual. Pregnant females were injected with EdU (1 mg/ml EdU stock solution; 50 μl/10 g mouse) at E14.5. Embryos were collected 24 hours after EdU injection. Tissue was fixed in 4% PFA, and immunohistochemistry was performed as described above, except that the Click-iT imaging kit was used (according to the instruction manual) to visualize the EdU signal before performing the DAPI staining. P5/P6 pups were injected with EdU [EdU stock solution (1 mg/ml); 30 μl per mouse]. Mice were perfused at P21 using 4% PFA. Immunohistochemistry was performed as described above, except that the Click-iT imaging kit was used (according to the instruction manual) to visualize the EdU signal before performing the DAPI staining.

### Imaging and quantification

Sections were imaged using an inverted LSM800 confocal microscope (Zeiss) and processed using Zeiss Zen Blue software. Confocal images were analyzed in Photoshop software (Adobe). For population analysis, a minimum of six representative sections harboring the somatosensory cortex were imaged per individual brain. For clonal analysis, all consecutive sections harboring one clone were imaged.

### Preparation of single-cell suspension and FACS

For embryonic tissue, pregnant females were sacrificed by cervical dislocation and E12/E13/E16 embryos were collected. Embryos were sacrificed by decapitation. For postnatal tissue, pups were isolated from their mothers and were sacrificed by decapitation (P0) or cervical dislocation (P4 onward). Next, the neocortex area was dissected. For MADM cortical bulk sorting, pools of cortices derived from two to three individual mice were used to generate one biological sample. For astrocyte sorting, individual animals were used to generate biological replicates. Single-cell suspensions were prepared by using papain containing l-cysteine and EDTA (vial 2, Worthington), deoxyribonuclease (DNase) I (vial 3, Worthington), ovomucoid protease inhibitor (vial 4, Worthington), Earle’s Balanced Salts (EBSS) (Thermo Fisher Scientific), Dulbecco’s modified Eagle’s medium (DMEM)/F12 (Thermo Fisher Scientific), fetal bovine serum (FBS), and horse serum (HS). All vials from the Worthington kit were reconstituted according to the manufacturer’s instructions using EBSS. The dissected brain area was directly placed into papain-DNase solution [papain (20 U/ml) and 1000 U of DNase]. Enzymatic digestion was performed for 30 min at 37°C in a shaking water bath. Next, solution 2 [EBSS containing 0.67 mg of ovomucoid protease inhibitor and DNase I (166.7 U/ml)] was added, and the whole suspension was thoroughly mixed and centrifuged for 5 min at 1000 rpm at RT. Supernatant was removed, and cell pellet was resuspended in solution 2. Trituration with p1000 pipette was performed to mechanically dissolve any remaining tissue parts. DMEM/F12 was added to the cell suspension as a washing solution, followed by a centrifugation step of 5 min with 1500 rpm at RT. For GFP^+^ bulk sorting, cells were resuspended in medium (DMEM/F12 containing 10% FBS and 10% HS) and kept on ice until sorting.

For GFP^+^ astrocyte sorting, cells were incubated for 25 min at 37°C in 100 μl of LacZ staining reagent (Abcam, diluted 1:50). Reaction was stopped by adding 100 μl of DMEM/F12 containing 10% FBS and 10% HS. Samples were centrifuged for 5 min with 1500 rpm at RT and resuspended in DMEM/F12 containing 10% FBS and 10% HS. Samples were kept in the dark at RT until sorting was started. To ensure specificity of LacZ staining, a negative sample was always processed and sorting gates were adjusted accordingly. See further details at (*37*).

Right before sorting, cell suspension was filtered using a 40-μm cell strainer. FACS was performed on BD FACSAria III using 100 nozzle and keeping sample and collection devices (0.8-ml polymerase chain reaction tubes) at 4°C. Duplet exclusion was performed to ensure sorting of true single cells. Next, the maximum number of GFP^+^ cells from one individual sample was sorted. We collected the GFP^+^ cells to allow assessment of transcriptional profiles of *Eed*^+/+^ cells from control-MADM, green *Eed*^−/−^ cells from *Eed*-MADM, and green *Eed*^−/−^ cells from cKO-*Eed*-MADM mice. The MADM technique not only induces fluorescent labeling and thus unambiguous tracing of cells harboring mutations but also generates UPDs (*38*). Cells harboring UPDs contain two copies of either the matUPD or the patUPD. In our study, all mouse matings have been performed by crossing a MADM-7-GT female with a MADM-7-TG male. In this case, the offspring’s green cells will harbor patUPD and red cells will harbor matUPD (so-called forward mating). 

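Genes of chromosome 7 that are expressed from one parental copy show the parental origin of the sorted cells. In control-MADM at E16.5, green (n = 3) and red libraries (n = 2) were compared over 2 lists of imprinted genes fixed beforehand. Of the paternally expressed genes, 10 of 10 tested were higher in green cells, 8 of them called over all genes and 9 when adjusted over the list alone. Of the maternally expressed genes, 3 of 3 were lower, 1 called over all genes and 2 over the list alone. *Ndn* (ENSMUSG00000033585.5) had 936 ± 116 CPM in green and 27.3 ± 4.87 CPM in red cells (log2 fold change 5.11, SE 0.18, edgeR adjusted p = 3.9e-14), *Snrpn* (ENSMUSG00000102252.5) 287 ± 14.8 and 12.4 ± 4.24 CPM (log2 fold change 4.49, SE 0.27, edgeR adjusted p = 7.97e-10), *Inpp5f* (ENSMUSG00000042105.18) 281 ± 16.1 and 58.2 ± 6.68 CPM (log2 fold change 2.27, SE 0.19, edgeR adjusted p = 2.88e-07) and *Peg3* (ENSMUSG00000002265.16) 105 ± 21.2 and 3.35 ± 0.146 CPM (log2 fold change 4.96, SE 0.44, edgeR adjusted p = 6.08e-07). The maternally expressed *Cdkn1c* (ENSMUSG00000037664.13) had 11.5 ± 3.28 CPM in green and 249 ± 43.2 CPM in red cells (log2 fold change −4.44, SE 0.47, edgeR adjusted p = 3.1e-05). At P0 (n = 5 green and 2 red) the direction was the same for 9 of 10 paternally and 3 of 3 maternally expressed genes, all but *Igf2*, and none was called over all genes (1 with DESeq2). Over the list alone 5 and 1 were called, but *Igf2* is among the 5 and was lower in green cells (log2 fold change −2.59, edgeR p adjusted over the list alone = 0.0411). The red libraries of P0 differed from each other more than those of E16.5, with 409 ± 252 CPM of *Ndn*.

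**Figure D3:**
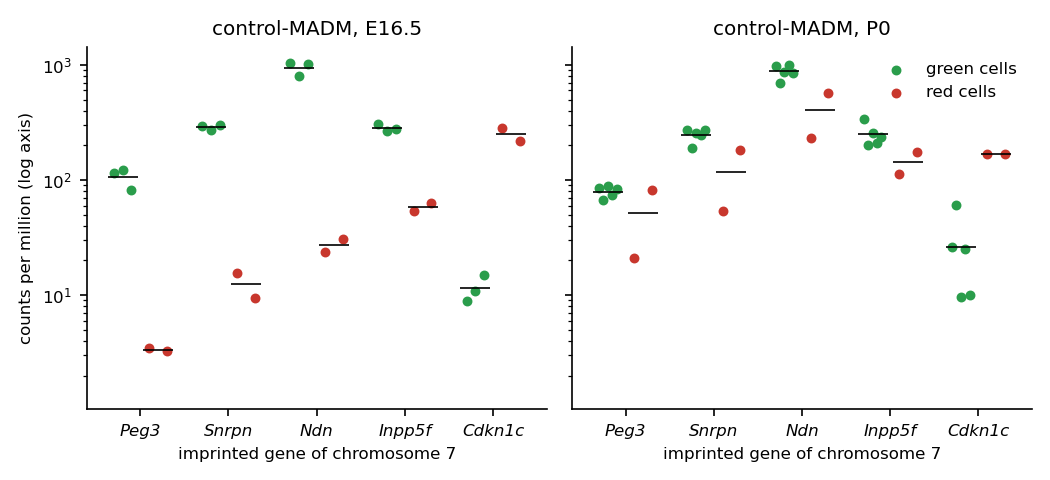
CPM (vertical log axis) of 4 paternally expressed genes and of the maternally expressed *Cdkn1c* in each green and red control-MADM library at E16.5 and P0 (horizontal axis). Each point is one library and the line is the mean. At E16.5 the colors are apart for each gene, while at P0 one red library lies near the green ones for the paternally expressed genes.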

The UPDs induced by the MADM technique may influence gene expression profiles. To rigorously identify DEGs based on PRC2 deficiency and independent of UPD effects, we only assessed cells of the same UPD (i.e., GFP^+^ cells from forward mating).

In our study, cells of correct UPD are the green cells. Astrocytes and E12.5 GFP^+^ cells were sorted into 4 μl of lysis buffer [0.2% Triton X-100 and ribonuclease (RNase) inhibitor (2 U/μl) (Clontech)], while E13.5, E16.5, and P0 GFP^+^ bulk samples were sorted into 50 μl of RNA extraction buffer [10 mM EDTA (pH 8.0), 30 mM EDTA (pH 8.0), 1% SDS, and proteinase K (200 μm/μl) in nuclease-free water]. Immediately after sorting into 4 μl of lysis buffer was completed, samples were transferred into a 96-well plate (Bio-Rad) that was kept on dry ice. Once the plate was full, it was sealed with aluminum seal and kept at −80°C until further processing.

### RNA extraction and complementary DNA library preparation of MADM samples for RNA-seq

After cell sorting of E13/E16 and P0 cells, samples were incubated for 30 min at 37°C and stored at −80°C until further usage. After thawing samples on ice, their total volume was adjusted to 250 μl using RNase-free H_2_O (Thermo Fisher Scientific), followed by the addition of 750 μl of TRIzol LS (Thermo Fisher Scientific) and inverting five times. After incubating for 5 min at RT, the entire solution was transferred into a MaXtract tube (QIAGEN). Chloroform (200 μl) (Sigma-Aldrich) was added. After three times 5-s vortexing and 2-min incubation at RT, samples were centrifuged for 2 min with 12,000 rpm at 18°C. Supernatant was transferred to a new tube, and isopropanol (Sigma-Aldrich) was added in a 1:1 ratio. For better visibility of the RNA pellet, 1 μl of GlycoBlue (Thermo Fisher Scientific) was added and the entire solution was mixed by vortexing 3 × 5 s. Samples were incubated at −20°C for three nights to precipitate RNA. Then, samples were centrifuged for 20 min with 14,000 rpm at 4°C. Supernatant was removed, and RNA pellet was washed with 70% ethanol, followed by a 5-min centrifugation step (14,000 rpm at 4°C). RNA pellet was resuspended in 12.5 μl of RNase-free H_2_O. RNA quality was analyzed using a Bioanalyzer RNA 6000 Pico kit (Agilent) following the manufacturer’s instructions. RNA samples were pipetted into a 96-well plate, sealed with aluminum seal, and stored at −80°C until further use. Sequencing libraries were prepared following the Smart-Seq v2 protocol (*64*) using custom reagents (VBCF GmbH), and libraries from a 96-well plate were pooled, diluted, and sequenced on HiSeq 2500 (Illumina) using v4 chemistry or NextSeq550 (Illumina).

### Quantification and statistical analysis

#### Analysis of MADM-labeled brains

Sections were imaged using an inverted LSM800 confocal microscope (Zeiss) and processed using Zeiss Zen Blue software. Confocal images were imported into Photoshop software (Adobe), and MADM-labeled cells were manually counted in the somatosensory cortex based on morphology or respective marker expression as described previously (*2*, *36*) (Figs. 1 , 2, and 4 to 6). Cortical areas were identified by using the Allen Brain Atlas (http://mouse.brain-map.org/static/atlas). To determine cortical thickness, solely DAPI images were used. Images were opened in Zen Blue software, and measurements were performed using the “line”-tool of this software. Three different measurements in the somatosensory cortex were done per image and combined to one value by averaging the three measured values (Figs. 1 and 5). For cell quantification and cortical thickness measurements, a minimum of six sections were analyzed per individual brain. A minimum of three different individuals were analyzed per genotype. Data visualization was performed in GraphPad Prism 7.0. Significance was determined using unpaired *t* test or one-way or two-way analysis of variance (ANOVA) with multiple comparisons tests in GraphPad Prism 7.0. A detailed list of sample size, quantified sections, cells, and statistics is provided in data table S3. All source data of quantifications are provided in data table S4.

For the assessment of the green/red neuron ratio, the absolute number of green and red neurons in control-MADM, *Eed*-MADM, and cKO-*Eed*-MADM cortices was quantified. For the assessment of astrocyte numbers, GFP^+^ astrocytes in control-MADM, *Eed*-MADM, and cKO-*Eed*-MADM mice were quantified and normalized to cortex area.

For clonal analysis (Fig. 2), two-dimensional (2D) clone reconstruction was performed by using a custom script in ImageJ (*28*). For a detailed protocol, please refer to (*28*). For astrocyte morphological analysis, green *Eed*^+/+^ astrocytes from control-MADM and green *Eed*^−/−^ astrocytes from *Eed*-MADM mice were compared to each other.

#### Astrocyte morphology analysis

Detailed analysis of astrocyte morphology was done as described previously (*36*) with some modifications. Lower layer astrocytes that expressed GFP^+^ were imaged with a 63× oil objective and overlapping *z*-sections. 3D reconstruction and analysis were done using the Filament tracer algorithm of the IMARIS software. The total cell volume of astrocytes was assessed from the 3D structure. Sholl analysis was performed to measure astrocyte branching complexity.

#### Processing and analysis of bulk RNA-seq data from embryonic time course

Read processing, alignment, and annotations were described previously (*65*). STAR (*66*) alignment parameters: --outFilterMultimapNmax 1, --outSAMstrandField intronMotif, --outFilterIntronMotifs RemoveNoncanonical, and quantMode GeneCounts. Downstream analyses were performed in R (v3.6.1, v4.1.2). Read counts of the deleted region in the *Eed* gene (chr7:89969506-89972357, mm10) were calculated using bedtools (*67*) intersect with the -split option on the aligned bam file produced by STAR.

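In the deposited counts, 92 of the 116 libraries of all colors have at least 1000000 uniquely aligned reads and at least 60% of reads uniquely aligned. Of the 68 green libraries, 13 do not pass both limits. The library labelled control-MADM replicate 2 at E13.5 had 2147793 reads on genes but 31.9% of its reads uniquely aligned, replicate 1 of cKO-*Eed*-MADM at E12.5 had 884096 reads and 43.0%, and replicate 4 of *Eed*-MADM at E12.5 had 551483 reads and 38.6%. The other unused E13.5 samples had 19093 to 60709 reads on genes, and replicates 3 and 7 of control-MADM at P0 had 64028 and 271779. The paper's supplementary values for the deleted region identify its samples: multiplied by the total reads of a library and divided by 1000000, a value must give a whole number of reads. With all reads of a library as the denominator, 41 of the 41 values above 0 gave a whole number within 0.001 reads in at least 1 library of the right group, while with uniquely aligned reads only 1 did and with reads on genes 2. A further 10 values are 0 and name no library, which makes 51 values in all, where 68 samples without the 16 that the paper removed would be 52. For 1 value, in *Eed*-MADM at E13.5, replicate 5 also came within 0.001 reads. The closer replicate 6 was taken, which passes the depth limits where replicate 5 does not. In every group but *Eed*-MADM at E12.5, the identified libraries and the zeros account for the libraries that pass the depth limits. In *Eed*-MADM at E12.5, 3 of the 4 values belong to replicates 2, 5 and 6, and the value of 0 is held by any of replicates 1, 3, 7, 8 and 9, so that all 8 libraries that pass the limits were used.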

We analyzed 68 samples of GFP^+^ cells and removed 16 samples with a low percentage of uniquely aligned reads (<60%) and low absolute number of uniquely aligned reads (<1 million) because of low correlation with biological replicates or because of high level of read counts in *Eed* deleted region indicating inefficient recombination.

Figure S3B: Read counts in *Eed* deleted regions were calculated as reads per million total reads and plotted.

Figure 3E and fig. S3C: Statistics on differential expression between all pairs of genotypes were calculated with DESeq2 (v1.26) (*68*) using contrasts for each developmental time point separately. To reduce noise, only genes with an average read coverage of >1 (E12.5) or >10 (E13.5, E16.5, and P0) were used in the analyses. 

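With these minimums applied to the mean count over the green samples of a time point, 18100 genes were tested at E12.5, 13448 at E13.5, 13359 at E16.5 and 14161 at P0. Without a filter, the genes with any read numbered 34129, 28936, 29304 and 32993. Leaving the filter out gave 1443 DEGs between cKO-*Eed*-MADM and *Eed*-MADM at E16.5 and 2955 at P0.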

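Raising the threshold to an adjusted p of 0.1, the value in the legend of Fig. 3E, gave 4, 0 and 0 DEGs for cKO-*Eed*-MADM against *Eed*-MADM, *Eed*-MADM against control-MADM and cKO-*Eed*-MADM against control-MADM at E12.5 with edgeR, 5, 0 and 71 at E13.5, 1375, 101 and 1567 at E16.5, and 3711, 516 and 4369 at P0. DESeq2 at the same threshold gave 1, 0 and 6 at E12.5, 75, 64 and 430 at E13.5, 1677, 373 and 1922 at E16.5, and 3862, 995 and 4550 at P0.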

We used an adjusted *P* value (*P*_adj_) cutoff of 0.05 for DEGs and a log_2_ fold change of >0 (up-regulation) or <0 (down-regulation) for analyses.

Figure S3C: Score heatmap: All DEGs from all developmental time points were analyzed. For each gene, the log_10_ of the uncorrected *P* value, from the indicated comparison, was calculated and corrected to be positive for log_2_ fold change > 0 and negative for log_2_ fold change < 0. This score was cut at +5/−5 for better visualization. Heatmap was drawn with pheatmap package (v1.0.12).

Figure 3G and fig. S5B: To determine the coverage of genes with H3K27me3, we used published data from (*39*). We downloaded data set 1 (embj201796764-sup-0002-datasetev1.xlsx) and used columns 9 to 11 (aRG-P, aRG-N, and bRG) for further analyses. Genes with duplicated symbol IDs were removed. Direct target genes were defined as up-regulated in the respective DEG analysis (log_2_ fold change > 0) and reported to be marked in one or more of the abovementioned cell types by H3K27me3. Indirect target genes were defined as either down-regulated or not marked by H3K27me3. Note that for this analysis, we used DEGs (*P*_adj_ < 0.05) from *Eed*-MADM/control-MADM and cKO-*Eed*-MADM/control-MADM analyses that were also informative in (*39*). Because the overlap of genes between both data sets is not complete, the sum of genes in Fig. 3G is smaller than in Fig. 3F.

Figure 3I and fig. S5 (C to F): This analysis was performed with R v4.1.2. To identify protein-protein interactions, we used the STRING database via the R package STRINGdb (v2.6.5). A STRINGdb object was initialized with STRINGdb$new and parameters: version = “11.0”, species = 10090, score_threshold = 300. We mapped the gene symbols of the 457 cKO-*Eed*-MADM–specific DEGs and 88 DEGs resulting from the combination of *Eed*-MADM–specific and common (shared between cKO-*Eed*-MADM and *Eed*-MADM) DEGs to STRING IDs using the function map. Ninety-five percent of genes could be mapped in this way. To obtain an overview of the STRING networks and to identify the significance of the retrieved protein interaction networks, we used the function plot_network with the results shown in fig. S5C. Next, we identified protein-protein interactions using the get_interactions function (STRINGdb). We created an igraph (v1.2.5) object using graph.data.frame with directed = F parameter, removed multiple edges, and identified connected subnetworks using the function clusters. We extracted the largest connected network (400 proteins for cKO-*Eed*-MADM, 25 for Eed-MADM and common). Because only the cKO-*Eed*-MADM analysis revealed a significantly connected network, we focused the following analyses on the largest connected network from cKO-*Eed*-MADM. To visualize the network, we exported the igraph object to Cytoscape (v3.7.2/v3.8.1) (*69*) using createNetworkFromIgraph function from RCy3 package (v2.14.2) (*70*). We identified clusters of genes using get_clusters function (STRINGdb) with standard parameters. This analysis grouped the 400 genes in 10 clusters. Three of these clusters (clusters 8, 9, and 10 in data table S1) were extremely small with 3, 3, and 2 genes, respectively, and were thus removed from further analysis. Genes in the remaining clusters were analyzed using enrichGO (clusterProfiler package v4.2.2) (*71*) with OrgDb = org.Mm.eg.db (v3.14.0), ont = “all,” readable = T, pool = T parameters. A score was calculated as the negative log_10_ of the *P*_adj_ value and used to plot the top three enriched GO terms in fig. S5F.

Figure 5F: Edge thickness correlates to number protein-protein interactions between clusters.

#### Processing and analysis of bulk RNA-seq data from purified astrocytes

We analyzed 16 samples and removed 5 samples based on position on principle component analysis (PCA) plot or low correlation between biological replicates. All normalized gene expression values were identified using DESeq2’s counts function with normalize = T parameter. Heatmaps were drawn with pheatmap.

Figure S8 (A and B): For astrocyte marker genes, the median normalized gene expression for neuron samples was set to 1, and the expression of astrocyte samples was plotted relative to that value. For neuron marker genes, the median normalized expression for astrocyte samples was set to 1, and the expression of neuron samples was plotted relative to that value.

Figure S8C: *Eed* deletion counts were identified as described above, and normalized expression values are shown.

Figure S8D: Normalized expression values of astrocyte markers identified by (*50*) were averaged over all biological replicates. The highest expressing sample was set to 1, and expression of the respective other sample is shown relative to that sample.

Figure 6B: Statistics on differential expression between genotypes were calculated with DESeq2 (v1.26) (*68*). We used a *P*_adj_ cutoff of 0.2 for DEG and a log_2_ fold change of >0 (up-regulation) or <0 (down-regulation) for analyses.

Figure 6C: For GSEA, a score was calculated as the log_10_ uncorrected *P* value and corrected to be positive for log_2_ fold change > 0 and negative for log_2_ fold change < 0. DEGs were sorted on the basis of this score and analyzed using gseGO from the clusterProfiler package (v3.14.3) (*71*) using ont = “BP,” OrgDb = org.Mm.eg.db (v3.10.0), pvalueCutoff = 0.9, minGSSize = 500, and maxGSSize = 1000 parameters. The term mitotic cell cycle process was the top enriched term with a *P* value of 0.011. Running scores were plotted using gseaplot from the clusterProfiler package.

Figure 6D: Score heatmap is as described above with genes from GO term “mitotic cell cycle progress” values cut at +3/−3.

# Supplementary material for: Tissue-wide genetic and cellular landscape shapes the execution of sequential PRC2 functions in neural stem cell lineage progression
**Source:** Sci Adv. 2022 Nov 2;8(44):eabq1263. doi: 10.1126/sciadv.abq1263
**Supplement:** Supplementary file 1 — Figs. S1 to S8 Table S1

Supplementary Materials for  
**Tissue-wide genetic and cellular landscape shapes the execution of sequential  
PRC2 functions in neural stem cell lineage progression**

Nicole Amberg *et al.*

*Sci. Adv.* **8**, eabq1263 (2022)  
DOI: 10.1126/sciadv.abq1263

**The PDF file includes:**

Figs. S1 to S8  
Table S1  
Legends for data tables S1 to S4

**Other Supplementary Material for this manuscript includes the following:**

Data tables S1 to S4

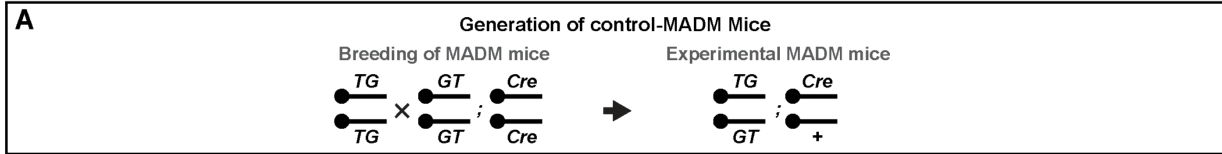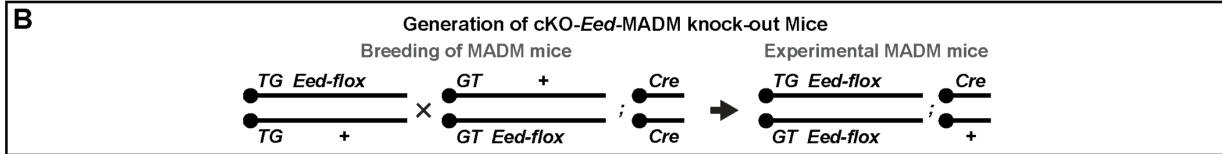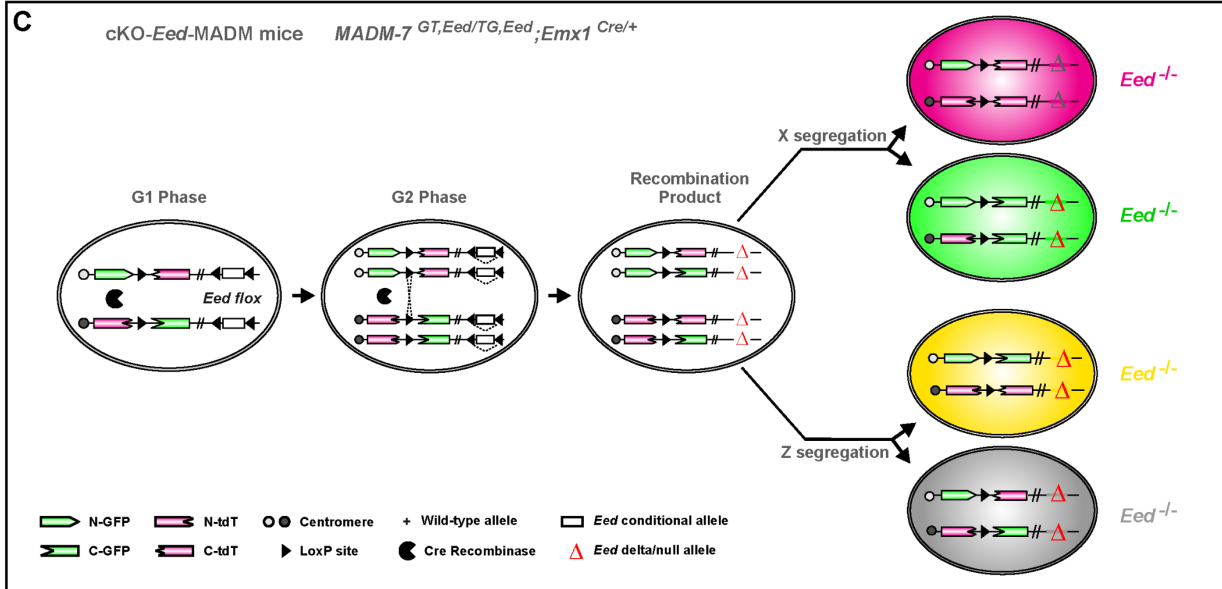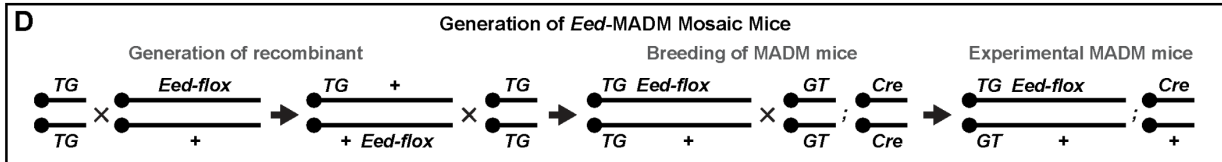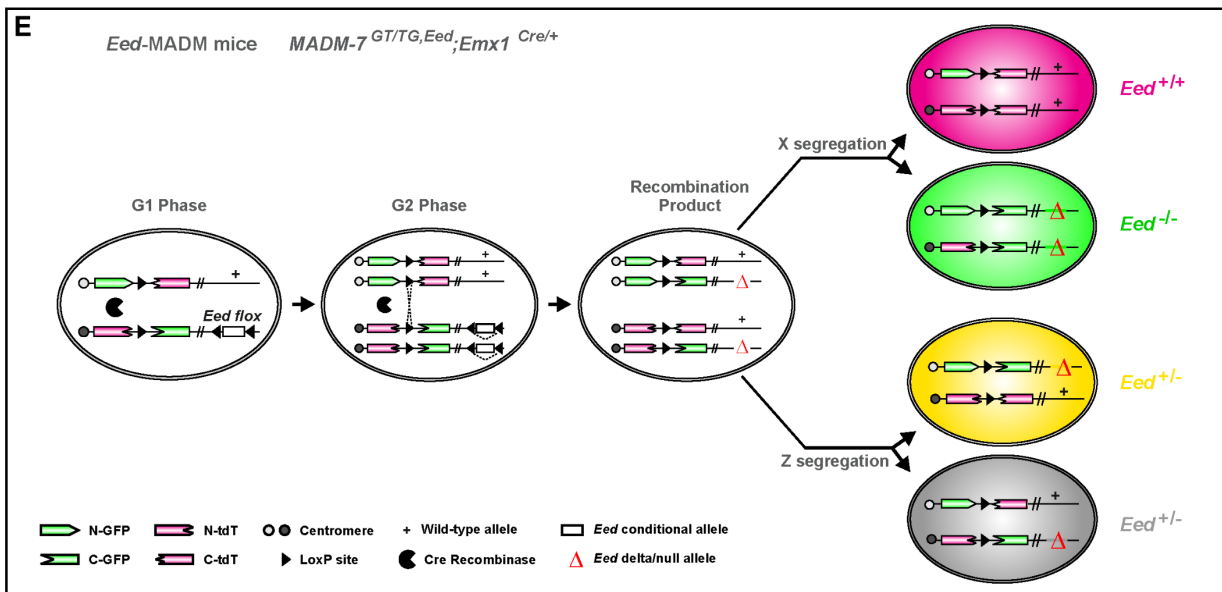

**Figure S1. Related to Figure 1. MADM-based experimental paradigms for the generation of *Eed* mutant cells with single cell resolution.**

**(A)** Breeding strategy for the generation of control-MADM mice.

**(B)** Breeding strategy for the generation of cKO-*Eed*-MADM mice.

**(C)** MADM scheme for *Eed* conditional knockout (cKO). The *Eed* conditional allele was introduced distal to both, the GT-MADM and the TG-MADM cassettes, via meiotic recombination (29, 34). Following Cre-mediated interchromosomal recombination and mitosis, sparsely labelled GFP<sup>+</sup> (green), tdT<sup>+</sup> (red) and GFP<sup>+</sup> tdT<sup>+</sup> (yellow) homozygous *Eed* mutant cells will be generated in an unlabeled homozygous *Eed* mutant environment.

**(D)** Breeding strategy for the generation of mosaic *Eed*-MADM mice.

**(E)** MADM scheme for sparse mosaic *Eed* knockout. The *Eed* conditional allele was introduced distal to the TG-MADM cassette via meiotic recombination (29, 34). Upon G2-X event one GFP<sup>+</sup> homozygous *Eed* mutant cell and one tdT<sup>+</sup> homozygous wild-type cell will be generated in an unlabeled heterozygous environment. G2-Z segregation results in one unlabeled and one yellow heterozygous cell (29, 34).

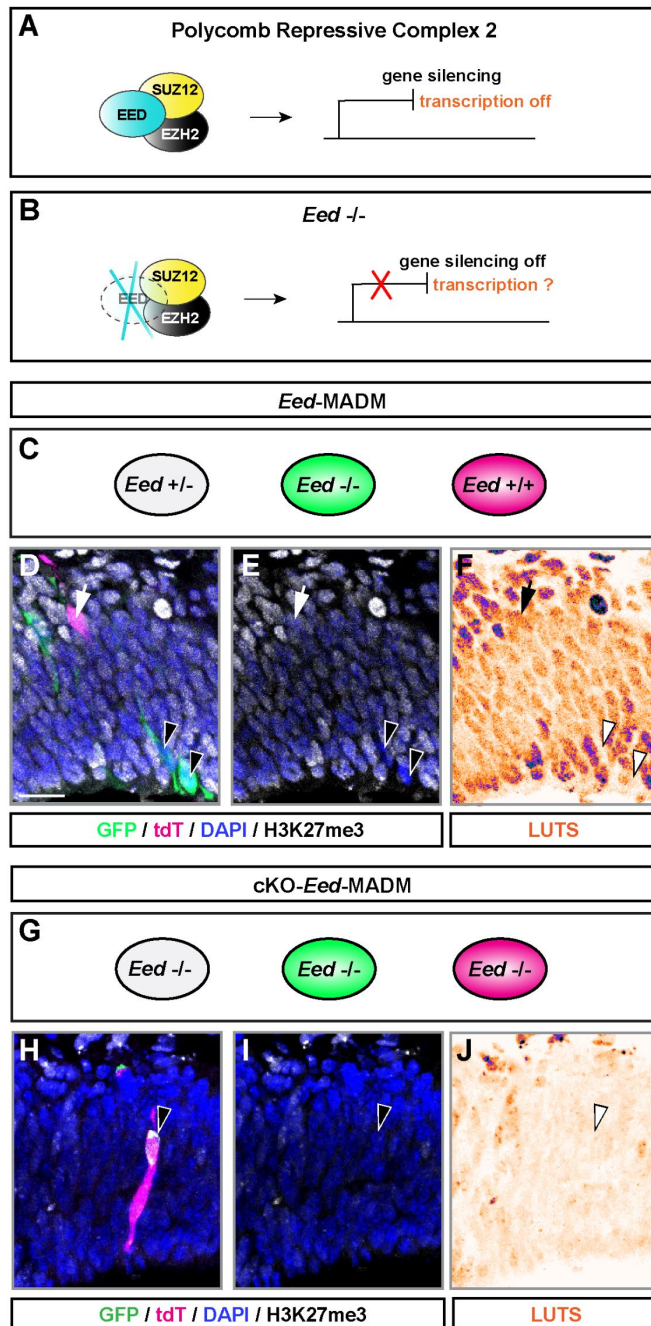

**Figure S2. Related to Figure 1. Validation of PRC2 inactivation in experimental MADM paradigms.**

(A) Schematic overview of PRC2 core components and function.

(B) Schematic overview of genetic deletion of PRC2 activity by using floxed alleles of *Eed*.

(C) Depiction of cellular genotypes in *Eed*-MADM (sparse *Eed* deletion).

**(D-F)** H3K27me3 staining in *Eed*-MADM cortex at E12.5, confirming absence of H3K27me3 and thus PRC2 activity specifically in green *Eed*<sup>-/-</sup> cells. (E) H3K27me3 and DAPI only. (F) LUTS display of H3K27me3 staining intensity. Arrowheads point on individual green *Eed*<sup>-/-</sup> cells which show absence of H3K27me3 mark, while full arrow points on a red *Eed*<sup>+/+</sup> cell which, like the unlabeled cellular environment, is positive for H3K27me3.

**(G)** Depiction of cellular genotypes in cKO-*Eed*-MADM cortex (global tissue-wide *Eed* KO).

**(H-J)** H3K27me3 staining in cKO-*Eed*-MADM cortex at E12.5 confirming absence of H3K27me3 and thus PRC2 activity in all neural cells. (I) H3K27me3 and DAPI only. (J) LUTS display of H3K27me3 staining intensity. Arrowhead points on an individual yellow *Eed*<sup>-/-</sup> cell which shows absence of the H3K27me3 mark, like the unlabeled cellular environment.

Scale bar in (D-F, H-J): 20μm.

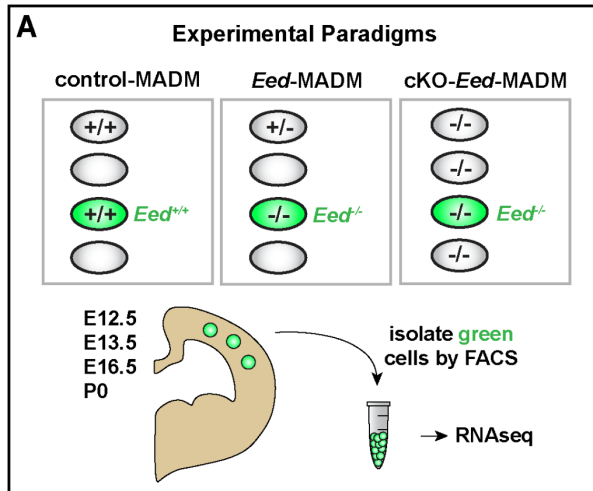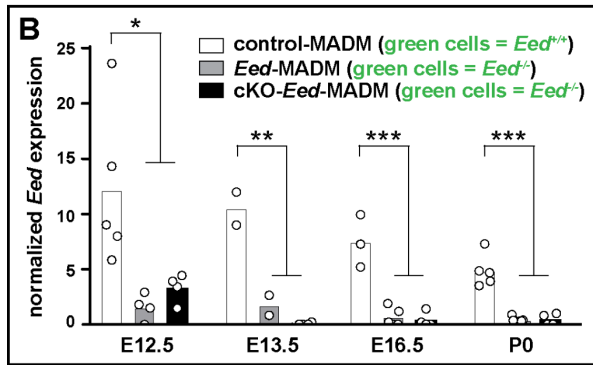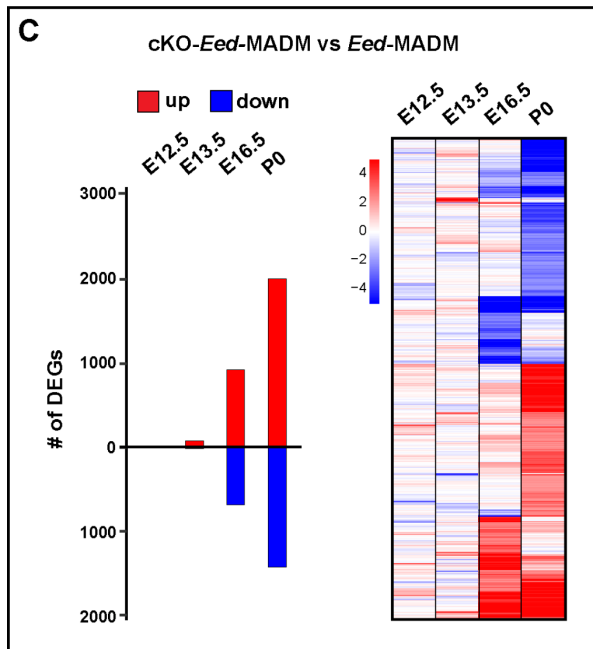

**Figure S3. Related to Figure 3. Gene expression analysis in MADM-labeled *Eed*<sup>-/-</sup> cells upon sparse and global tissue-wide *Eed* deletion.**

**(A)** Schematic overview of experimental MADM paradigms and genotype of GFP<sup>+</sup> cells in control-MADM; *Eed*-MADM; and cKO-*Eed*-MADM.

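The values drawn for *Eed* count only reads that fall in the deleted region, per 1000000 reads of the library, which the paper computed from the alignments. The counts of the whole gene include the exons that the deletion leaves in place, and therefore differ from the drawn values in scale and in how far they can fall. The paper's reported means over the deleted region in control-MADM, *Eed*-MADM and cKO-*Eed*-MADM are 12.2, 1.56 and 3.32 reads per 1000000 at E12.5, 10.5, 1.73 and 0.0563 at E13.5, 7.46, 0.654 and 0.40 at E16.5, and 4.84, 0.363 and 0.445 at P0, with its values of 0 included. With the whole gene, 43.0% of the control mean remained in *Eed*-MADM and 45.4% in cKO-*Eed*-MADM at E16.5, and 51.9% and 38.5% at P0.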

**(B)** Normalized *Eed* expression at E12.5, E13.5, E16.5 and P0 in purified green cells from (white) control-MADM, (grey) *Eed*-MADM and (black) cKO-*Eed*-MADM.

**(C)** Graphical representation of the number of DEGs upon comparison of *Eed*<sup>-/-</sup> mutant cells in *Eed*-MADM and cKO-*Eed*-MADM at 12.5, E13.5, E16.5 and P0 (left). Score heat map of DEGs from 12.5, E13.5, E16.5 and P0 upon comparison of *Eed*<sup>-/-</sup> mutant cells in *Eed*-MADM and cKO-*Eed*-MADM (right).

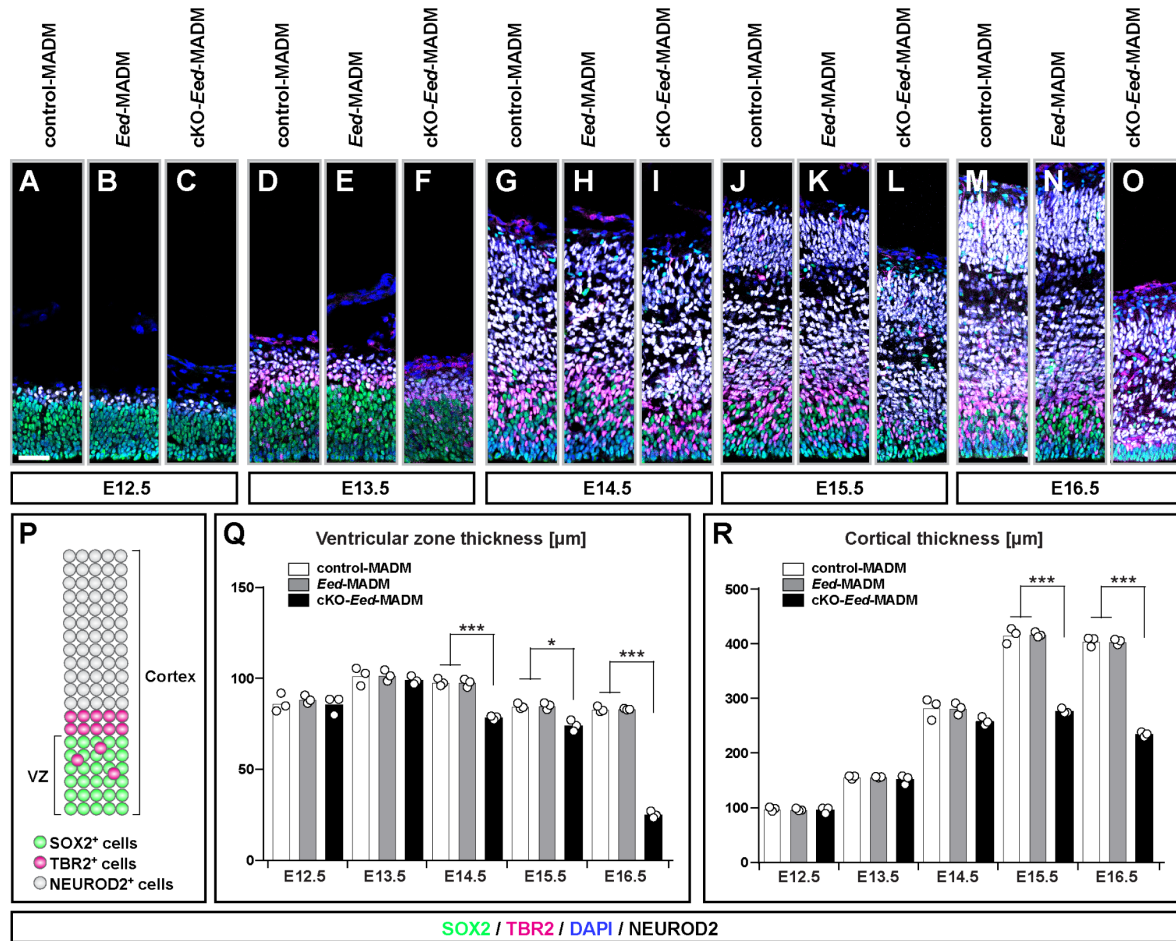

**Figure S4. Related to Figure 3. Embryonic time course analysis of the progenitor pool in vivo.**

**(A-O)** Immunofluorescence staining of RGPs (SOX2, green), intermediate progenitors (TBR2, red), and immature neurons (NEUROD2, white) in control-MADM, *Eed*-MADM and cKO-*Eed*-MADM cortices at E12.5 (A-C), E13.5 (D-F), E14.5 (G-I), E15.5 (J-L) and E16.5 (M-O).

**(P)** Schematic illustration of determination of ventricular zone (VZ) and complete cortex from SOX2 TBR2 NEUROD2 stainings shown in A-O.

**(Q-R)** Quantification of ventricular zone thickness (Q) and complete cortical thickness (R) from mice of indicated genotypes and ages. Statistics: one-way ANOVA with Turkey's multiple comparisons; \* =  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ . Data show mean  $\pm$  SEM.

Each individual data point represents one experimental animal.

Statistics: one-way ANOVA with multiple comparisons; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

Scale bar: 20 $\mu$ m.

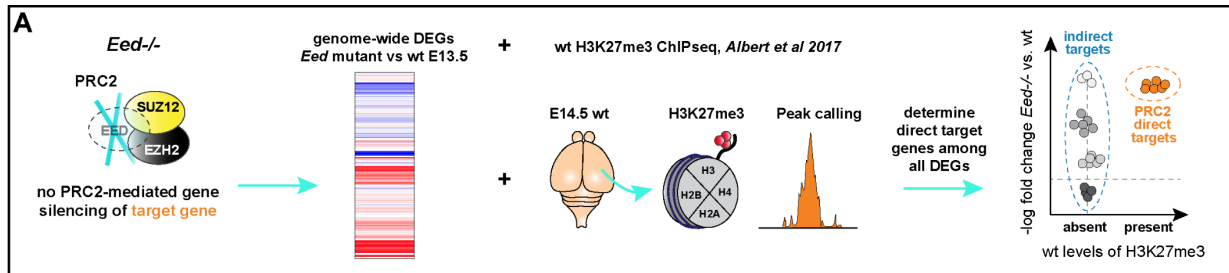

E13.5 # of direct and indirect target genes

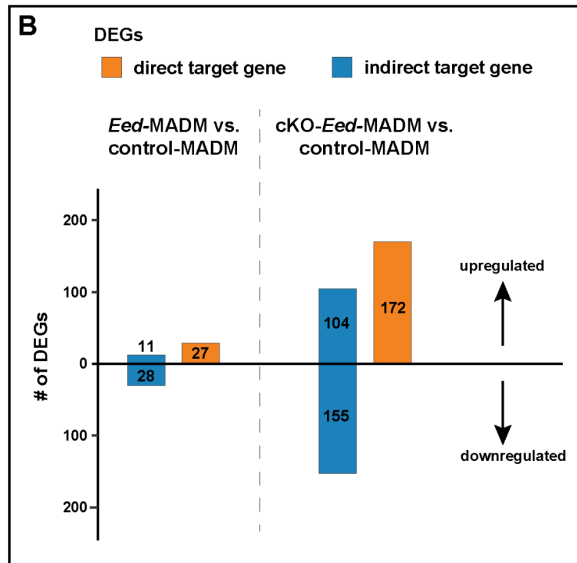

cKO-*Eed*-MADM-specific STRING Network

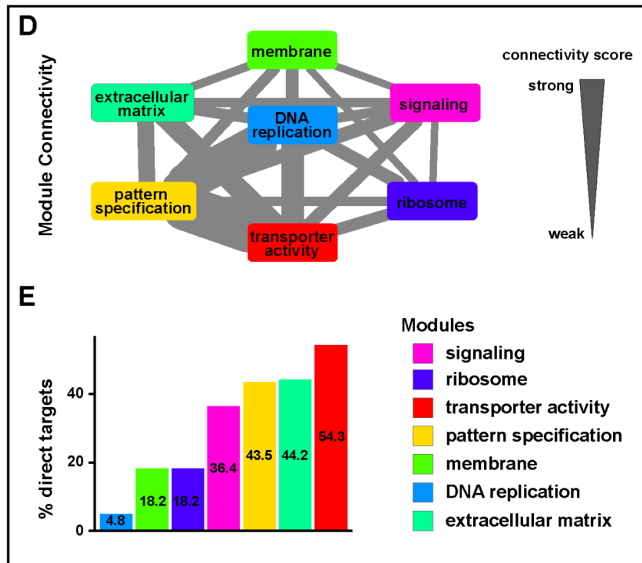

STRING Networks

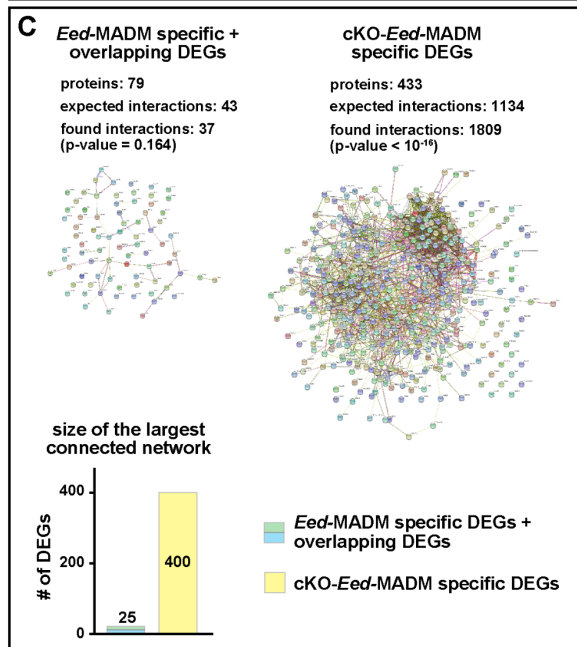

Top 3 GO Terms per Module

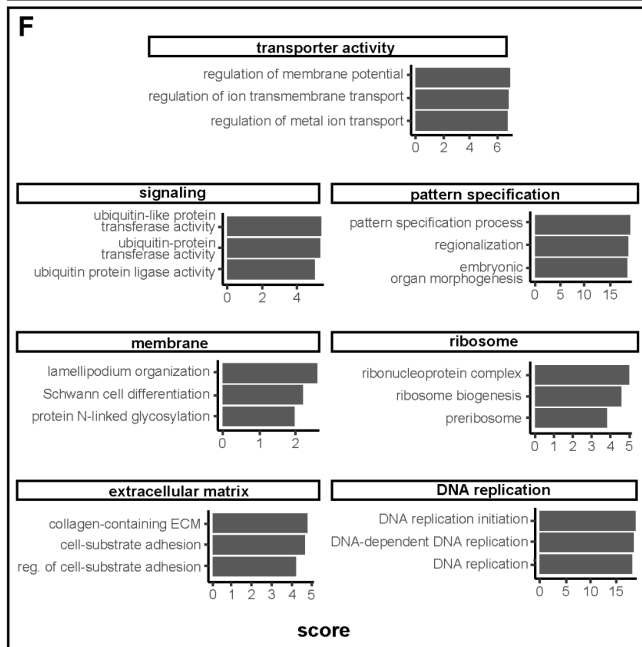

**Figure S5. Related to Figure 3. Identification and STRING network analysis of direct and indirect deregulated PRC2 target genes in *Eed*<sup>-/-</sup> cells upon sparse and global *Eed* deletion.**

**(A)** Strategy to determine direct PRC2 target genes using our RNAseq datasets from *Eed*<sup>-/-</sup> mutant cells aligned with H3K27me3 ChIPseq data from (39).

**(B)** Bar graph showing the number of differentially expressed direct and indirect PRC2 target genes in *Eed*-MADM and cKO-*Eed*-MADM. Direct targets are indicated in orange and indirect targets in blue color. DEGs are from comparison of E13.5 *Eed*<sup>-/-</sup> cells isolated from *Eed*-MADM versus control-MADM and *Eed*<sup>-/-</sup> cells isolated from cKO-*Eed*-MADM versus control-MADM.

**(C)** (Top) Full overview of STRING networks derived from *Eed*-MADM-specific plus overlapping DEGs and from cKO-*Eed*-MADM specific DEGs. Note that only the cKO-*Eed*-MADM specific network shows a significant enrichment of connections. (Bottom) Bar graph highlighting the number of DEGs giving rise to the largest connected network within the above STRING networks (bottom).

**(D)** Connectivity Score of cKO-*Eed*-MADM specific STRING network.

**(E)** Bar graph showing the percentage of direct target genes per individual module in the cKO-*Eed*-MADM specific STRING network.

**(F)** Top 3 Gene Ontology terms per STRING network module.

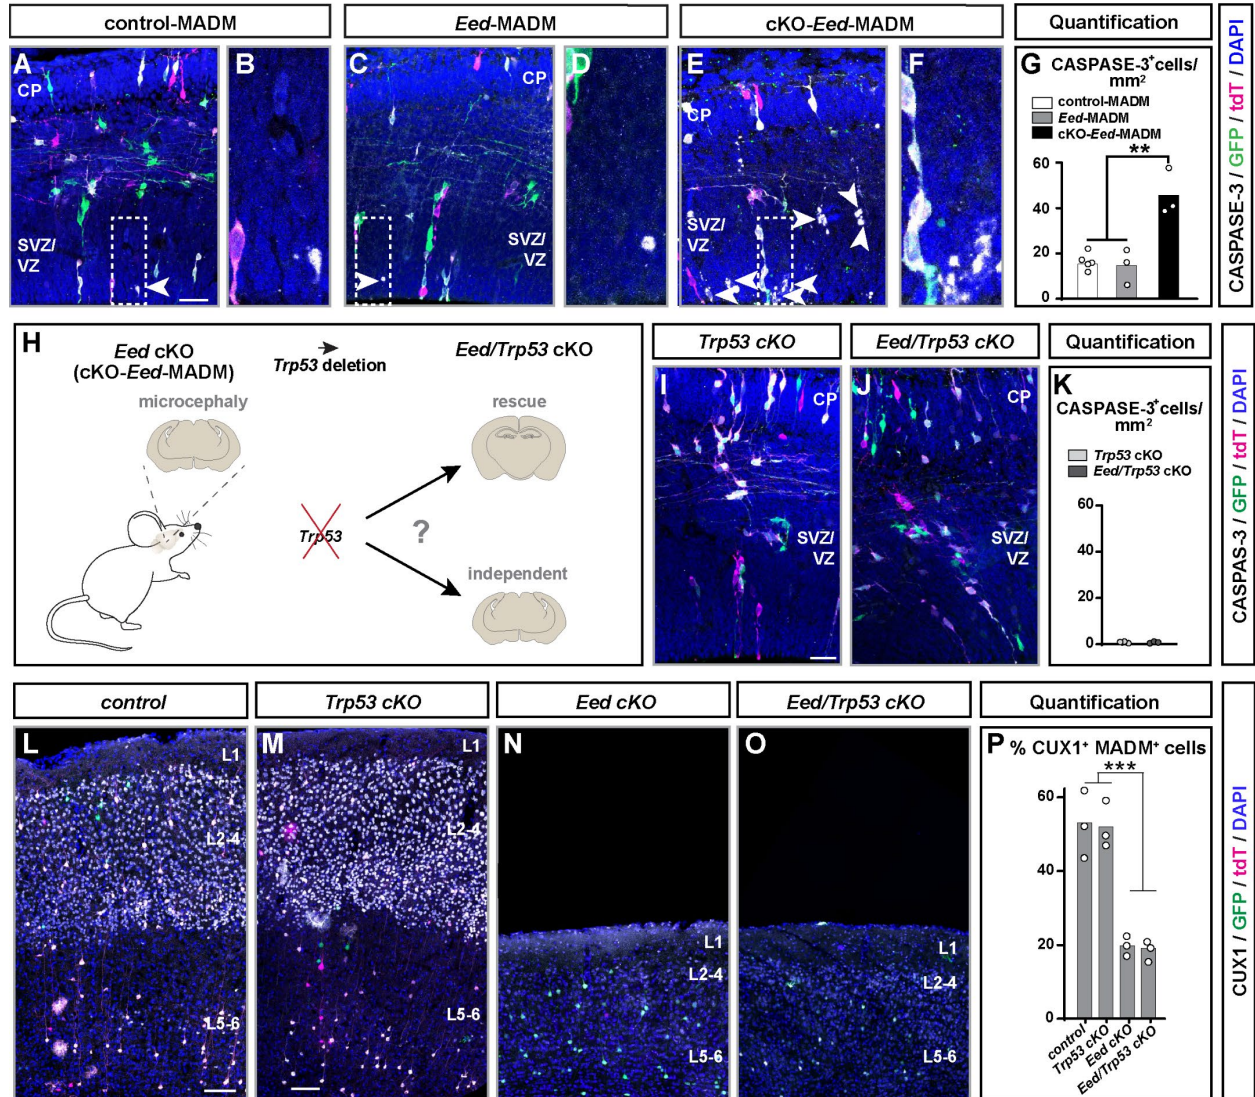

**Figure S6. Related to Figure 4. Microcephaly in cKO-*Eed*-MADM develops in *Trp53*-independent manner.**

**(A-F)** Histological stainings of CASPASE-3 in (A-B) control-MADM; (C-D) *Eed*-MADM; and (E-F) cKO-*Eed*-MADM at E14.5. (B, D, F) Higher magnification of boxed areas in (A), (C) and (E) highlighting the VZ/SVZ with apoptotic cells.

**(G)** Percentage of CASPASE-3<sup>+</sup> cells/mm<sup>2</sup> in (white) control-MADM; (grey) *Eed*-; and (black) cKO-*Eed*-MADM.

**(H)** Experimental paradigm to test the possible role of *Trp53* in the emergence of microcephaly phenotype upon global KO of *Eed* in cKO-*Eed*-MADM.

**(I-J)** Histological stainings of CASPASE-3 in (I) *Trp53* cKO and (J) *Eed/Trp53* double cKO at E14.5.

**(K)** Number of CASPASE-3<sup>+</sup> cells/mm<sup>2</sup> in *Trp53* cKO (light grey) and *Eed/Trp53* double cKO (dark grey) at E14.5.

**(L-O)** Confocal images with layer indications depicting immunofluorescence stainings for upper layer marker CUX1 in brains from (L) control; (M) *Trp53* cKO; (N) *Eed* cKO; and (O) *Eed/Trp53* double cKO mice at P21.

**(P)** Percentage of CUX1<sup>+</sup> MADM-labelled cells in brains from control, *Trp53* cKO; *Eed* cKO and *Eed/Trp53* double cKO mice at P21.

Each individual data point in (G), (K) and (P) represents one experimental animal. Data indicate mean  $\pm$  SEM. Statistics: (G, P) one-way ANOVA with Turkey's multiple comparisons; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ . (K) unpaired t-test; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

Scale bars: 25 $\mu$ m in (A, C, E); 8 $\mu$ m in (B, D, F); 20 $\mu$ m in (I, J) and 100 $\mu$ m in (L-O).

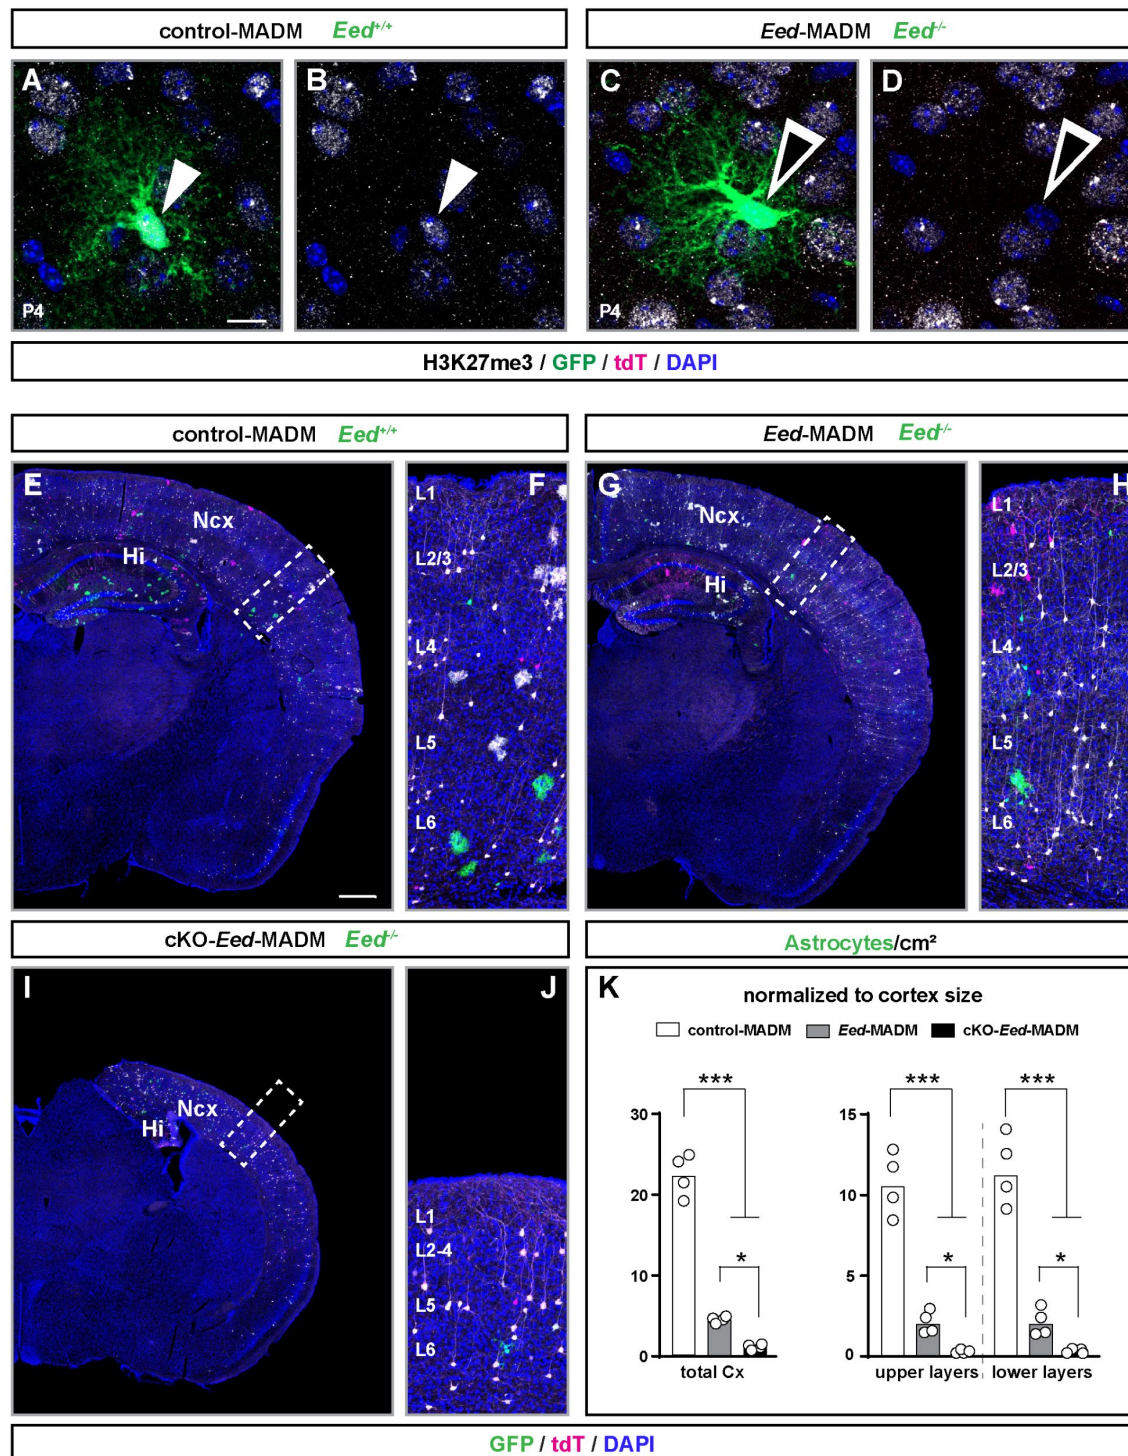

**Figure S7. Related to Figure 5. Astrocyte generation upon loss of *Eed*.**

(A-D) High resolution images of green GFP<sup>+</sup> astrocytes in P4 (A-B) control-MADM and (C-D) *Eed*-MADM stained for H3K27me3. (B and D) Images from (A and C) showing H3K27me3 and DAPI only. Closed white arrowheads point on an immature *Eed*<sup>+/+</sup> astrocyte with H3K27me3

marks. Black arrowheads with white lining point on an immature *Eed*<sup>-/-</sup> astrocyte devoid of the H3K27me3 marks.

**(E-J)** Overview of MADM-labeling pattern in somatosensory cortex in (E) control-MADM; (G) *Eed*-MADM; and (I) cKO-*Eed*-MADM mice at P21. (F, H, J) depict higher resolution images of boxed areas in (E), (G) and (I) with indication of cortical layers.

**(K)** Quantification of number of GFP<sup>+</sup> astrocytes normalized to cm<sup>2</sup> of cortical size in control-MADM (white), *Eed*-MADM (grey) and cKO-*Eed*-MADM (black) mice. Quantification is shown as total numbers in the somatosensory cortex (left) and numbers in upper layers and lower layers (right).

Each individual data point represents one experimental animal. Data indicate mean  $\pm$  SEM. Statistics: one-way ANOVA with Turkey's multiple comparisons; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

Scale bars: 10 $\mu$ m in (A-D), 500 $\mu$ m in (E, G, I); 60 $\mu$ m in (F, H, J).

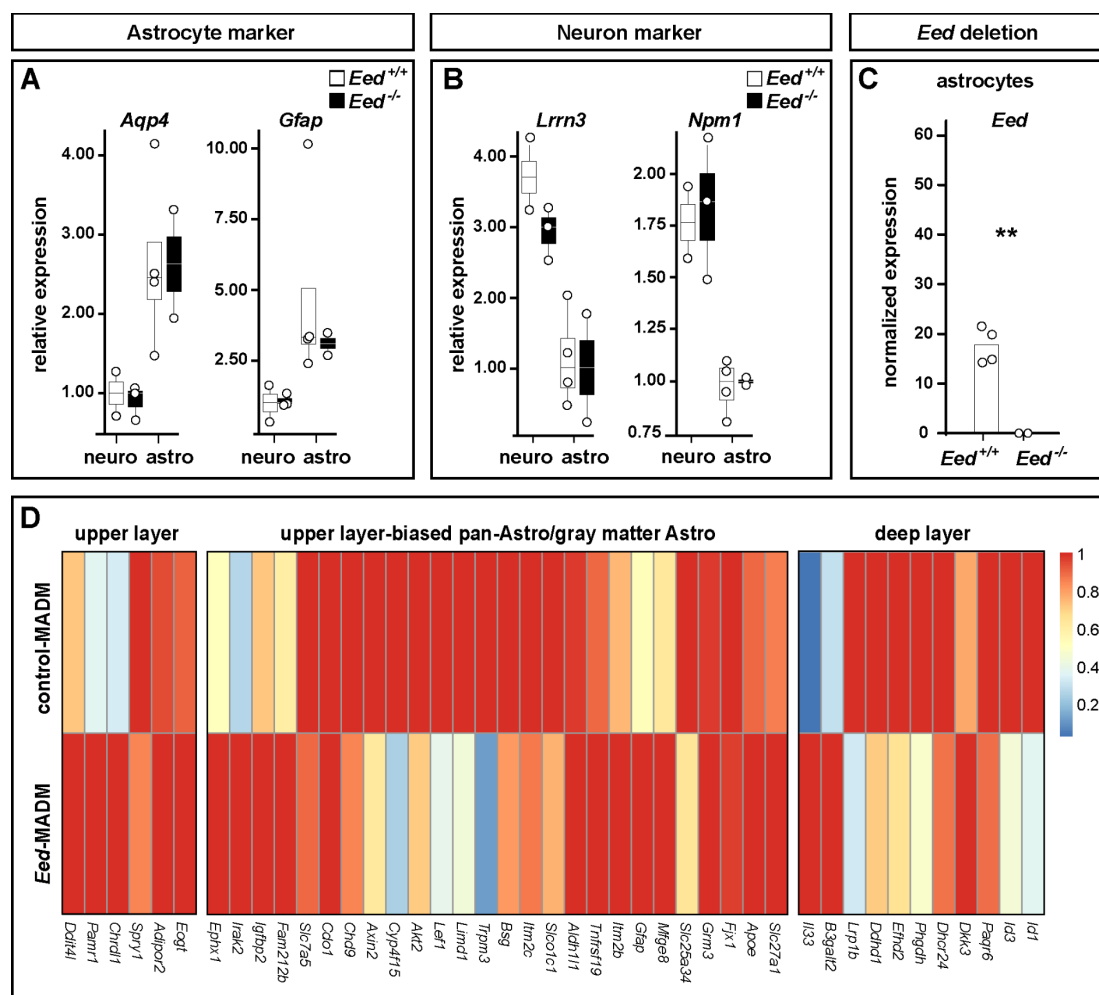

**Figure S8. Related to Figure 6. PRC2 activity and gene expression upon *Eed* ablation in cortical astrocytes.**

(A-B) Assessment of purity of P4 GFP<sup>+</sup>/lacZ<sup>+</sup> (astrocyte) and GFP<sup>+</sup>/lacZ<sup>-</sup> (neuron) cell populations by comparing the expression of (A) astrocyte marker genes *Aqp4* and *Gfap* and (B) neuron marker genes *Lrrn2* and *Npm1* in purified *Eed*<sup>+/+</sup> (white) and *Eed*<sup>-/-</sup> (black) neuron and astrocyte cell populations. Abbreviations: neuro – neurons; astro – astrocytes.

(C) Normalized *Eed* expression in purified *Eed*<sup>+/+</sup> (white) and *Eed*<sup>-/-</sup> (black) astrocytes isolated from control-MADM and *Eed*-MADM at P4.

(D) Expression of cortical astrocyte marker genes as defined in (50) from *Eed*<sup>+/+</sup> and *Eed*<sup>-/-</sup> astrocytes isolated at P4.

Each individual data point represents one sample derived from an individual experimental animal.

Data show mean ± SEM.

**Table S1. Key resources table.**

Table contains information about the reagents, mice, software, packages and other crucial material used in the presented study.

| REAGENT or                                           | SOURCE                   | IDENTIFIER   |
|------------------------------------------------------|--------------------------|--------------|
| <b>Chemicals, Peptides, and Recombinant Proteins</b> |                          |              |
| PFA                                                  | Sigma-Aldrich            | Cat# 441244  |
| 10X PBS                                              | ThermoScientific         | Cat# 70011   |
| Triton X-100 for Histology                           | Sigma-Aldrich            | Cat# T878    |
| Tween 20                                             | Sigma-Aldrich            | Cat# P9416   |
| 0.2M Tris HCL pH 8.5                                 | Roth                     | Cat# 9090    |
| NaH <sub>2</sub> PO <sub>4</sub> · 2H <sub>2</sub> O | Sigma-Aldrich            | Cat# 567549  |
| Na <sub>2</sub> HPO <sub>4</sub>                     | Sigma-Aldrich            | Cat# S3264   |
| Glycerol                                             | Sigma-Aldrich            | Cat# G5516   |
| Citric Acid                                          | Roth                     | Cat# X863.1  |
| NaOH                                                 | Roth                     | Cat# T198.1  |
| Heat-inactivated Horse Serum (HS)                    | Thermo Fisher Scientific | Cat#26050088 |
| Heat-inactivated Fetal Bovine Serum (FBS)            | Thermo Fisher Scientific | Cat#10082147 |
| Avertin (2,2,2 tribromoethanol)                      | Sigma-Aldrich            | Cat# T48402  |
| t-amylalcohol (2-methyl-2-butanol)                   | Sigma-Aldrich            | Cat# 240486  |
| Ethanol                                              | Honeywell                | Cat# 24194   |
| Sucrose                                              | Sigma-Aldrich            | Cat# S8501   |
| O.C.T. Tissue Tek                                    | Sakura                   | Cat# 4583    |
| Mowiol 4-88                                          | Roth                     | Cat# 0713    |
| DABCO                                                | Roth                     | Cat# 0718    |
| Papain Vial Source                                   | Worthington              | Cat#PAP2     |
| DNase Vial Source                                    | Worthington              | Cat#D2       |
| Inhibitor Vial Source                                | Worthington              | Cat#OI-BSA   |
| EBSS                                                 | Thermo Fisher Scientific | Cat#24010043 |
| DMEM/F12                                             | Thermo Fisher Scientific | Cat#21041025 |
| DAPI                                                 | Molecular Probes         | Cat# D1306   |
| Triton X-100 for RNAseq                              | Sigma-Aldrich            | Cat#T878     |

|                              |                          |                   |
|------------------------------|--------------------------|-------------------|
| RNase Inhibitor              | Takara                   | Cat#2313A         |
| RNase Away                   | Thermo Fisher Scientific | Cat#10328011      |
| RNase free water             | Thermo Fisher Scientific | Cat#10977035      |
| 1M Tris pH 8.0               | Thermo Fisher Scientific | Cat# AM9855G      |
| 0.5M EDTA pH 8.0             | Thermo Fisher Scientific | Cat# AM9260G      |
| 10% SDS                      | Thermo Fisher Scientific | Cat# AM9822       |
| Trizol                       | ambion                   | Cat# 15596018     |
| Chloroform                   | Thermo Fisher Scientific | Cat# C2432-4x25ML |
| Isopropanol                  | Thermo Fisher Scientific | Cat# I9516-4x25ML |
| Ethanol for RNA purification | Fisher BioReagents       | Cat# BP2818-100   |
| GlycoBlue                    | Thermo Fisher Scientific | Cat# AM9515       |

#### Antibodies

|                                             |                                  |                  |
|---------------------------------------------|----------------------------------|------------------|
| Chicken anti-GFP antibody                   | Aves, dilution 1:400             | RRID:AB_10000240 |
| Goat anti-mCherry antibody                  | SICgen, dilution 1:400           | RRID:AB_2333092  |
| Rabbit anti-CTIP2                           | Abcam, dilution 1:400            | RRID:AB_2064130  |
| Goat anti-CUX1                              | Santa Cruz, dilution 1:100       | RRID:AB_2087003  |
| Rabbit anti-caspase 3                       | Cell Signaling, Dilution 1:500   | RRID:AB_2341188  |
| Rabbit anti-H3K27me3                        | Diagenode, Dilution 1:1,00       | RRID:AB_2753161  |
| Goat anti-SOX2                              | Santa Cruz, Dilution 1:500       | RRID:AB_2286684  |
| Rat anti-TBR2                               | ThermoScientific, Dilution 1:500 | RRID:AB_11042577 |
| Rabbit anti-NEUROD2                         | Abcam, Dilution 1:200            | RRID:AB_10866309 |
| Donkey anti-chicken-FITC secondary antibody | Invitrogen, dilution 1:500       | RRID:AB_923386   |

|                                                 |                                    |                                                                                                                                                                                                 |
|-------------------------------------------------|------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Donkey anti-goat Alexa568 secondary antibody    | Molecular Probes, dilution 1:1,000 | RRID:AB_2534104                                                                                                                                                                                 |
| Donkey anti-goat Alexa647 secondary antibody    | Molecular Probes, dilution 1:1,000 | RRID:AB_141844                                                                                                                                                                                  |
| Donkey anti-rabbit Alexa647 secondary antibody  | Molecular Probes, dilution 1:1,000 | RRID:AB_2762835                                                                                                                                                                                 |
| Donkey anti-rat Alexa568 secondary antibody     | Molecular Probes, dilution 1:1,000 | RRID: AB_2910653                                                                                                                                                                                |
| Donkey anti-goat Alexa488 secondary antibody    | Molecular Probes, dilution 1:1,000 | RRID: AB_2534102                                                                                                                                                                                |
| <b>Critical Commercial Assays</b>               |                                    |                                                                                                                                                                                                 |
| FACS Blue LacZ beta Galactosidase detection kit | Abcam                              | Cat#ab189815                                                                                                                                                                                    |
| Click-iT Alexa Fluor 647 imaging kit            | Thermo Fisher Scientific           | Cat#C10340                                                                                                                                                                                      |
| Bioanalyzer Pico RNA Kit                        | Agilent                            | Cat# 5067-1513                                                                                                                                                                                  |
| <b>Experimental Models: Organisms/Strains</b>   |                                    |                                                                                                                                                                                                 |
| Mouse: <i>MADM-7-GT</i>                         | The Jackson Laboratory             | RRID:IMSR_JAX:021457                                                                                                                                                                            |
| Mouse: <i>MADM-7-TG</i>                         | The Jackson Laboratory             | RRID:IMSR_JAX:021458                                                                                                                                                                            |
| Mouse: <i>Emx1-Cre</i>                          | The Jackson Laboratory             | RRID:IMSR_JAX:005628                                                                                                                                                                            |
| Mouse: <i>Emx1-Cre<sup>ER</sup></i>             | The Jackson Laboratory             | RRID:IMSR_JAX:027784                                                                                                                                                                            |
| Mouse: <i>Eed</i> -flox                         | The Jackson Laboratory             | RRID:IMSR_JAX:022727                                                                                                                                                                            |
| Mouse: <i>Trp53</i> -flox                       | The Jackson Laboratory             | RRID:IMSR_JAX:008462                                                                                                                                                                            |
| Mouse: <i>Trp53</i> -null                       | The Jackson Laboratory             | RRID:IMSR_JAX:002101                                                                                                                                                                            |
| Mouse: <i>hGFAP-lacZ</i>                        | The Jackson Laboratory             | RRID: IMSR JAX: 003487                                                                                                                                                                          |
| <b>Software and Algorithms</b>                  |                                    |                                                                                                                                                                                                 |
| ZEN blue                                        | Zeiss                              | <a href="http://www.zeiss.com/microscopy/en_us/products/microscope-software/zen.html#introduction">http://www.zeiss.com/microscopy/en_us/products/microscope-software/zen.html#introduction</a> |

|                                            |                          |                                                                                                                                           |
|--------------------------------------------|--------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Photoshop                                  | Adobe                    | <a href="https://adobe.com/products/photoshop">adobe.com/products/photoshop</a>                                                           |
| GraphPad Prism                             | GraphPad                 | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a>                     |
| IMARIS 9.2.4                               | Bitplane                 | <a href="https://imaris.oxinst.com/products/imaris-for-neuroscientists">https://imaris.oxinst.com/products/imaris-for-neuroscientists</a> |
| ImageJ                                     | NIH                      | <a href="https://imagej.nih.gov/ij/index.html">https://imagej.nih.gov/ij/index.html</a>                                                   |
| STAR v2.5.0c                               | (66)                     | <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a>                                                         |
| Bedtools v2.26.0                           | (67)                     | <a href="https://github.com/arq5x/bedtools2">https://github.com/arq5x/bedtools2</a>                                                       |
| R v3.6.1, v4.1.2                           | N/A                      | <a href="https://www.r-project.org/">https://www.r-project.org/</a>                                                                       |
| DESeq2 v1.26.0                             | (68)                     | <a href="http://www.bioconductor.org/">http://www.bioconductor.org/</a>                                                                   |
| clusterProfiler v3.14.3, v4.2.2            | (71)                     | <a href="http://www.bioconductor.org/">http://www.bioconductor.org/</a>                                                                   |
| Pheatmap v1.0.12                           | N/A                      | <a href="https://CRAN.R-project.org/package=pheatmap">https://CRAN.R-project.org/package=pheatmap</a>                                     |
| STRING v11                                 | (40)                     | <a href="https://string-db.org/">https://string-db.org/</a>                                                                               |
| Cytoscape v3.7.2, v3.8.1                   | (70)                     | <a href="https://cytoscape.org/">https://cytoscape.org/</a>                                                                               |
| <b>Other</b>                               |                          |                                                                                                                                           |
| Embedding molds for coronal brain sections | Polysciences Inc.        | Cat# 18986-1                                                                                                                              |
| 6well plates                               | TPP                      | Cat# 92406                                                                                                                                |
| 24well plates                              | TPP                      | Cat# 92424                                                                                                                                |
| Flask filters 500ml                        | TPP                      | Cat# 99505                                                                                                                                |
| Microfuge tubes 1.5 mL                     | Thermo Fisher Scientific | Cat# AM12450                                                                                                                              |
| 50ml Centrifuge tubes                      | Sarstedt                 | Cat# 62.547.254                                                                                                                           |
| 15ml Centrifuge tubes                      | Sarstedt                 | Cat# 62.554.502                                                                                                                           |
| Syringe 60ml                               | Kendall                  | Cat# 560125                                                                                                                               |
| Syringe 10ml Omnifix                       | Braun                    | Cat# 4617100V                                                                                                                             |
| Needle 20G Sterican                        | Braun                    | Cat# 4657705                                                                                                                              |
| 0.2micron filter                           | Nalgene                  | Cat# 194-2520                                                                                                                             |
| Peristaltic pump                           | Watson Marlow            | Cat# 323 S/D                                                                                                                              |
| Hydrophobic pen                            | DAKO                     | Cat# S2002                                                                                                                                |
| Petri dish                                 | ThermoScientific         | Cat# NC9565080                                                                                                                            |
| Slide moisture chamber black               | Newcomer Supply          | Cat# 68432A                                                                                                                               |
| Superfrost Glass Slides                    | ThermoScientific         | Cat# J1800AMNZ                                                                                                                            |
| Cover slips 24x50 mm                       | VWR                      | 631-0147                                                                                                                                  |
| Dissection Tools                           | F.S.T.                   | Various forceps and scissors                                                                                                              |
| Fine brush size 1                          | Ted Pella Inc            | Cat# 11859                                                                                                                                |

|                                                                       |                          |                   |
|-----------------------------------------------------------------------|--------------------------|-------------------|
| LSM 800 Confocal                                                      | Zeiss                    | N/A               |
| Cryostat Cryostar NX70                                                | ThermoFisher             | N/A               |
| BD Aria III                                                           | BD Biosciences           | N/A               |
| Bioanalyzer                                                           | Agilent                  | N/A               |
| HiSeq2500                                                             | Illumina                 | N/A               |
| AluminaSeal                                                           | Merck                    | Cat#Z740251-100EA |
| Hard-Shell PCR Plates (96-well)                                       | Bio Rad                  | Cat#HSP9631       |
| PCR tubes & caps, RNase-free, 0.2 mL (8-strip format)                 | Thermo Fisher Scientific | Cat#AM12230       |
| Falcon 5 mL polystyrene round-bottom tube with 40µm cell strainer cap | Fisher Scientific        | Cat#10585801      |
| TPP TubeSpin bioreactor tubes                                         | Merck                    | Cat#Z761028-180EA |
| Bioanalyzer Pico chips                                                | Agilent                  | Cat# 5067-1513    |
| High Density Microfuge Tubes                                          | Qiagen                   | 129056            |

**Data Table S1. (separate file) Complete results of E12.5, E13.5, E16.5 and P0 DEG, E13.5 H3K27me3 and GO term enrichment analysis.**

Tabs labeled with DEG contain results from DESeq2 analyses, tabs labeled with GO contain results of GO term enrichment analyses from clusterProfiler. Tab DEG.E13\_cKO\_wt contains additional information on STRING analysis (cluster, pred\_function) and H3K27me3 analysis (column direct\_H3K27me3). Column cluster indicates arbitrary numbering of clusters in the STRING network and are the same as for the labels of the GO term enrichment analyses. Abbreviations: cKO: cKO-*Eed*-MADM, het: *Eed*-MADM, wt: control-MADM

**Data Table S2. (separate file) Complete results of astrocyte DEG analysis.**

Table contains output from astrocyte DEG analysis using DESeq2.

**Data Table S3. (separate file) Statistics table.**

Table contains the number of mice, sections, quantified cells and parameters for all figures.

**Data Table S4. (separate file) Source data table.**

Table contains the raw data for all figures.

How the deposited data were processed for this re-analysis (not part of the article)

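RNA of green, yellow and red cells, sorted from pooled cortices of control-MADM, *Eed*-MADM and cKO-*Eed*-MADM embryos and pups at E12.5, E13.5, E16.5 and P0, was sequenced by the authors with bulk Smart-Seq2. The authors deposited read counts per gene for 116 libraries, made by STAR with its gene count mode. As the paper describes, reads that align to more than 1 place were left out in the alignment, the reads were aligned to mm10, and the counts are not normalized. Each deposited table holds 3 columns of counts, for reads counted without regard to strand and for each strand. The unstranded column was used, since the numbers of reads counted on either strand lie close to each other. The gene annotation release behind the counts is not given in the sources used here. Of the 53379 gene identifiers, 53274 match the GENCODE M21 annotation (GRCm38, the assembly of mm10) when version numbers are left off, and gene symbols and coordinates were taken from it. Counts leave out reads that align to more than 1 place, so that genes with near-identical copies are undercounted. Overlapping genes cannot be told apart by strand in the unstranded column. The rows that name no gene (reads that are unmapped, align to several places, fall in no gene or in more than 1 gene) were kept out of library sizes and tests. Reads in no gene or in more than 1 gene made up 13.4% to 88.5% of the uniquely aligned reads of a library, with a median of 27.0%, and unmapped reads made up 18.7% to 99.5% of all reads, with a median of 25.0%.

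Paradigm, color, time point and replicate number were taken from the sample labels and the paper. The labels give the embryonic ages as days 12, 13 and 16, one strain and one sequencer, where the paper gives E12.5, E13.5 and E16.5, a mixed background and 2 sequencers. No sequencing or collection batch is named per library. The paper removed 16 of 68 green samples. The values of Data Table S3 were used to identify the samples it kept, by multiplying each value by the total reads of a library, dividing by 1000000 and asking for a whole number of reads within 0.001. The 55 of the 68 green samples that pass the paper's depth limits were used throughout. In every group but *Eed*-MADM at E12.5 they are as many as the paper's values, of which those of 0 name no library. For *Eed*-MADM at E12.5 the paper's 4 samples were not fully identified, and 8 samples that pass the limits of 1000000 uniquely aligned reads and 60% uniquely aligned reads were used.

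Counts were normalized with TMM and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (robust estimation, in the form of its version 3), with the green samples of the 3 paradigms of a time point in one fit, for genes with a mean count over 1 (E12.5) or over 10 (E13.5, E16.5 and P0). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs. The number of reads on a gene limits its precision, and a fold against a group with no read was computed against 3 counts over the group. Coordinates are 1-based. Gene lists were tested with fry (limma 3.58.1), a rotation test, with Benjamini-Hochberg adjustment over the lists of a contrast. The lists were written before the counts were examined. Results are reported for DNA replication, p53 targets, the *Hox* clusters, ribosomal proteins, upper layer neurons, astrocyte and glial genes, red blood cell, microglia, endothelial and meningeal genes, and paternally and maternally expressed genes of chromosome 7. Single values of few samples were compared with 2-sided exact permutation tests and relations across libraries with 100000 permutations (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15). Each script that tests many genes was first tested on simulated counts with 200 changed genes.

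The genes named are those that the paper names where the result bears on a claim, in each contrast and time point up to 5 that rose and 3 that fell, taken from the top by the size of the log2 fold change among DEGs with a mean of at least 1 CPM and samples that do not overlap between the groups, up to 3 members with the lowest adjusted p of a tested list, and the genes of the imprinted lists. Genes named outside this rule are marked as chosen after their values were seen.

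The alternatives tried were DESeq2 1.42.0 with its own size factors, a threshold of 0.1 with either tool, DESeq2's size factors in edgeR, no filter on low counts, edgeR's filterByExpr, all green samples, only the samples that pass the depth limits, a fit of only the 2 groups compared, the replicate number as a block, the counts of one strand, leaving out each sample of groups of 2 to 5, thinning all libraries of a time point to the smallest, equal group sizes, and camera in place of fry. Red and yellow cells were also tested without the depth limits. The likelihood ratio test, the newer quasi-likelihood test of edgeR and the E12.5 *Eed*-MADM samples identified by Data Table S3 alone were chosen after the data had been seen. A result was taken as alike when a count lay within 1.5 times the reported one. The interactions, the enriched terms and the chromatin data that the paper uses were not analysed here, nor were histology, EdU labeling and clones.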

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

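The tests of the red control-MADM library of P0 that bears on *Ndn* and of the red cKO-*Eed*-MADM library of P0 were chosen after their values were seen.

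The effect of cKO-*Eed*-MADM against control-MADM differed between time points. In a fit of the green samples of E13.5, E16.5 and P0 with an interaction of paradigm and time (13926 genes), edgeR called a changed effect for 599 genes from E13.5 to E16.5 (329 higher and 270 lower at the later time point), for 163 genes from E16.5 to P0 (56 and 107) and for 1351 genes from E13.5 to P0 (590 and 761). The effect of *Eed*-MADM changed for 28 (19 and 9), 3 (1 and 2) and 124 genes (51 and 73). With DESeq2's size factors these counts were 607, 150, 1298, 30, 3 and 124, so that the counts changed little with the scaling. The balance of directions moved, to 351 higher and 256 lower from E13.5 to E16.5 and to 677 and 621 from E13.5 to P0 in cKO-*Eed*-MADM, where it turned. In the same order the splits were 61 and 89 from E16.5 to P0, and in *Eed*-MADM 20 and 10, 1 and 2, and 55 and 69. Over all green samples they were 673, 27, 1013, 338, 1 and 793, and most were then higher at the later time point where E13.5 enters (526 and 147 from E13.5 to E16.5 and 704 and 309 from E13.5 to P0 in cKO-*Eed*-MADM, 308 and 30 and 656 and 137 in *Eed*-MADM), so that how many effects differ, and in which direction, depends on the samples. The E13.5 controls are 2 samples. Median depths at the 3 time points are alike. No day of collection or library preparation is named per library. A batch difference between time points therefore cannot be told apart from development, which stays open as an untested biological explanation.

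In the same fit, lists also differed between time points in cKO-*Eed*-MADM. The effect on DNA replication genes was higher at E16.5 than at E13.5 (34 of 48 genes, mean difference in log2 fold change 0.48, fry adjusted p = 0.0289). The effect on p53 targets was higher at E16.5 than at E13.5 (20 of 27 genes, mean 0.50, fry adjusted p = 0.0168), at P0 than at E16.5 (fry adjusted p = 0.00058) and at P0 than at E13.5 (21 of 27 genes, mean 1.09, fry adjusted p = 3.93e-07). The means include *Pmaip1*, which had no read in the controls of E13.5. The direction of the DNA replication list at E13.5 itself changes with the sample set (fry adjusted p = 0.831 over all green samples, in the other direction), so that its difference from E16.5 may rest on which E13.5 samples are used. The difference in the p53 list from E16.5 to P0 does not use the E13.5 samples. Whether it comes from a longer time without PRC2 or from another makeup of the sorted cells was not tested.

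The paper reports on green cells only. At E16.5, red cells of cKO-*Eed*-MADM, which are also *Eed*-/-, differed from red control-MADM cells in 522 genes (401 up and 121 down, n = 2 and 2, 1738 of 13287 genes at an unadjusted p under 0.05), 36 of them on chromosome 7. Of 1129 genes called in green cells, 98.5% had the same sign in red cells and 455 were called in both. The genes at the *Hox* clusters were higher in 24 of 24 cases, 23 of them called (fry adjusted p = 1.04e-06). *Eed* had 16.2 CPM against 30.8 CPM (log2 fold change −0.91, edgeR adjusted p = 0.31). The counts were 371 without the depth limits, 521 with size factors, 752 with DESeq2 and 619 with the replicate number as a block. Green and red cells carry opposite parental copies of chromosome 7, and the contrast within red cells leaves that origin alike on both sides. These libraries are a second set of sorted samples of the same genotype, and the loss of *Eed* stays open as the biological explanation. Whether they come from the animals of the green samples is not named, so that they are not counted as independent of them.

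At P0 the libraries labelled cKO-*Eed*-MADM red differed from red control-MADM libraries in 854 genes (284 up and 570 down, n = 2 and 2), 60 of them on chromosome 7, with 80.0% of 3372 green calls in the same direction and 390 called in both. The count was 213 without the depth limits, 272 with the replicate number as a block, 804 with size factors and 1619 with DESeq2. *Eed* goes against the label of one of them: the library labelled cKO-*Eed*-MADM red replicate 1 had 32.9 CPM of *Eed*, where replicate 2 had 5.47 CPM and the red controls 31.3 and 25.1 CPM. In that library *Ndn* had 489 CPM and *Cdkn1c* 72.7 CPM, against 72.2 and 278 CPM in replicate 2, and the summed endothelial and meningeal genes had 1186 CPM against 77.8 CPM. The other libraries of this paradigm at P0, green, yellow and red, reached 15.9 CPM of *Eed* and 235 CPM of the endothelial and meningeal genes, so that cells of another color do not account for these 2 values. They stay open for *Ndn* and *Cdkn1c*, and cells of another type and a wrong label stay open for all of them. The direction of the P0 red contrast therefore rests on a library whose label the targeted gene goes against. Of the genes at the *Hox* clusters, 23 of 23 were higher and 17 called (fry adjusted p = 7.54e-06).

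In control-MADM at E16.5, 14 genes differed between green and red cells (11 up and 3 down in green, n = 3 and 2), of which 12 lie on chromosome 7. DESeq2 called 23, size factors gave 14, the replicate number as a block 18 and no depth limits 12. The colors differ in the parental origin of chromosome 7, which gives a biological explanation for imprinted genes there. That 12 of 14 calls fall on this chromosome argues against a general difference between the sorted colors as the source of most of them. At P0 edgeR called none (595 of 14169 genes at an unadjusted p under 0.05) and DESeq2 called 11.

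At P0, 1 gene differed between red cells of *Eed*-MADM and of control-MADM, *Ndn*, with 46.3 against 409 CPM (log2 fold change −3.14, edgeR adjusted p = 0.00834, n = 2 and 2, 698 genes at an unadjusted p under 0.05). DESeq2 called 11 and a block by replicate number 0. *Eed* had 27.5 and 28.4 CPM in the 2 groups, as both are *Eed*+/+. The difference comes from the control side, where replicate 2 held 574 CPM of *Ndn* and the other red libraries of control-MADM and *Eed*-MADM 42.6 to 232 CPM. Cells of another color in the sorted sample may bring paternally expressed RNA. In replicate 2, 9 of 9 other paternally expressed genes lay above every other such library, and 3 of 6 maternally expressed genes lay below. The maternally expressed *Cdkn1c*, however, had 169 CPM there against 115 to 167 CPM in the others, where added cells of another color would lower it. Cells of another type stay open as well for this library. The sources cannot be told apart with one library. No biological explanation was tested for this library.

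Yellow cells of *Eed*-MADM, which are *Eed*+/- in a heterozygous tissue, differed from yellow control-MADM cells in 294 genes at P0 (114 up and 180 down, n = 2 and 2, 2944 of 14169 genes at an unadjusted p under 0.05), 21 of them on chromosome 7. The count was 3 without the depth limits, 1 with the replicate number as a block, 352 with size factors and 1357 with DESeq2, so that it depends on the fit. *Eed* had 16.0 ± 4.66 against 35.5 ± 2.55 CPM (log2 fold change −1.15, edgeR adjusted p = 0.22). The DNA replication list was higher (36 of 48 genes, mean log2 fold change 0.71, fry adjusted p = 0.0114). The microglia list had a mean of 2.97 (8 of 8 genes higher, fry adjusted p = 0.307). The number of genes with a read differed between the libraries, with 13181 in control-MADM replicate 2 and 19880 in replicate 1, so that a control library of low complexity is a candidate source. A dose effect of *Eed* stays open and was not tested apart from it. At E12.5, 1 gene differed between yellow cells of *Eed*-MADM and control-MADM (n = 4 and 4, 1282 of 18017 genes at an unadjusted p under 0.05), *Tmem132a*, with 7.18 against 74.7 CPM (log2 fold change −3.39, SE 0.58, edgeR adjusted p = 0.049). Size factors and the replicate number as a block gave 0 there and DESeq2 29. *Eed* had 64.2 against 80.3 CPM in these cells (log2 fold change −0.32). *Tmem132a* and *Ndn* are named as the only genes called in their contrasts.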

How the results depend on the processing

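The likelihood ratio test, the newer quasi-likelihood test and the identified samples only were chosen after the data had been seen, and the other alternatives were set before the data were examined. Counts are given for cKO-*Eed*-MADM against *Eed*-MADM as those between the mutants, and otherwise for the mutant named, against control-MADM. The cause of a change was not tested unless a reason is given.

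Over 150 results, 2124 values were recomputed. Of these, 1788 kept their direction and their side of the threshold or, for counts and shares, stayed alike, 110 kept their direction but no longer passed the threshold, 31 newly passed it, 10 reversed and 185 moved. Of 1354 values for named genes, 1229 stayed alike, 99 no longer passed, 25 newly passed and 1 reversed. The p53 list in cKO-*Eed*-MADM and the *Hox* list in *Eed*-MADM stayed alike in 20 of 20 values each, and the upper layer and the astrocyte and glial lists in cKO-*Eed*-MADM in 8 of 8 each. More DEGs in cKO-*Eed*-MADM than in *Eed*-MADM were found at E16.5 and P0 under each alternative listed below that gave both counts. A fit with 3 lists of other cell types as covariates, which is not among these, reversed the order at P0 (57 against 137). Using only samples that pass the depth limits changes nothing, since these are the samples used. All green samples are likewise the samples used at E16.5. Such repeats are among the values counted as alike, so that the totals overstate how many alternatives differ from the fit used. The results at E12.5 and E13.5 were the least stable, and the DEG counts between the mutants, in *Eed*-MADM and in cKO-*Eed*-MADM there were 0, 0 and 0, and 3, 0 and 5.

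DESeq2 gave 1 DEG between the mutants and 6 in cKO-*Eed*-MADM at E12.5, 56, 40 and 287 at E13.5, 231 in *Eed*-MADM at E16.5 (from 34) and 608 at P0 (from 248). The share of up-regulated DEGs at P0 became 79.4% in *Eed*-MADM (from 86.7%) and 61.1% in cKO-*Eed*-MADM (from 58.7%), the ratio of the DEG counts 6.68 at E16.5 (from 33.7) and 6.03 at P0 (from 13.8), and 19 DEGs were shared at E13.5. The share of E16.5 DEGs also called at P0 became 55.9% between the mutants (from 60.1%) and 62.8% in cKO-*Eed*-MADM (from 66.2%), and the slope at E16.5 0.397 (from 0.421). *Eed* passed the threshold in cKO-*Eed*-MADM at E12.5 (−1.34) and E13.5 (−1.65) and in *Eed*-MADM at E16.5 (−1.21). In the other colors DESeq2 called 29 genes in yellow *Eed*-MADM cells at E12.5, 23 between green and red control-MADM cells at E16.5 and 11 at P0, 11 in red and 1357 in yellow *Eed*-MADM cells and 1619 in red cKO-*Eed*-MADM cells at P0, and 1 imprinted gene of chromosome 7 at P0. DESeq2 with a threshold of 0.1 gave 1 and 6 DEGs at E12.5 (between the mutants and in cKO-*Eed*-MADM), 75, 64 and 430 at E13.5, 1677, 373 and 1922 at E16.5 and 995 in *Eed*-MADM at P0, with 69.6% up-regulated there, ratios of 5.15 and 4.57, and 30 shared DEGs at E13.5.

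In edgeR, a threshold of 0.1 gave 4 DEGs between the mutants at E12.5, 5 at E13.5, 71 in cKO-*Eed*-MADM at E13.5, 101 in *Eed*-MADM at E16.5 and 516 at P0, with 68.4% up-regulated in cKO-*Eed*-MADM at E16.5 and 77.1% in *Eed*-MADM and 56.1% in cKO-*Eed*-MADM at P0, and ratios of 15.5 and 8.47. More genes pass a looser threshold by construction. Size factors gave 62.9% up-regulated in cKO-*Eed*-MADM at P0 and 0 genes in yellow *Eed*-MADM cells at E12.5. Leaving out the count filter gave 175, 2 and 117 DEGs at E12.5, 38, 47 and 250 at E13.5, 1443 between the mutants and 272 in *Eed*-MADM at E16.5, 62.8% up-regulated in cKO-*Eed*-MADM at P0, a ratio of 5.84 at E16.5 and 33 shared DEGs at E13.5. With filterByExpr 60.9% were up-regulated in cKO-*Eed*-MADM at P0. The counts of one strand gave 1 and 1 DEG at E12.5, 1 between the mutants at E13.5 and 91.9% up-regulated in *Eed*-MADM at P0. Fitting only the 2 groups compared gave 1 DEG in cKO-*Eed*-MADM at E12.5, 5 and 25 at E13.5 (between the mutants and in cKO-*Eed*-MADM), 21 in *Eed*-MADM and 75.4% up-regulated in cKO-*Eed*-MADM at E16.5 with a ratio of 59.0, and 78.9% and 67.6% up-regulated at P0. Thinning to equal depth gave 12 DEGs in cKO-*Eed*-MADM at E13.5. It is a single random draw of reads, and another draw moves such counts. Equal group sizes gave 0 and 0 there and, as medians over draws of samples, 1521.5 between the mutants and 101 in *Eed*-MADM at P0, with 96.8% up-regulated and a ratio of 35.3. Fewer samples enter these fits.

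All green samples gave 8, 415 and 243 DEGs at E13.5, with 14.8% up-regulated in cKO-*Eed*-MADM (from 80%) and 199 shared, and 79.0% and 60.6% up-regulated at P0. The DNA replication list reversed at E13.5 in *Eed*-MADM (fry adjusted p = 0.917) and in cKO-*Eed*-MADM (0.831), and the p53 list passed the threshold in *Eed*-MADM at P0 (0.0349). The genes whose effect differs between time points numbered 338, 1 and 793 in *Eed*-MADM (from 28, 3 and 124) and 27 from E16.5 to P0 in cKO-*Eed*-MADM (from 163). The log2 fold change of *Hoxc9* between the mutants at E13.5 reversed to −0.82. The samples added at E13.5 hold 19093 to 60709 reads on genes, except the library labelled control-MADM replicate 2, with 2147793 reads on 5098 genes. Without the depth limits 3 genes were called in yellow *Eed*-MADM and 213 in red cKO-*Eed*-MADM cells at P0.

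With camera, which presets the correlation between genes, the DNA replication list passed the threshold in *Eed*-MADM at E16.5 (0.00755) and the ribosomal list in cKO-*Eed*-MADM at E13.5 (0.0301), where fry gave 0.174 and 0.778, and the p53 list reversed in *Eed*-MADM at E13.5 (0.921). It called 7 lists in cKO-*Eed*-MADM at E13.5 (fry 4) and 5 in *Eed*-MADM at E16.5 (fry 2).

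Neither the paper nor the labels say that a replicate number marks a shared litter, batch or day, and the correlations do not settle it. Same-numbered samples of different paradigms had correlations of their deviations from the group means of −0.175 to 0.145 at E12.5 (11 pairs), −0.097 to −0.011 at E13.5 (3 pairs), −0.102 to 0.133 at E16.5 (10 pairs) and −0.112 to 0.335 at P0 (12 pairs). Between *Eed*-MADM and control-MADM at E12.5 all 4 were positive (0.0920 to 0.145), with 3 of them over 0.1, while the other pairs of E12.5 went both ways. The highest, 0.335, was that of replicate 1 of *Eed*-MADM and control-MADM at P0. With the replicate number as a block, edgeR called 5 and 9 DEGs at E12.5 (between the mutants and in cKO-*Eed*-MADM), 12 in cKO-*Eed*-MADM at E13.5 and 101 in *Eed*-MADM at P0, with 97.0% and 63.6% up-regulated at P0 and a ratio of 25.9. At E13.5 the block reversed the DNA replication (fry adjusted p = 0.917) and p53 lists (0.987) in *Eed*-MADM and the ribosomal list in cKO-*Eed*-MADM (0.956), and in cKO-*Eed*-MADM the DNA replication (0.631) and *Hox* lists (0.171) did not pass. It called 0 lists there and 1 in *Eed*-MADM at E16.5. *Eed* in *Eed*-MADM at P0 had a log2 fold change of −1.09 and did not pass (adjusted p = 0.060 from edgeR). In the other colors the block gave 0 genes in yellow *Eed*-MADM cells at E12.5, and 0 in red and 1 in yellow *Eed*-MADM cells and 272 in red cKO-*Eed*-MADM cells at P0.

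The likelihood ratio test gave 70 and 16 DEGs at E12.5, 50, 60 and 255 at E13.5, 210 in *Eed*-MADM at E16.5 and 550 at P0, ratios of 6.98 and 6.8, and 29 shared DEGs at E13.5. The newer quasi-likelihood test gave 94 and 1 at E12.5, 1 and 61 at E13.5 (between the mutants and in cKO-*Eed*-MADM), 21 in *Eed*-MADM and a ratio of 70.3 at E16.5, and 60.6% up-regulated in cKO-*Eed*-MADM at P0. With the identified samples only, 1 and 1 were called at E12.5.

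Single samples were left out in groups of 2 to 5. Where that leaves 1 sample in a group, it is assumed to vary like the other groups. Between the mutants the DEGs ranged from 0 to 9 at E12.5 (2 without cKO-*Eed*-MADM replicate 2, 9 without 4 and 7 without 5), from 0 to 4 at E13.5 (0 without *Eed*-MADM replicate 2, and 1 without *Eed*-MADM replicate 6 or without replicate 1, 2, 3 or 5 of cKO-*Eed*-MADM) and from 1807 to 3122 at P0 (1807 without cKO-*Eed*-MADM replicate 4). In *Eed*-MADM they ranged from 0 to 77 at E13.5 (77 without control-MADM replicate 3), from 2 to 112 at E16.5 (7, 2 and 9 without control-MADM replicates 1, 2 and 3, and 112, 21 and 63 without *Eed*-MADM replicates 1, 4 and 5) and from 138 to 301 at P0 (150 without control-MADM replicate 4 and 138 without 6). In cKO-*Eed*-MADM they ranged from 0 to 1 at E12.5 (1 without cKO-*Eed*-MADM replicate 4), from 0 to 407 at E13.5 (0 without cKO-*Eed*-MADM replicate 1, 2 or 5 or control-MADM replicate 1, 14 without *Eed*-MADM replicate 6 and 407 without control-MADM replicate 3) and from 723 to 1313 at E16.5 (748, 723 and 737 without control-MADM replicates 1, 2 and 3). The shared DEGs at E13.5 ranged from 0 to 72 (72 without control-MADM replicate 3).

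The ratio of the DEG counts ranged from 10.8 to 361.5 at E16.5 (22.4 without cKO-*Eed*-MADM replicate 4, 107, 361.5 and 81.9 without control-MADM replicates 1, 2 and 3, and 10.8, 51.5 and 20.1 without *Eed*-MADM replicates 1, 4 and 5) and from 10.0 to 21.4 at P0 (21.4 without control-MADM replicate 6). The share of up-regulated DEGs in *Eed*-MADM ranged from 87.9% to 100% at E16.5 and from 79.6% to 95.4% at P0, and in cKO-*Eed*-MADM from 74.2% to 100% at E13.5, from 67.1% to 73.5% at E16.5 and from 54.2% to 61.4% at P0. The adjusted p of the DNA replication list in cKO-*Eed*-MADM at E13.5 ranged from 0.0312 to 0.196 (0.140, 0.0926 and 0.0767 without cKO-*Eed*-MADM replicates 1, 2 and 5, 0.196 and 0.0685 without control-MADM replicates 1 and 3, and 0.0731 and 0.0769 without *Eed*-MADM replicates 2 and 6), and that of the *Hox* list from 0.00367 to 0.0667 (0.0667 without control-MADM replicate 1). The lists called there ranged from 0 to 3 (0 without control-MADM replicate 1, and 1 without cKO-*Eed*-MADM replicate 1, 2 or 5 or *Eed*-MADM replicate 2 or 6). The p53 list in *Eed*-MADM at E13.5 ranged from 0.644 to 1 and reversed without cKO-*Eed*-MADM replicate 3 (0.962), control-MADM replicate 3 (0.644) and *Eed*-MADM replicate 6 (1).

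The samples of a contrast were split into other groups of the same sizes. At E12.5, where 0 DEGs were called, 100 of 100 splits reach that count by construction, so that the splits say nothing about chance there. At E16.5 only the real split gave as many DEGs, 1 of 100 between the mutants, 1 of 56 in *Eed*-MADM and 1 of 35 in cKO-*Eed*-MADM, and at P0 1 of 100 in each contrast. The largest counts of another split were 518, 6 and 439 at E16.5 and 79, 5 and 2281 at P0. At E13.5 control-MADM and *Eed*-MADM hold 2 samples each, so that no contrast has 3 in both groups, and no splits were counted. The used libraries of E12.5 had the lowest depth of the time points. P0 libraries thinned to the median E12.5 depth of 1718618 reads, with the E12.5 group sizes, still gave 3283 DEGs in cKO-*Eed*-MADM (3269 to 3374 over 5 thinnings), 2505 between the mutants and 142 in *Eed*-MADM. The lower depth by itself would therefore not hide changes as large as those of P0 at the spread of P0. Smaller changes at E12.5 could still be missed. Of genes changed 2-fold in simulated counts, 8.96% were recovered there in cKO-*Eed*-MADM against control-MADM.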

Differences from the paper's values

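The paper's DEG counts are given beside those of edgeR at an adjusted p under 0.05, which called fewer genes in most contrasts. Alternatives set before the data were examined are named where their value lies within 1.5 times the paper's, and the others do not lie within it.

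Between cKO-*Eed*-MADM and *Eed*-MADM, the paper reports 8 DEGs at E12.5, where 0 were called here. Leaving out cKO-*Eed*-MADM replicate 4 gave 9 and leaving out replicate 5 gave 7. At E13.5 the paper reports 95 and 3 were called here. DESeq2 with a threshold of 0.1 gave 75. At E16.5 the paper reports 1564 and 940 were called here. DESeq2 gave 1293, no count filter 1443, leaving out *Eed*-MADM replicate 1 1088, a threshold of 0.1 1375 and DESeq2 with that threshold 1677.

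Against control-MADM at E12.5, Data Table S4 lists 2 down-regulated genes in *Eed*-MADM and 14 up- and 6 down-regulated genes in cKO-*Eed*-MADM, where 0 were called here in each case. For the 6 down-regulated genes no count filter gave 8, and none of these alternatives came within 1.5 times of the 2 or the 14. The likelihood ratio test, chosen after seeing the values, gave 14 up- and 2 down-regulated genes in cKO-*Eed*-MADM. At E13.5 the paper lists 45 up- and 43 down-regulated genes in *Eed*-MADM, where 0 and 0 were called here. For the first, all green samples gave 40 and leaving out control-MADM replicate 3 gave 58, and for the second DESeq2 with a threshold of 0.1 gave 35. For cKO-*Eed*-MADM at E13.5 the paper lists 317 up- and 181 down-regulated genes, where 4 and 1 were called here. For the first, leaving out control-MADM replicate 3 gave 302 and DESeq2 with a threshold of 0.1 gave 287, and for the second all green samples gave 207 and DESeq2 with that threshold 143.

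At E16.5 the paper lists 280 up- and 50 down-regulated genes in *Eed*-MADM, where 32 and 2 were called here. For the first, DESeq2 gave 207, no count filter 232 and DESeq2 with a threshold of 0.1 314, and for the second no count filter gave 40 and DESeq2 with that threshold 59. In cKO-*Eed*-MADM at E16.5 Data Table S4 lists 256 up-regulated genes, where 823 were called here, and no alternative comes within 1.5 times. Fig. 3E draws about 1200 for this count, read by eye, which differs from the paper's own table. The reading is too coarse to say on which side of 1.5 times the value found here it lies. The ratio of DEG counts that the paper states for E16.5 goes with the drawn count, so that the listed 256 is in doubt. The paper lists 528 down-regulated genes there, where 323 were called here. DESeq2 gave 417, no count filter 449, leaving out cKO-*Eed*-MADM replicate 1 432, leaving out *Eed*-MADM replicate 1 360, a threshold of 0.1 495 and DESeq2 with that threshold 580. At P0 the paper lists 569 up- and 211 down-regulated genes in *Eed*-MADM, where 215 and 33 were called here. For the first, DESeq2 gave 483, a threshold of 0.1 398 and DESeq2 with that threshold 693, and for the second DESeq2 with that threshold gave 302.

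In the overlap at E13.5 the paper reports 457 DEGs specific to cKO-*Eed*-MADM, 47 specific to *Eed*-MADM and 41 shared, where 5, 0 and 0 were found here. Leaving out control-MADM replicate 3 gave 335 for the first and DESeq2 with a threshold of 0.1 gave 400, 34 and 30, and for the shared DEGs no count filter gave 33. For the ratio of the DEG counts the paper reports 5 at E16.5 and at P0, where 33.7 and 13.8 were found here. At E16.5 DESeq2 gave 6.68, no count filter 5.84 and DESeq2 with a threshold of 0.1 5.15, and at P0 DESeq2 gave 6.03 and DESeq2 with that threshold 4.57. At E12.5 and E13.5 no ratio could be formed in the fit used here, since the count in *Eed*-MADM was 0. At E13.5 DESeq2 called 287 genes in cKO-*Eed*-MADM and 40 in *Eed*-MADM. DESeq2 with a threshold of 0.1 called 430 and 64, and no count filter gave 250 and 47. Over all green samples the order was the other way, with 243 and 415. That set includes libraries that fail the depth limits, so that it does not decide the order. The likelihood ratio test also reached ratios of 6.98 at E16.5 and 6.8 at P0. How many of the paper's own DEGs it drops was not counted, since the paper's gene lists were not analysed here. In *Eed*-MADM at E12.5 the paper's n is 4 and 8 samples were used here, as only part of the paper's samples were identified.

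The paper states that most DEGs were up-regulated. In the edgeR fit this held for each contrast with control-MADM that had DEGs in the samples used. There 58.7% to 94.1% were up-regulated at E16.5 and P0. It did not hold over all green samples at E13.5, which include libraries that fail the depth limits. In that set 14.8% were up-regulated in cKO-*Eed*-MADM and 40 of 415 DEGs in *Eed*-MADM. In *Eed*-MADM at E13.5 it also did not hold with DESeq2 (17 up and 23 down) or without the count filter (21 and 26). The likelihood ratio test, chosen after seeing the values, gave 21 and 39. Leaving out control-MADM replicate 3, which leaves a single control, went the other way. By Data Table S4 the paper's own share in cKO-*Eed*-MADM at E16.5 is 32.7%, which rests on the 256 up-regulated genes listed there. With the about 1200 drawn in Fig. 3E, read by eye, most of its DEGs would be up-regulated. The ratio of DEG counts that the paper states for E16.5 also goes with the drawn count. The listed totals of 784 in cKO-*Eed*-MADM and 330 in *Eed*-MADM give a lower ratio, so that the 32.7% is in doubt. The paper describes little overlap of DEGs between time points. Here 60.1% of the E16.5 DEGs between the mutants were also DEGs at P0, and these made up 21.9% of the P0 DEGs.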

Other observations

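The tests of down-regulated genes, of the spread at E12.5, of *H19* and of *Xist* were chosen after their results had been seen.

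The larger DEG count in cKO-*Eed*-MADM could come from the numbers of samples or from depth. With the mutant groups drawn down to one size and the controls kept, the median ratio of the DEG counts to those of *Eed*-MADM was 44.9 at E16.5 (more in cKO-*Eed*-MADM in 5 of 5 draws) and 35.3 at P0 (20 of 20 draws). *Eed*-MADM was the larger group at both time points, which works against the pattern from the start. Drawing it down could therefore not test the number of samples as the source. At equal depth the ratio was 36.4 and 15.6, which argues against depth as the source at these time points. At E12.5, 9 of 20 draws gave more DEGs in cKO-*Eed*-MADM and equal depth gave 0 DEGs. At E13.5, 0 of 6 draws did and equal depth gave 12 DEGs in cKO-*Eed*-MADM and 0 in *Eed*-MADM. The counts at these time points are too few to decide. The extent of PRC2 loss in the tissue stays open as the biological explanation.

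Both mutants are compared with the same control samples, which by itself makes their DEGs overlap. At E13.5 the top 100 genes of the contrasts shared 29, above the highest of 50 simulations of unchanged groups against these controls (28), and their log2 fold changes had a correlation across genes of 0.63, where the simulations gave at most 0.601. At E16.5 they shared 24, within the simulated range (highest 28, as large in 9 of 50), while the correlation was 0.72 (highest 0.629), and at P0 they shared 34 (highest 22) with a correlation of 0.777 (highest 0.554). Among DEGs, 32 of 34 *Eed*-MADM genes at E16.5 and 216 of 248 at P0 were also called in cKO-*Eed*-MADM, 32 and 214 in the same direction. No simulation gave a gene called in both contrasts at these time points. Shared controls by themselves therefore did not give the shared top genes and the correlation of E13.5 and P0 in these simulations, which draw each gene independently. At E16.5 the shared top genes stay within the simulations, while the correlation and the shared calls do not. An effect of *Eed* loss in both mutants stays open.

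Cells of another type in the sorted samples could add DEGs in cKO-*Eed*-MADM. Against control-MADM at P0, microglia genes had a mean log2 fold change of 3.84 (7 of 7 higher, fry adjusted p = 0.00132) and endothelial and meningeal genes of 2.74 (6 of 6 higher, fry adjusted p = 4.43e-05), while red blood cell genes were lower (−1.85, 0 of 5 higher, fry adjusted p = 0.353). The summed microglia genes had 174 to 393 CPM in cKO-*Eed*-MADM and 7.40 to 55.7 CPM in control-MADM, and the endothelial and meningeal genes 107 to 235 and 14.8 to 32.9 CPM. At E16.5 the means were 3.72 (fry adjusted p = 0.142), 1.83 (0.00628) and 2.71 for red blood cell genes (0.357). At E13.5 endothelial and meningeal genes had a mean of −0.31 with a median of 0.36 (fry adjusted p = 0.847) and red blood cell genes a mean of 0.39 (0.99), with too few microglia genes to test. At E12.5 the 3 means were 3.77 (0.302), 2.49 (0.288) and 2.71 (0.353). How many of these genes neocortical cells themselves express was not tested. With the 3 summed lists as covariates, 57 DEGs were left in cKO-*Eed*-MADM at P0 (from 3427), 137 in *Eed*-MADM (from 248) and 10 between the mutants (from 2758). At E16.5, 281 (from 1146), 25 (from 34) and 323 (from 940) were left, and at E12.5 1, 0 and 5. At P0 the microglia and the endothelial sums do not overlap between cKO-*Eed*-MADM and control-MADM, so that covariate and paradigm cannot be told apart there, and the same fit would remove an effect of *Eed* loss. Genes of other lineages that lose repression in *Eed*-/- cells would raise these lists as well. The down-regulated DEGs of cKO-*Eed*-MADM fell from 323 to 80 at E16.5 and from 1417 to 22 at P0 with the covariates. Whether the scaling removes the dilution of other transcripts by added cells was not tested, so that added cells stay open for down-regulated DEGs as well.

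The spread between libraries was larger at E12.5 than later (median biological coefficient of variation 0.615, against 0.365 at E13.5). The summed red blood cell genes ranged from 6.54 to 111544 CPM over the 17 green libraries and the endothelial and meningeal genes from 31.9 to 2519 CPM. With the 3 lists as covariates the coefficient was 0.599, so that these cells by themselves do not account for the spread. P0 libraries thinned to the median depth of E12.5, with the E12.5 group sizes, had a median of 0.320, so that depth by itself does not account for it either. Cells of E12.5 were collected into another buffer, and this and the age of the tissue stay open. The *Eed*-MADM libraries used there also include some that the paper left out, so that these stay open as well.

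At E12.5, *H19* RNA in green cells, where the maternally expressed gene is silent on 2 paternal copies, may come in part from endothelial and meningeal cells. Across the 17 green libraries *H19* rose with the summed genes of that list (Pearson's r = 0.708, permutation p = 0.00188, adjusted 0.00376, Spearman's rho = 0.689, permutation p = 0.00307, adjusted 0.00614, on log2 of CPM with a pseudocount of 1). Without the 2 libraries farthest from the median r was 0.648, and within paradigms 0.701. *Igf2* gave r = 0.867 (permutation p = 6e-05, adjusted 0.00024, rho = 0.754, permutation p = 0.00065, adjusted 0.0026), *Cdkn1c* r = 0.630 (permutation p = 0.00471, adjusted 0.00628, rho = 0.627, permutation p = 0.008, adjusted 0.0107), and the paternally expressed *Ndn*, the last of 4 relations tested, r = 0.117 (permutation p = 0.651, rho = 0.240, permutation p = 0.351). Other cells with biallelic chromosome 7, or another stage of the progenitors, remain open. No batch is named for these libraries. For comparison, green cells held 74.0% of the *Cdkn1c* level of yellow cells in control-MADM and 55.5% in *Eed*-MADM at E12.5 (exact permutation tests, p = 0.389 and p = 0.212), and 23.0% in *Eed*-MADM and 15.2% in cKO-*Eed*-MADM at E13.5, where 2 samples against 2 and 4 against 2 cannot go below p = 0.333 and p = 0.0667.

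*Xist* had 111 CPM over the 12 mutant and 293 CPM over the 5 control-MADM green libraries of E12.5 (exact permutation test, p = 0.00517), and the summed Y-linked genes 92.4 and 24.2 CPM (exact permutation test, p = 0.00921). A different share of male embryos in the pools may give this. Across the 17 libraries *Xist* fell with the Y-linked genes by rank (rho = −0.708, permutation p = 0.00231, adjusted 0.00308), while Pearson's r was −0.475 (permutation p = 0.0411, adjusted 0.0822), −0.567 without the 2 libraries farthest from the median and −0.277 within paradigms. At the other time points *Xist* and the Y-linked genes also moved in opposite directions, and the direction of *Xist* was not kept. In the mutants against control-MADM, *Xist* had 115 against 51.2 CPM at E13.5 (exact permutation test, p = 0.0714), 118 against 161 CPM at E16.5 (p = 0.491, exact permutation test) and 220 against 123 CPM at P0 (p = 0.0203, exact permutation test), and the Y-linked genes 39.5 against 60.3, 44.7 against 33.0 and 53.9 against 92.5 CPM (exact permutation tests, p = 0.321, 0.627 and 0.0708). The sexes of the pools are not named, so that pool composition and an effect of *Eed* on *Xist* at E12.5 cannot be told apart. The same relation gave r = −0.195 (permutation p = 0.68, adjusted 0.68) and rho = −0.548 (permutation p = 0.17, adjusted 0.17) at E13.5, r = −0.619 (permutation p = 0.00566, adjusted 0.0226) and rho = −0.861 (permutation p = 0.00072, adjusted 0.00144) at E16.5, and r = −0.363 (permutation p = 0.156, adjusted 0.208) and rho = −0.846 (permutation p = 2e-05, adjusted 8e-05) at P0, which makes 4 relations. Without the 2 libraries farthest from the median r was −0.946, −0.817 and −0.763, and within paradigms 0.319, −0.654 and −0.224, so that the sign turned at E13.5.

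Further lists against control-MADM gave the following. The 8 upper layer genes were lower in cKO-*Eed*-MADM at E16.5 (0 of 8 higher, mean log2 fold change −1.64, 7 called, fry adjusted p = 2.81e-05) and P0 (1 of 8 higher, −1.85, 8 called, 2.18e-08), and in *Eed*-MADM had means of 0.04 (0.846) and 0.03 (0.971). Astrocyte and glial genes were higher in cKO-*Eed*-MADM at E16.5 (10 of 10, mean 3.72, 5 called, fry adjusted p = 0.00142) and P0 (7 of 11, 1.12, 5 called, 0.0125), and in *Eed*-MADM had means of 1.39 (0.696) and 0.24 (0.752). Ribosomal protein genes were lower in cKO-*Eed*-MADM at P0 (11 of 53 higher, mean −0.21, 12 called, 0.0467), and not past the threshold at E13.5 (10 of 53 higher, −0.16, 0.778) or E16.5 (7 of 53 higher, −0.23, 0.168). The difference between the mutants in a list's effect was tested for upper layer genes (fry adjusted p = 1.81e-05 at E16.5 and 4.05e-09 at P0) and for astrocyte and glial genes (0.00103 and 0.0154). Paternally expressed genes of chromosome 7 were higher in *Eed*-MADM at E16.5 (9 of 10, mean 0.41, fry adjusted p = 0.0311) and P0 (7 of 10, 0.50, 0.012) and in cKO-*Eed*-MADM at E13.5 (9 of 10, 0.29, 0.049), E16.5 (9 of 10, 1.26, 2.58e-05) and P0 (7 of 10, 1.33, 1.4e-05). Maternally expressed ones were not past the threshold in cKO-*Eed*-MADM at P0 (3 of 3 higher, mean 1.11, 0.0529). No explanation was tested for these lists.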
